# The role of Mediator and Little Elongation Complex in transcription termination

**DOI:** 10.1038/s41467-020-14849-1

**Published:** 2020-02-26

**Authors:** Hidehisa Takahashi, Amol Ranjan, Shiyuan Chen, Hidefumi Suzuki, Mio Shibata, Tomonori Hirose, Hiroko Hirose, Kazunori Sasaki, Ryota Abe, Kai Chen, Yanfeng He, Ying Zhang, Ichigaku Takigawa, Tadasuke Tsukiyama, Masashi Watanabe, Satoshi Fujii, Midori Iida, Junichi Yamamoto, Yuki Yamaguchi, Yutaka Suzuki, Masaki Matsumoto, Keiichi I. Nakayama, Michael P. Washburn, Anita Saraf, Laurence Florens, Shigeo Sato, Chieri Tomomori-Sato, Ronald C. Conaway, Joan W. Conaway, Shigetsugu Hatakeyama

**Keywords:** RNA metabolism, Transcription

## Abstract

Mediator is a coregulatory complex that regulates transcription of Pol II-dependent genes. Previously, we showed that human Mediator subunit MED26 plays a role in the recruitment of Super Elongation Complex (SEC) or Little Elongation Complex (LEC) to regulate the expression of certain genes. MED26 plays a role in recruiting SEC to protein-coding genes including *c-myc* and LEC to small nuclear RNA (snRNA) genes. However, how MED26 engages SEC or LEC to regulate distinct genes is unclear. Here, we provide evidence that MED26 recruits LEC to modulate transcription termination of non-polyadenylated transcripts including snRNAs and mRNAs encoding replication-dependent histone (RDH) at Cajal bodies. Our findings indicate that LEC recruited by MED26 promotes efficient transcription termination by Pol II through interaction with CBC-ARS2 and NELF/DSIF, and promotes 3′ end processing by enhancing recruitment of Integrator or Heat Labile Factor to snRNA or RDH genes, respectively.

## Abstract (web summary)

Mediator subunit MED26 was shown to help recruit Super Elongation Complex (SEC) or Little Elongation Complex (LEC) to control the expression of certain genes. Here, the authors provide evidence that MED26 recruits LEC to regulate transcription termination of non-polyadenylated genes, including snRNA and replication-dependent histone (RDH) genes at Cajal bodies.

## Introduction

Eukaryotic RNA polymerase II (Pol II) is responsible for transcription of protein-coding genes and noncoding RNA genes, including most small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), microRNAs (miRNA), and enhancer RNAs (eRNAs)^1^. Pol II-dependent transcription proceeds through multiple steps, including transcription initiation, elongation, and termination. Termination is tightly coupled to 3′-end processing of Pol II transcripts and is an essential process in transcript maturation^2,3^.

In higher eukaryotes, there are three types of 3′-end processing of transcripts^4^. Although most protein-coding and noncoding RNA genes produce polyadenylated messenger RNAs (mRNAs) after 3′-end processing, some genes, including snRNA and replication-dependent histone (RDH) genes, produce transcripts lacking poly(A) tails using a distinct 3′-end processing machinery^2^. 3′-End processing of snRNA and RDH transcripts depends on different sets of *cis*-elements and transcription termination and 3′-end processing factors^5^.

The 3′ ends of RDH mRNAs are generated by endonucleolytic cleavage at a site downstream from a conserved stem-loop structure and upstream of a purine-rich histone downstream element (HDE)^6^. The stem loop is bound by stem-loop-binding protein (SLBP), while HDE is recognized by U7 small nuclear ribonucleoprotein (snRNP)^6,7^. SLBP and U7 snRNP help to recruit heat-labile factor (HLF), composed of Symplekin, the multisubunit cleavage and polyadenylation specificity factor (CPSF), FLICE-associated huge protein (FLASH), and the 64-kDa subunit of cleavage stimulation factor (CSTF64)^6,8,9^. The CPSF subunit CPSF3 (CPSF73) is an endonuclease responsible for 3′-end cleavage of RDH transcripts^10^. Knockdown of termination factors results in read-through past normal sites of termination to conserved polyadenylation signals (PASs) just downstream of RDH HDEs and synthesis of polyadenylated RDH mRNAs, raising the possibility that polyadenylation of RDH transcripts could provide a mechanism to prevent Pol II from reading through into regions downstream of the RDH genes. In addition, recent evidence indicates that polyadenylated RDH transcripts contribute to the expression of RDH genes outside of S phase or in terminally differentiated, non-proliferating cells^11,12^.

snRNA 3′-end formation depends on a 3′-box element ~20 nt downstream from the mature 3′ ends of snRNAs^5,13^. Integrator binds to the 3′ box and mediates 3′-end processing of pre-snRNA near the 3′ box^5^. Conserved PAS sequences are not found downstream of most snRNA genes, suggesting that during snRNA transcription, termination defects do not always lead to polyadenylation^14^.

Recently, it has been shown that cap-binding complex (CBC) binds to arsenic resistance protein 2 (ARS2) to form CBC-ARS2 (CBCA) and contributes to termination of both RDH and snRNA transcription^15,16^, consistent with the idea that CBCA links capping and elongation by Pol II to facilitate transcript termination. Furthermore, the negative elongation factor (NELF) and DRB sensitivity-inducing factor (DSIF), which are essential for promoter-proximal pausing by Pol II, interact with CBC and SLBP or Integrator to facilitate termination and 3′-end processing RDH or snRNA transcripts, respectively^14,17–19^. This evidence suggests that pausing by elongating Pol II contributes to termination of relatively short transcripts and facilitates 3′-end processing of non-polyadenylated transcripts.

Mediator, an evolutionarily conserved coregulatory complex that relays regulatory signals between gene-specific transcription activators and the basal initiation machinery^20,21^, can regulate Pol II during pre-initiation complex assembly, initiation, and elongation^20,22^. Previously, we showed that in higher eukaryotes, Mediator, through the N-terminal domain (NTD) of metazoan-specific Mediator subunit MED26, interacts with transcription elongation complexes designated super elongation complexes (SECs) and little elongation complexes (LECs)^23,24^. Members of the eleven-nineteen lysine-rich leukemia (ELL; in humans, ELL, ELL2, or ELL3) and ELL-associated factor (EAF, in humans, EAF1 or EAF2) families of transcription elongation factors (TEFs)^25–27^ are shared components of SECs and LECs^23,24,28–30^. SECs also include positive TEFb and mixed lineage leukemia fusion partners^29–31^. MED26 helps to recruit SEC to a number of genes including *c-myc* and *hsp70*^23^, where it regulates post-initiation events including phosphorylation of Rpb1 CTD and transcription elongation^23,28–30^. LECs contain ELL and EAF family members, the interactor of little elongation complex ELL subunit 1 (ICE1), interactor of little elongation complex ELL subunit 2 (ICE2), and are associated with zinc-finger CCCH-type containing 8 (ZC3H8) and ubiquitin-specific peptidase-like 1 (USPL1)^31–33^. Intriguingly, MED26 helps to recruit LEC to a subset of snRNA and snoRNA genes^24^, where it contributes to their optimal expression;^24,32^ however, it is an unanswered question why different ELL/EAF-containing elongation complexes are used to regulate different classes of genes. In addition, it remains unclear why LEC-associated ELL/EAF, whose only known function is to enhance Pol II elongation, would be needed for optimal expression of very short transcripts such as snRNAs.

In this report, we present a combination of genomic, proteomic, and molecular genetic evidence that human Mediator subunit MED26 recruits LEC to regulate transcription termination at RDH and snRNA genes and 3′-processing of RDH and snRNA precursors into mature, non-polyadenylated transcripts. In addition, we observe that Mediator subunits, like components of LEC, NELF, and HLF^7,19,24,31,34^, are enriched at Cajal bodies, which are thought to be sites not only for pre-mRNA splicing but also for transcription regulation of snRNA and RDH genes^7^. Based on our findings, we propose the model that (i) MED26 recruits LEC to both RDH and snRNA genes in Cajal bodies, then (ii) LEC binds to CBCA and NELF/DSIF to inhibit Pol II read-through past the normal termination sites on these genes, and finally (iii) LEC promotes the 3′-end processing of the RDH or snRNA genes by enhancing recruitment of HLF or Integrator, respectively.

## Results

### Aberrant 3′-end processing of RDH genes by MED26 depletion

To identify genes regulated by MED26, we performed RNA-sequencing (RNA-seq) of polyA-selected libraries prepared from HEK293T cells transfected with either control or MED26 small interfering RNA (siRNA). 

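HEK293T is a human embryonic kidney cell line that carries the SV40 large T antigen, and a small interfering RNA (siRNA) directs the breakdown of the mRNA it matches. MED26, the gene of the Mediator subunit, lies on chromosome 19 of GRCh38 from 16574907 to 16629062. Its mRNA was at 4.71 ± 0.22 TPM (SD, n = 3) with MED26 siRNA and at 10.6 ± 0.38 TPM (SD, n = 3) with control siRNA, and it fell by 1.09 on the log2 scale (SE 0.080, adjusted p = 7.2e-06, limma). ICE1, which encodes the scaffold of LEC, fell by 0.23 on the log2 scale (SE 0.065, adjusted p = 0.0235), and AFF4, which encodes the scaffold of SEC, fell by 0.21 (SE 0.069, adjusted p = 0.0457). AFF4 no longer passed the test without any 1 control or MED26 siRNA replicate (adjusted p = 0.129 without control siRNA replicate 3), nor did ICE1 without replicate 1 or 2 of either group (adjusted p = 0.0776 without control siRNA replicate 1). Cells received siRNA at 50 nM, RNA was extracted with the miRNeasy kit, and polyadenylated RNA was selected with oligo-dT before sequencing. The authors aligned the reads to hg38 with STAR 2.5.3a and estimated TPM per Ensembl 87 gene with RSEM 1.3.0. TPM (transcripts per a fixed total) divides each gene's reads by its length and by the library's total, so the depth behind each value is unknown. The 12 polyA-selected libraries, 3 each with control, MED26, ICE1 and AFF4 siRNA, entered 1 fit of log2(TPM + 0.5). It covered the 20635 genes with a mean of at least 0.5 TPM, and the pseudocount understates changes of genes with low TPM. The paper states triplicate samples and experiments done at least 3 times, but not whether the replicates of these libraries were separate cultures, so each p measures only the spread between these samples, which may be technical.

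**Figure D1:**
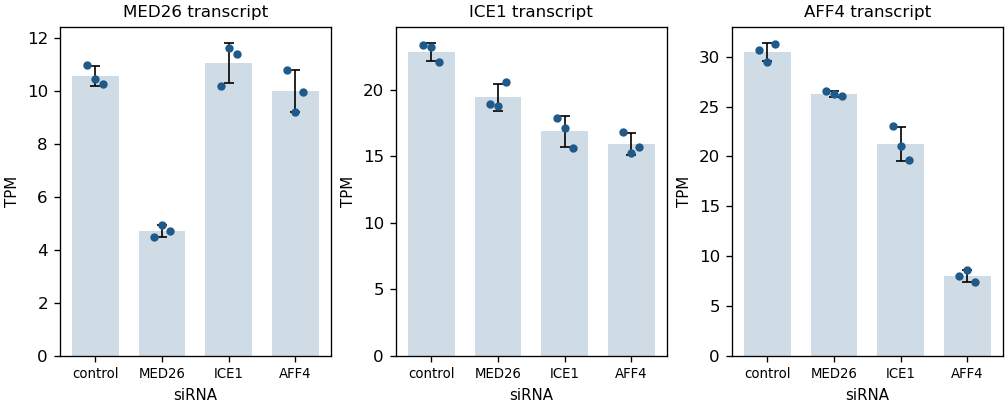
TPM of MED26, ICE1 and AFF4 (1 panel each) in polyA-selected libraries of HEK293T cells with control, MED26, ICE1 or AFF4 siRNA. Bars show means, error bars the SD and points the 3 libraries of each group. MED26 is lowest with MED26 siRNA at a mean of 4.71 TPM. ICE1 is lowest with AFF4 siRNA at a mean of 15.91 TPM, against 16.88 TPM with ICE1 siRNA.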

We identified 74 genes that were upregulated by a log2 ratio of at least 1.5 (false positive discovery rates [FDR] ≤0.05) following knockdown of MED26 (Fig. 1a and Supplementary Data 1). 

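With MED26 siRNA, 56 genes rose by a log2 ratio of at least 1.5 at an adjusted p of at most 0.05 (limma). OR2B6, an olfactory receptor gene on chromosome 6 of GRCh38 (27957241 to 27958182), rose from 0.367 ± 0.074 to 5.2 ± 0.78 TPM (SD, n = 3 each), a log2 change of 2.71 (SE 0.21, adjusted p = 9.4e-06). CDKN1A, which encodes the cyclin-dependent kinase inhibitor p21 and lies on chromosome 6 from 36676460 to 36687337, rose from 11.8 ± 0.50 to 52.4 ± 1.1 TPM, a log2 change of 2.11 (SE 0.053, adjusted p = 1.22e-09). It is 1 of 30 listed p53 target genes, of which 22 rose, 1 fell and 7 did not pass the test (24 higher and 1 lower when adjusted over the list alone). TP53INP1, a p53-induced stress protein, rose by 1.35 on the log2 scale (SE 0.10), BTG2, an antiproliferative factor, by 0.98 (SE 0.075) and GDF15, a stress-induced cytokine, by 1.67 (SE 0.25). Several abundant transcripts fell. IRS4, which encodes an insulin receptor substrate, went from 350.4 ± 5.8 to 79.7 ± 4.6 TPM and fell by 2.13 on the log2 scale (SE 0.051, adjusted p = 1.22e-09). HSPA1B, which encodes the inducible heat shock protein 70, fell by 1.91 (SE 0.051), and the transcription factor gene MYC went from 410.7 ± 13 to 112.9 ± 3.8 TPM and fell by 1.86 (SE 0.048). CA2, a carbonic anhydrase gene, fell by 2.03 (SE 0.070) and NDRG1, a stress-regulated gene, fell by 1.72 (SE 0.12).
Of 31 ribosomal protein genes, 19 fell and 12 did not pass the test (20 lower when adjusted over the list alone), with RPSA down from 1500 to 984.7 TPM. All 15 mitochondrially encoded genes rose (15 when adjusted over the list alone), with the ribosomal RNA MT-RNR2 up by 0.59 on the log2 scale (SE 0.046). Mitochondrial transcripts made up 17.0 to 18.9% of TPM with MED26 siRNA and 13.1 to 14.2% with control siRNA. Among 30 transcripts subject to nonsense-mediated decay, 16 fell and 5 rose, of 22 G2 and M phase genes 10 fell and 2 rose, and of 18 immediate early and SEC-regulated genes 6 fell and 4 rose (17, 10 and 8 lower when adjusted over the list alone). Of 11 interferon response genes 4 rose, and of 11 noncoding RNAs that lack a polyA tail 5 rose, among them RPPH1, the RNA of RNase P, by 1.19 (SE 0.22) and RN7SK by 0.91 (SE 0.20); adjusted over the list alone, 5 of each rose. HEXIM1, whose protein holds the elongation factor P-TEFb inactive, rose by 1.03 (SE 0.042). Across all genes tested, 2316 rose and 2751 fell.
Against the other genes, p53 target genes moved up (camera with a preset correlation of 0.01, adjusted p = 1.26e-11), as did mitochondrial genes (5.27e-11), noncoding RNAs without a polyA tail (0.0141) and interferon response genes (0.0207), while ribosomal protein genes (1.5e-09), transcripts subject to nonsense-mediated decay (0.00551), G2 and M phase genes (0.0207) and immediate early genes (0.0457) moved down. The p53 list was written with the study's tables in view and is not independent of them. It gave adjusted p = 0.000715 with an estimated correlation, while mitochondrial genes gave adjusted p = 0.179, ribosomal protein genes adjusted p = 0.341, transcripts subject to nonsense-mediated decay adjusted p = 0.0689, noncoding RNAs adjusted p = 0.0875, interferon genes adjusted p = 0.0955, G2 and M phase genes adjusted p = 0.353 and immediate early genes adjusted p = 0.459 with an estimated correlation. Camera with the preset correlation gave no call for the lists of 33 Mediator subunits (2 higher, 6 lower), 18 LEC and SEC components (1 higher, 4 lower), 31 histone 3′-end processing and cap-binding factors (6 higher, 10 lower), 14 Integrator subunits (3 higher, 2 lower), 30 S phase genes (4 higher, 9 lower), 23 genes of the integrated stress and unfolded protein responses (5 higher, 8 lower), 23 cholesterol synthesis genes (2 higher, 7 lower) or 11 HEK293T marker genes (3 higher, 3 lower). With median-of-ratios scaling, 3′-end processing and cap-binding factors moved down (adjusted p = 0.045), while without that scaling they gave adjusted p = 0.432 with an estimated correlation. Fry, which does not compare a list with other genes, gave adjusted p = 0.0203 for Mediator subunits, 0.00662 for 3′-end processing and cap-binding factors, 0.0086 for stress response genes and 0.000874 for HEK293T markers, all downward. When adjusted over the list alone, these numbers were 6 and 11 for 3′-end processing and cap-binding factors, 6 and 9 for S phase genes, 5 and 10 for stress response genes, 3 and 7 for cholesterol synthesis genes and the same for the others. The number of genes past the log2 ratio of 1.5 was 87 with a pseudocount of 0.1 TPM, 33 with a pseudocount of 1 TPM and 24 among genes with a mean of at least 2 TPM.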

Strikingly, of the 74 upregulated genes, 21 were RDH genes. 

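RDH genes encode the histones that package newly replicated DNA, and most lie in clusters on chromosomes 6 and 1. Of 72 listed RDH genes, 38 were measured, and with MED26 siRNA 24 rose, 0 fell and 14 did not pass the test (30 higher and 0 lower when adjusted over the list alone). HIST1H2BJ (ENSG00000124635; chromosome 6 of GRCh38, 27125897 to 27132795), an H2B gene, rose from 2.76 ± 0.98 to 24.3 ± 3.7 TPM (SD, n = 3 each), a log2 change of 2.96 (SE 0.21, adjusted p = 6.05e-06, limma). HIST1H1C (ENSG00000187837; chromosome 6, 26055740 to 26056470), a linker histone gene, rose from 3.79 ± 0.31 to 25.5 ± 3.3 TPM, a log2 change of 2.60 (SE 0.13, adjusted p = 3.46e-07). HIST1H2BD (ENSG00000158373; chromosome 6, 26158122 to 26171349) rose by 2.39 on the log2 scale (SE 0.17), HIST1H2BC (ENSG00000180596; chromosome 6, 26086317 to 26123926) by 2.27 (SE 0.26) and HIST2H2BE (ENSG00000184678; chromosome 1, 149884459 to 149886682) by 2.08 (SE 0.15). HIST1H2BK (ENSG00000197903; chromosome 6, 27146361 to 27146855) had the most TPM of these genes and went from 67.4 ± 3.7 to 308 ± 17 TPM, a log2 change of 2.184 (SE 0.064, adjusted p = 3.13e-09). HIST1H3E, an H3 gene, rose by 2.03 (SE 0.14), and the H4 gene HIST1H4I by 1.87 (SE 0.12). HIST2H4A rose by 2.47 (SE 0.10) and HIST2H4B by 2.26 (SE 0.18), but these copies are near-identical and share reads, as do HIST2H2AA3 and HIST2H2AA4, so their division is uncertain. HIST2H3A and HIST2H3C have identical values (log2 1.589, SE 0.161), so in the numbers of RDH genes given here for polyA-selected libraries they are 1 measurement counted as 2. HIST2H2BF (log2 0.79, SE 0.29, adjusted p = 0.072) and HIST4H4 (log2 0.48, SE 0.25, adjusted p = 0.19) did not pass the test. Summed over the RDH genes, TPM was 600.1 ± 35 with MED26 siRNA and 136.4 ± 6.3 with control siRNA. Of 11 replication-independent histone genes, which yield polyadenylated mRNA, 3 rose, 2 fell and 6 did not pass the test (3 and 2 when adjusted over the list alone), with H1F0 up by 1.06 (SE 0.049) and H3F3A by 0.34 (SE 0.027).
RDH genes made up 20 of the 56 genes past the log2 ratio of 1.5, where 0.1 would be expected by chance (Fisher's exact test, p = 3.21e-43). As a list they moved up against the other genes (camera adjusted p = 4.69e-19, and adjusted p = 9.76e-05 with an estimated correlation), while replication-independent histone genes gave adjusted p = 0.305. At an unadjusted p under 0.05, 30 RDH genes were higher and 0 lower. Among genes with a mean of at least 2 TPM, 15 RDH genes rose. The study's own table of RDH genes had been seen when the list was written, so the list is not independent evidence.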

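MYC, CMTM6 and POLR2A were among the largest changes with MED26 siRNA in RNA of HEK293T-pcDNA3.1 cells from which ribosomal RNA had been removed with the Ribo-Zero kit. The transcription factor gene MYC went from 23.5 ± 2.0 to 6.01 ± 0.43 TPM (SD, n = 3 each) and fell by 1.88 on the log2 scale (SE 0.094, adjusted p = 1.54e-07, limma). CMTM6, which encodes a protein that stabilises PD-L1 at the cell surface, fell by 1.87 (SE 0.12). POLR2A, which encodes the largest subunit of Pol II and lies on chromosome 17 of GRCh38 from 7484366 to 7514616, went from 32.4 ± 1.8 to 107.5 ± 2.8 TPM, a log2 rise of 1.72 (SE 0.18, adjusted p = 2.47e-05). HEXIM1 rose by 1.49 (SE 0.11). Of 29 p53 target genes, 13 rose, 1 fell and 15 did not pass the test (15 higher and 1 lower when adjusted over the list alone), with CDKN1A up by 1.27 (SE 0.081) and TP53INP1 by 1.18 (SE 0.097). Of 31 ribosomal protein genes 7 fell (8 lower when adjusted over the list alone), with RPSA down by a log2 value of −0.38 (SE 0.054). Of 15 mitochondrial genes 4 rose, and of 9 HEK293T marker genes 3 fell and 1 rose (4 higher, and 4 lower and 1 higher, when adjusted over the list alone). Mitochondrial transcripts took 0.33 to 0.41% of TPM with MED26 siRNA and 0.26 to 0.28% with control siRNA.
MED26 itself was at 2.16 ± 0.20 TPM with MED26 siRNA and 3.01 ± 0.24 TPM with control siRNA (log2 −0.40, SE 0.085, adjusted p = 0.00491). The sample labels name a Silencer Select siRNA against MED26 with an ON-TARGETplus non-targeting pool as control for these libraries. For the polyA-selected ones they name ON-TARGETplus SMARTpool siRNAs with a siGENOME non-targeting pool as control. Changes shared by all targeting siRNAs there are thus not separated from the kind of control siRNA. The labels give the cell line as HEK293T-pcDNA3.1 here and HEK293T there, so the experiments differ in the siRNAs and the cell line as well as in the selection of RNA. The TPM values were made by the same upstream tools, with some genes left blank. The 14 ribo-depleted libraries of HEK293T-pcDNA3.1 and HEK293T cells, including 4 each of wild-type and MED26 mutant HEK293T cells, entered 1 fit over 18400 genes, in which 1996 genes rose and 1774 fell with MED26 siRNA. With median-of-ratios scaling 2803 fell, and without MED26 siRNA replicate 2 the number that rose was 1240. Against the other genes, p53 target genes (camera adjusted p = 2.87e-05, adjusted p = 0.429 with an estimated correlation) and mitochondrial genes (adjusted p = 0.00257, adjusted p = 0.559 with an estimated correlation) moved up. Ribosomal protein genes (adjusted p = 0.000216, adjusted p = 0.559 with an estimated correlation) and HEK293T markers (adjusted p = 0.0115, adjusted p = 0.429 with an estimated correlation) moved down.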

In a second experiment, we performed RNA-seq of ribo-depleted libraries, which are depleted of ribosomal RNAs but contain both non-polyadenylated and polyadenylated transcripts. 

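In ribo-depleted libraries, where RDH transcripts are counted with or without a polyA tail, 42 of 58 measured RDH genes fell with MED26 siRNA, 3 rose and 13 did not pass the test (43 lower and 3 higher when adjusted over the list alone). HIST1H2AK, an H2A gene on chromosome 6 of GRCh38 (27837880 to 27838375), went from 76.3 ± 5.6 to 19.6 ± 3.1 TPM (SD, n = 3 each) and fell by 1.94 on the log2 scale (SE 0.17, adjusted p = 6.27e-06, limma). HIST1H1D, a linker histone gene on chromosome 6 (26234212 to 26234987), went from 207.9 ± 6.2 to 63.6 ± 5.3 TPM and fell by 1.70 (SE 0.083, adjusted p = 1.54e-07), and the H3 gene HIST1H3J fell by 1.71 (SE 0.13). Of the 24 RDH genes that rose in polyA-selected libraries, 18 fell, 4 did not pass the test and 2 rose. HIST1H2BJ fell from 952.2 ± 39 to 623.8 ± 80 TPM, a log2 change of −0.62 (SE 0.079, adjusted p = 0.000142). HIST1H2BC fell by 0.73 (SE 0.078), HIST2H2BE fell by 0.60 (SE 0.075), HIST1H2BD fell by 0.55 (SE 0.080), HIST1H1C fell by 0.34 (SE 0.065) and HIST1H2BK fell by 0.28 (SE 0.065). HIST1H2BN (log2 −0.12, SE 0.054, adjusted p = 0.121) and HIST1H3E (log2 0.17, SE 0.10, adjusted p = 0.285) did not pass the test, and HIST1H4I (log2 0.97, SE 0.18) and HIST2H4B (log2 1.52, SE 0.27) rose, the latter uncertain because its reads are shared with HIST2H4A. The third to rise was HIST4H4 (log2 0.28, SE 0.070), which did not pass with median-of-ratios scaling (adjusted p = 0.0659).
As a list, RDH genes moved down against the other genes (camera adjusted p = 2.59e-24, adjusted p = 0.274 with an estimated correlation). With median-of-ratios scaling, 40 RDH genes fell and 2 rose. Of 21 Pol II snRNA and related small RNA genes, whose RNAs take part in splicing and also lack a polyA tail, 9 fell and 12 did not pass the test (11 lower when adjusted over the list alone; camera adjusted p = 0.000109, adjusted p = 0.429 with an estimated correlation). RNU4-1, the U4 snRNA gene, went from 554.8 ± 365 to 154.2 ± 36 TPM and fell by 1.65 (SE 0.34, adjusted p = 0.00394). Among the 225 genes that Supplementary Data 3 lists as occupied by MED26, ELL and ZC3H8 (the paper's text gives 226), 53 of 191 measured fell and 18 rose (56 lower and 19 higher when adjusted over the list alone; camera adjusted p = 0.000216, adjusted p = 0.429 with an estimated correlation). Without the RDH and snRNA genes on it, that list gave an unadjusted camera p of 0.422.

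**Figure D2:**
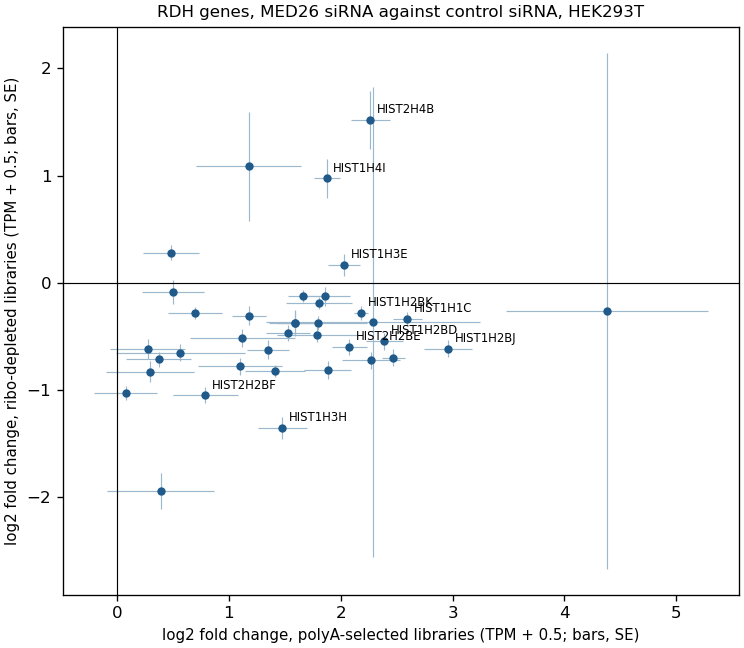
Log2 change with MED26 siRNA of 38 RDH genes in polyA-selected libraries of HEK293T cells (x axis) and in ribo-depleted libraries of HEK293T-pcDNA3.1 cells (y axis). Points show genes and bars the SE, and 18 of the 24 genes that rose on the x axis fell on the y axis.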

Unexpectedly, we found that the majority of RDH transcripts found to be upregulated by MED26 depletion in polyA-selected libraries were either unchanged or present at reduced levels in ribo-depleted libraries.

**Fig. 1:**
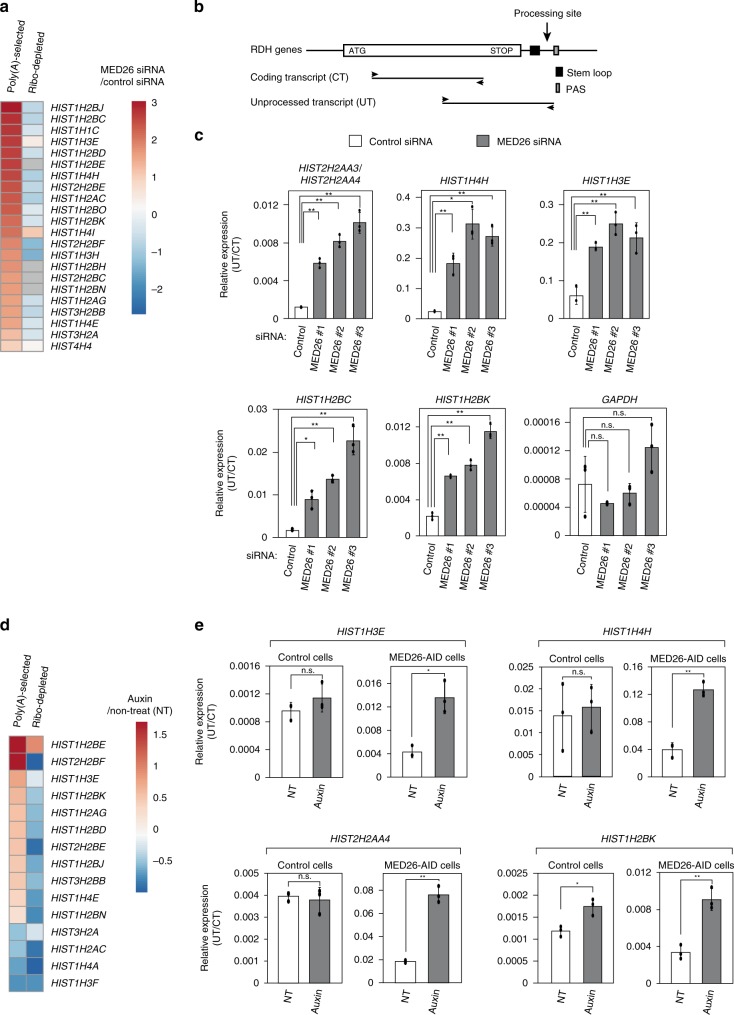
MED26 depletion leads to aberrant 3′-end processing of RDH transcripts. **a** Heat map showing differences in transcript abundance in HEK293T cells transfected with either control or MED26 siRNAs (log 2 siRNA MED26/control), determined by RNA-seq of polyA-selected or ribo-depleted libraries. **b** Organization of RDH genes and amplified regions of coding transcript and unprocessed transcript in quantitative real-time PCR analysis. 3′-End processing sites of RDH transcripts are localized between their stem-loop regions and downstream polyadenylation signals (PASs). **c** siRNA-mediated MED26 depletion increases the levels of unprocessed RDH transcripts. HEK293T cells were transfected with non-targeting siRNA as a control and each of three different siRNAs (#1, #2, and #3) targeting MED26. Total RNAs were extracted from cells and the ratio of unprocessed transcripts (UTs) to total transcripts (coding transcripts, CTs) from RDH genes was measured by real-time qPCR. Data points are the mean of three independent experiments, and error bars show standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. Source data are provided as a Source Data file. **d** Heat map showing the differences in transcript abundance in parental HCT116 cells and HCT116 cells stably expressing MED26-AID in which the AID tag is fused to the C-terminus of MED26 and MED26 is acutely degraded in the presence of auxin. Transcripts derived from the cells were determined by RNA-seq of polyA-selected or ribo-depleted libraries (log2 auxin/non-treat). **e** Auxin-mediated MED26 degradation increased the levels of unprocessed RDH transcripts. Parental HCT116 cells or HCT116 cells stably expressing MED26-AID were cultured in the presence or absence of auxin. Total RNA was extracted from the cells and the ratio of UTs to total transcripts (CTs) from RDH genes was measured by real-time qPCR. Data points are the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. n.s., Not significant. Source data are provided as a Source Data file.

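The stem-loop of an RDH gene lies shortly after its stop codon, and in GRCh38 that of HIST1H1C is GGCTCTTTTCAGAGCC on the minus strand of chromosome 6 (26055744 to 26055759). The sequence that follows it, ACCACTGATCTCAATAAAAGAGCT, holds an AATAAA polyadenylation signal (PAS) 12 bp after the stem-loop. HIST1H2BD has the stem-loop GGCTCTTTTAAGAGCC on the plus strand of chromosome 6 (26158587 to 26158602), followed by ACGCATGTTTTCAATAAATGAGTT with AATAAA again 12 bp on. HIST1H2BC (26123472 to 26123487) and HIST1H2BJ (27132321 to 27132336) carry GGCTCTTTTAAGAGCC on the minus strand, with ATTAAA as the first signal at 149 bp and at 206 bp. In HIST1H4H the stem-loop GGCCCTTTTCAGGGCC (26285131 to 26285146, minus strand) is followed by ATTAAA at 634 bp, and in HIST1H3E the stem-loop GGCTCTTCTCAGAGCC (26225596 to 26225611, plus strand) by ATTAAA at 1008 bp. AATAAA lies 1552 bp past the stem-loop of HIST1H2BK (27146366 to 27146381, minus strand) and 1705 bp past that of HIST2H2BE (chromosome 1, 149886188 to 149886203, minus strand). Over the 33 RDH genes that were measured in polyA-selected libraries and have a stem-loop within 300 bp of the stop codon and a signal within 5000 bp of the stem-loop, the median distance was 745 bp and the range 12 to 4095 bp. Coordinates were taken from GENCODE 44 on the same genome build that the authors used. AATAAA and ATTAAA also occur by chance, and their use was not measured.

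**Figure D3:**
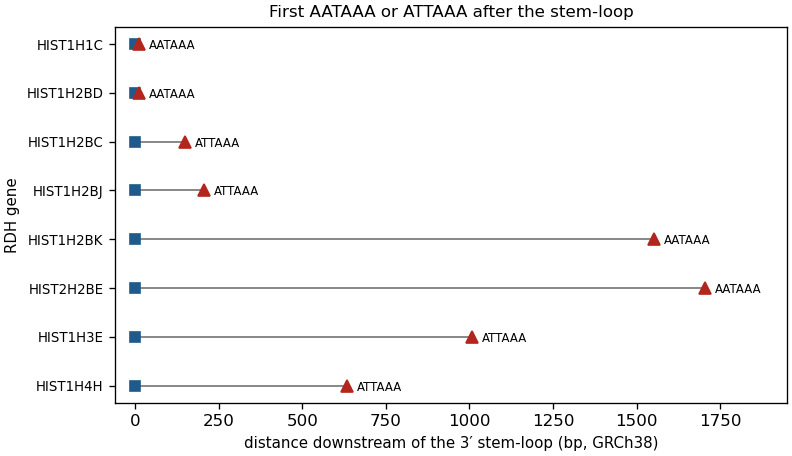
Position of the first AATAAA or ATTAAA after the stem-loop of 8 RDH genes, in bp from the stem-loop. Squares at 0 mark the stem-loop and triangles the first signal, which lies 12 bp away in HIST1H1C and HIST1H2BD and 1705 bp away in HIST2H2BE.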

The observation that MED26 depletion led to an increase in the abundance of RDH transcripts only in polyA-selected RNA-seq libraries raised the possibility that loss of MED26 leads to increased production of polyadenylated forms of RDH transcripts, which form when normal 3′-end processing fails to occur, allowing Pol II to continue transcription until it reaches a downstream PAS (Fig. 1b). To determine whether MED26 knockdown leads to accumulation of longer transcripts that extend beyond the normal 3′-end processing site of non-polyadenylated transcripts, we performed quantitative reverse transcription-PCR (RT-PCR) to measure levels of total RDH transcripts (coding transcripts, CTs) and unprocessed transcripts (UTs). The fraction of unprocessed RDH transcripts was significantly increased in cells transfected with each of three different MED26 siRNAs, while the fraction of unprocessed glyceraldehyde 3-phosphate dehydrogenase (GAPDH) transcripts was unaffected (Fig. 1c). MED26 knockdown resulted in little change in levels of 3′-end processing and termination factors including SLBP, cap-binding protein 80 (CBP80), cap-binding protein 20 (CBP20), and U7 snRNA (Supplementary Fig. 1a, b), arguing against the possibility that the knockdown of MED26 leads to aberrant 3′-end processing of RDH transcripts by affecting the expression of factors needed for efficient 3′-end processing and termination of RDH transcripts.

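HCT116 is a human colorectal carcinoma cell line, and a degron is a protein tag that leads to breakdown of the tagged protein, here when auxin lets the plant F-box protein OsTIR1 bind it. Libraries were made from HCT116-MED26-AID cells with auxin for 6 h according to the sample labels, or without it. CYP1A1 and CYP1B1, cytochrome P450 genes induced through the aryl hydrocarbon receptor, were among the largest rises. CYP1A1, on chromosome 15 of GRCh38 (74719542 to 74725536), went from 1.02 ± 0.13 to 24.9 ± 0.49 TPM in polyA-selected libraries (SD, n = 3 each), a log2 change of 4.07 (SE 0.075, adjusted p = 4.16e-08, limma). CYP1B1, on chromosome 2 (38066973 to 38109902), rose by 3.29 (SE 0.091). CYP24A1, which inactivates vitamin D, fell by 2.51 on the log2 scale (SE 0.041) and the WNT ligand gene WNT16 fell by 2.30. ID3, an inhibitor of differentiation, went from 137.3 to 36.1 TPM in ribo-depleted libraries and fell by 1.92 (SE 0.084, adjusted p = 4.85e-06). Of 29 p53 target genes, 18 rose and 6 fell in polyA-selected libraries and 15 rose and 2 fell in ribo-depleted ones (18 and 6, and 17 and 2, when adjusted over the list alone), with the apoptosis genes PMAIP1 up by 1.36 (SE 0.044) and BBC3 down at −1.23 (SE 0.060) in polyA-selected libraries. In the same libraries 17 of 22 G2 and M phase genes fell, 16 of 23 cholesterol synthesis genes fell and 1 rose, 12 of 19 immediate early and SEC-regulated genes rose and 4 fell, and all 15 mitochondrial genes rose, each with the same number when adjusted over the list alone. Of 12 replication-independent histone genes 9 fell and 2 rose (9 and 2 when adjusted over the list alone), with H1F0 down from 489.9 to 174.1 TPM. MED26 mRNA, which the degron does not target, had a log2 change of −0.01 (SE 0.046, adjusted p = 0.926) in polyA-selected libraries and of −0.14 (SE 0.075, adjusted p = 0.186) in ribo-depleted ones.
Drosophila RNA had been added as a spike-in, and its genes stand in the same tables. The human genes were tested on the deposited TPM values without rescaling, over 17085 genes in polyA-selected and 17322 genes in ribo-depleted libraries. Relative to the human total, 5213 genes rose and 5984 fell in polyA-selected libraries, and 3712 rose and 2887 fell in ribo-depleted ones. Scaling to the Drosophila genes moved the median log2 change of all genes to 0.73 and 0.80, with 14368 higher and 472 lower in polyA-selected and 14871 higher and 227 lower in ribo-depleted libraries, so every direction here holds relative to other human genes. With that scaling CCNB1, a G2 and M phase gene at −0.72 (SE 0.037), stood at 0.10, and MYC at −0.40 (SE 0.025) stood at 0.42 in polyA-selected libraries. Without not treated replicate 1 of the ribo-depleted libraries, in which the 10 genes with the most TPM took 34.2% of TPM against 23.2 to 24.1% in the other not treated ones, 4739 genes fell. Median-of-ratios scaling gave 4891 lower in the ribo-depleted libraries, and the share of calls that were higher moved from 56.3 to 45.8%. In polyA-selected libraries the lists above gave camera adjusted p of 0.00372 for p53 targets, 0.00106 for G2 and M phase genes, 0.00315 for cholesterol synthesis, 0.0128 for immediate early genes and for replication-independent histones and 2.89e-05 for mitochondrial genes. They gave adjusted p = 0.593 with an estimated correlation for each but cholesterol synthesis, which gave adjusted p = 0.743 with an estimated correlation. In ribo-depleted libraries p53 targets (0.00212), cholesterol synthesis genes (0.039, with 9 lower and 2 higher of 23) and mitochondrial genes (0.0275, with 6 higher of 15) gave adjusted p = 0.949 with an estimated correlation. When adjusted over the list alone, the latter numbers were 9 and 2 for cholesterol synthesis and 7 higher for mitochondrial genes, and mitochondrial genes gave adjusted p = 0.0761 with median-of-ratios scaling. Scaled to the Drosophila genes, G2 and M phase genes (0.754), cholesterol synthesis genes and replication-independent histones (0.328 each) in polyA-selected libraries and cholesterol synthesis (0.612) and mitochondrial genes (0.213) in ribo-depleted ones gave no call.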

We performed similar experiments in an HCT116 cell line (HCT116-MED26-AID) expressing MED26 with a C-terminal auxin-inducible degron (MED26-AID), which is degraded upon addition of auxin to culture media (Supplementary Fig. 1c). 

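In polyA-selected libraries of HCT116-MED26-AID cells, 11 of 29 measured RDH genes rose with auxin, 3 fell and 15 did not pass the test, and adjusted over the list alone the numbers were the same. In ribo-depleted libraries 39 of 50 fell relative to the human total, 0 rose and 11 did not pass the test (42 lower and 1 higher when adjusted over the list alone), while scaled to the Drosophila genes 16 rose and 1 fell. HIST1H2BK went from 49.7 ± 0.82 to 68.0 ± 2.3 TPM in polyA-selected libraries (SD, n = 3 each), a log2 change of 0.45 (SE 0.035, adjusted p = 1.31e-05, limma), and fell by 0.38 in ribo-depleted libraries (SE 0.096, adjusted p = 0.0128), where it no longer passed the test without not treated replicate 2 or any 1 auxin replicate (adjusted p = 0.0616 without auxin replicate 2). HIST1H2BD rose by 0.48 (SE 0.044) in the former and fell by 0.56 (SE 0.11) in the latter. HIST2H2BF, an H2B gene on chromosome 1, rose by 1.17 (SE 0.11) and fell by 0.96 (SE 0.097) in the same order. The linker histone gene HIST1H1E, on chromosome 6 of GRCh38 (26156329 to 26157115), went from 1015 ± 114 to 488.5 ± 7.3 TPM in ribo-depleted libraries and fell by 1.05 (SE 0.097, adjusted p = 9.34e-05). HIST1H3J fell by 1.26 (SE 0.093). HIST1H2AC (log2 −0.50, SE 0.085) and HIST3H2A (log2 −0.51, SE 0.050) fell in polyA-selected libraries. RDH genes summed to 10040 ± 117 TPM with auxin and 15270 ± 1969 TPM without it in ribo-depleted libraries, and to 243.6 ± 3.0 and 199.3 ± 4.2 TPM in polyA-selected ones. Tested as an interaction, the change with auxin was higher in polyA-selected than in ribo-depleted libraries for 29 of 50 RDH genes, with a median difference of 0.80, against 153 higher and 135 lower of 17351 genes tested. Of the 29, 14 lay below the filter in polyA-selected libraries, so that their difference largely restates the fall in ribo-depleted ones, and 15 were among the 29 RDH genes measured in both library types (median difference 0.831), where 98 of 16163 genes were higher and 124 lower.
As a list RDH genes moved up in polyA-selected libraries (camera adjusted p = 0.0481, adjusted p = 0.704 with an estimated correlation, adjusted p = 0.754 when scaled to the Drosophila genes) and down in ribo-depleted ones (adjusted p = 9.87e-15, adjusted p = 0.949 with an estimated correlation). At an unadjusted p under 0.05, 1 RDH gene was higher in ribo-depleted libraries. Of 21 Pol II snRNA and related small RNA genes there, 9 fell and 2 rose (9 and 2 when adjusted over the list alone; adjusted p = 0.000957, adjusted p = 0.748 with an estimated correlation), with RNU11 down at −1.27 (SE 0.12). Among genes occupied by MED26, ELL and ZC3H8, 68 of 201 fell and 18 rose (68 and 18 when adjusted over the list alone; adjusted p = 7.54e-05, adjusted p = 0.949 with an estimated correlation), and without RDH and snRNA genes that list gave an unadjusted camera p of 0.0222, with 16 higher and 34 lower. Scaled to the Drosophila genes, 26 RDH genes rose and 0 fell in polyA-selected libraries. HIST1H2BK then stood at 0.45 and HIST1H2BD at 0.27 in ribo-depleted libraries, and HIST1H2AC at 0.26 and HIST3H2A at 0.29 in polyA-selected ones. HIST1H1E (log2 −0.216) and HIST2H2BF (log2 −0.125) no longer passed the test in ribo-depleted libraries with it. That scaling, which uses 1 factor per library, left 14 RDH genes past the test of the interaction. The number past it was 18 without a filter on low values, 17 with a pseudocount of 0.1 TPM, 17 without auxin replicate 1, 2 or 3 of the ribo-depleted libraries, 18 without not treated replicate 2 and 33 without not treated replicate 1. It was 18 with the replicate number as a block in the fit. Of the 29 RDH genes measured in both library types, 11 passed when scaled to the Drosophila genes, 12 with that block and 12 without auxin replicate 1, 2 or 3 of the ribo-depleted libraries.

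**Figure D4:**
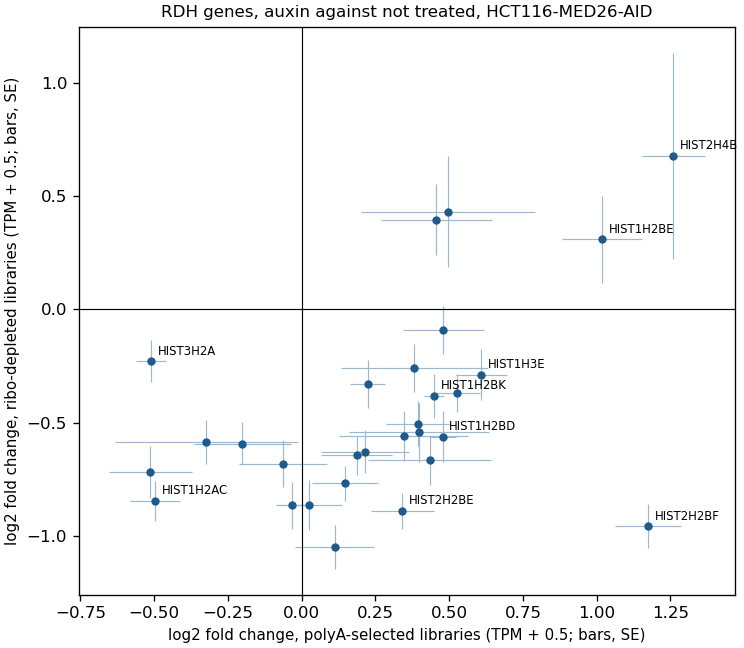
Log2 change with auxin of 29 RDH genes in polyA-selected libraries (x axis) and ribo-depleted libraries (y axis) of HCT116-MED26-AID cells, relative to the human total. Points show genes and bars the SE, and HIST1H2BK lies at 0.45 on the x axis and −0.38 on the y axis, which scaling to the Drosophila genes turned to 0.45.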

RNA-seq using polyA-selected and ribo-depleted libraries suggested that polyadenylation of multiple RDH transcripts was increased after auxin treatment of HCT116-MED26-AID cells (Fig. 1d). In addition, auxin treatment increased the fraction of RDH transcripts that extend beyond the normal 3′-end processing site for non-polyadenylated transcripts in MED26-AID-expressing cells, but not in parental HCT116 cells (Fig. 1e).

### LEC contributes to efficient 3′-end processing of RDH genes

To address the possibility that MED26 affects RDH transcript 3′-end processing and/or transcription termination through the recruitment of SEC or LEC, we performed quantitative RT-PCR to assay 3′-end processing efficiency in HEK293T cells transfected with siRNAs targeting MED26, LEC subunit ICE1, or SEC components AFF4 or CDK9. ICE1 and MED26 knockdown increased the fraction of unprocessed RDH transcripts, while knockdown of AFF4 or CDK9 did not (Fig. 2a and Supplementary Fig. 2a–d). In contrast, MED26 or ICE1 knockdown did not measurably change the fraction of UTs encoded by a known SEC target gene, *c-myc*, or by *GAPDH*. Knockdown of LEC-associated protein ZC3H8^31^ (Supplementary Fig. 2e) also increased the levels RDH transcripts in polyA-selected libraries and of unprocessed RDH transcripts detected by quantitative PCR (qPCR) (Fig. 2b, c). 

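In polyA-selected libraries, 73 genes rose more than 1.5-fold at an adjusted p under 0.05 with MED26 siRNA and with ICE1 siRNA but not with AFF4 siRNA (limma). HSPB8, which encodes a small heat shock protein, rose by 1.61 on the log2 scale (SE 0.21) with ICE1 siRNA, and CGA, the alpha subunit of glycoprotein hormones, by 1.51 (SE 0.27). MARCKSL1, which encodes an actin-regulating protein, went from 300.8 ± 7.9 to 70.8 ± 5.0 TPM (SD, n = 3 each) with ICE1 siRNA and fell by 2.08 (SE 0.047, adjusted p = 1.03e-09). GINS2, a subunit of the replicative helicase, fell by 1.57 (SE 0.11). With AFF4 siRNA, SREBF2, the transcription factor of cholesterol synthesis, went from 56.7 ± 2.2 to 19.2 ± 1.1 TPM and fell by 1.54 (SE 0.052, adjusted p = 2.33e-08), and 15 of 23 cholesterol synthesis genes fell, 2 rose and 6 did not pass the test (16 lower and 2 higher when adjusted over the list alone). HMGCS1, an early enzyme of that pathway, fell by 1.12 (SE 0.10), and GJA1, which encodes connexin 43, fell by 1.68 (SE 0.074), while ACTA2, a smooth muscle actin gene, rose by 1.64 (SE 0.16). CDKN1A rose by 1.55 (SE 0.053) with ICE1 siRNA and by 1.19 (SE 0.053) with AFF4 siRNA, and of 30 p53 target genes 13 rose and 5 fell with the former and 19 rose and 2 fell with the latter (13 and 5, and 23 and 2, when adjusted over the list alone). MYC fell by 0.57 (SE 0.048) with ICE1 siRNA and by a log2 value of −1.14 (SE 0.048) with AFF4 siRNA.
ICE1 (chromosome 5 of GRCh38, 5420664 to 5490220) fell by 0.43 (SE 0.065, adjusted p = 0.000376) with its own siRNA and by a log2 value of −0.51 (SE 0.065) with AFF4 siRNA. AFF4 (chromosome 5, 132875395 to 132963634) fell by 1.87 (SE 0.069, adjusted p = 3.85e-08) with its own siRNA. It was also lower with ICE1 siRNA, at 21.24 ± 1.7 TPM against 30.5 ± 0.93 TPM with control siRNA (SD, n = 3 each). Each of these siRNAs thus also came with less mRNA of the other's target. With ICE1 siRNA 2060 genes rose and 5236 fell, and with AFF4 siRNA 1315 rose and 4453 fell. Median-of-ratios scaling moved the median of all genes by more than 0.1, from −0.102 to 0.001 and from −0.101 to 0.004. It gave 3522 higher and 3678 lower with ICE1 siRNA and 2573 higher and 2616 lower with AFF4 siRNA. This scaling takes most genes as unchanged, which evens out the calls by construction. It thus cannot show whether the excess of lower genes is a true shift. Past 1.5-fold, 711 genes rose with MED26, 486 with ICE1 and 291 with AFF4 siRNA, and the latter counts were 784 and 453 with that scaling. MED26 and ICE1 siRNA shared 97 of these genes where 16.7 would be expected by chance (Fisher's exact test, p = 1.84e-46), MED26 and AFF4 siRNA 87 (10.0 by chance, p = 3.33e-57) and ICE1 and AFF4 siRNA 58 (6.9 by chance, p = 7.24e-37). All 3 comparisons use the same 3 control libraries, which can produce part of such an excess. In 100 simulations without any siRNA effect the highest overlap for MED26 and ICE1 siRNA was 1, but a group then gave at most 2 calls, so this does not show how much of the overlap between groups with an effect comes from the shared controls. With a pseudocount of 1 TPM, 45 genes were left in the group of 73.
As lists, p53 target genes moved up with ICE1 siRNA (camera adjusted p = 0.000339, adjusted p = 0.0276 with an estimated correlation) and with AFF4 siRNA (adjusted p = 1.8e-12, adjusted p = 0.00101 with an estimated correlation). Cholesterol synthesis genes moved down with AFF4 siRNA (adjusted p = 1.66e-05, adjusted p = 0.112 with an estimated correlation). The AFF4 libraries also gave calls below 0.05 for mitochondrial genes (14 of 15 higher and 1 lower), transcripts subject to nonsense-mediated decay (11 of 30 higher, 7 lower), noncoding RNAs without a polyA tail (4 of 11 higher), ribosomal protein genes (8 of 31 higher, 4 lower), stress response genes (8 of 23 lower) and Pol II snRNA genes (9 measured, none past the test on its own), with adjusted p = 0.208, 0.105, 0.105, 0.693, 0.605 and 0.388 with an estimated correlation. When adjusted over the list alone, the numbers were 14 and 1, 11 and 8, 4 and 2, and 11 and 4 for the first of these lists and 9 lower for stress response genes. With median-of-ratios scaling the last lists named, stress response and snRNA genes, gave adjusted p = 0.173 and 0.155. Mitochondrial transcripts took 16.0 to 18.0% of TPM with ICE1 siRNA and 16.8 to 18.6% with AFF4 siRNA.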

We also performed RNA-seq of polyA-selected libraries from HEK293T cells transfected with either control, MED26, ICE1, or AFF4 siRNAs and identified 124 transcripts that were upregulated by the knockdown of either MED26 or ICE1, but not by AFF4 knockdown (Fig. 2d). These included many RDH transcripts (Fig. 2e and Supplementary Data 2), arguing that more polyadenylated RDH transcripts are generated following knockdown of either MED26 or ICE1. 

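With ICE1 siRNA 18 of 38 RDH genes rose, 0 fell and 20 did not pass the test (20 higher and 0 lower when adjusted over the list alone), and with AFF4 siRNA 6 fell, 0 rose and 32 did not pass the test (5 lower when adjusted over the list alone). HIST1H1C rose to 13.6 ± 2.3 TPM (SD, n = 3) with ICE1 siRNA, a log2 change of 1.71 (SE 0.13, adjusted p = 2.55e-06, limma), and had a log2 change of −0.33 (SE 0.13, adjusted p = 0.0866) with AFF4 siRNA. HIST1H2BK rose to 158.7 ± 8.4 TPM with ICE1 siRNA, a log2 change of 1.23 (SE 0.064, adjusted p = 1.66e-07), and fell to 37.7 ± 2.8 TPM with AFF4 siRNA, a log2 change of −0.83 (SE 0.064, adjusted p = 5.01e-06). HIST1H2BJ rose by 1.64 (SE 0.21), HIST1H2BD by 1.53 (SE 0.17) and HIST2H2BE by 0.65 (SE 0.15) with ICE1 siRNA. HIST1H2BC (log2 0.58, SE 0.26, adjusted p = 0.109) and HIST1H4H (log2 0.62, SE 0.27, adjusted p = 0.0924) did not pass the test there. OR2B6 rose by 1.34 (SE 0.21) with ICE1 siRNA and had a log2 change of −0.10 (SE 0.21, adjusted p = 0.772) with AFF4 siRNA. RDH genes made up 16 of the 73 genes that rose more than 1.5-fold with MED26 and ICE1 but not AFF4 siRNA, where 0.1 would be expected by chance (Fisher's exact test, p = 2.16e-30), with HIST2H3A and HIST2H3C, whose values are identical, counted as 2. Of the 24 RDH genes that rose with MED26 siRNA, 17 rose with ICE1 siRNA and 7 did not pass the test, while 6 fell and 18 did not pass the test with AFF4 siRNA. Their summed TPM was 291 ± 13 with ICE1 siRNA and 94.4 ± 3.4 with AFF4 siRNA.
RDH genes moved up against the other genes with ICE1 siRNA (camera adjusted p = 1.25e-10, adjusted p = 0.000913 with an estimated correlation) and gave adjusted p = 0.757 with AFF4 siRNA. At an unadjusted p under 0.05 the numbers were 24 higher and 0 lower with ICE1 siRNA and 0 higher and 10 lower with AFF4 siRNA. The 6 that fell with AFF4 siRNA became 5 with median-of-ratios scaling, where HIST1H2BN (log2 −0.40, adjusted p = 0.0465) had adjusted p = 0.147. They became 3 without a filter on low values, 2 with only the control and AFF4 siRNA libraries in the fit, and 3 without AFF4 siRNA replicate 2 or control siRNA replicate 3. From the RDH transcripts shared by MED26 and ICE1 siRNA, the paper reasons that knockdown of either gives rise to more polyadenylated RDH transcripts.

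**Figure D5:**
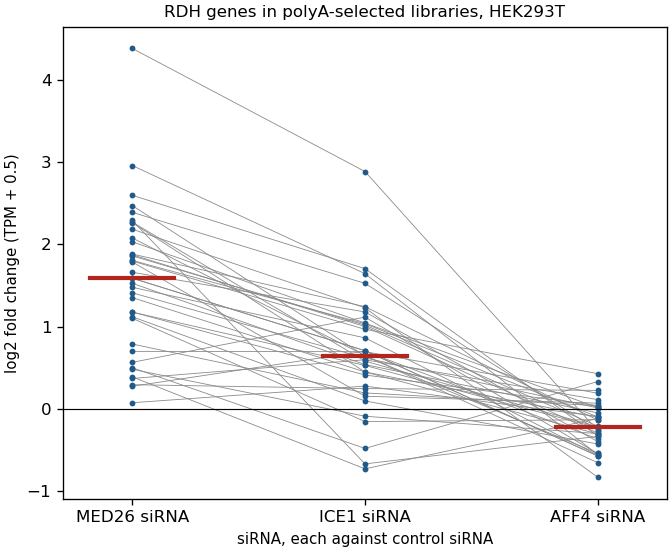
Log2 change of 38 RDH genes with MED26, ICE1 and AFF4 siRNA in polyA-selected libraries. Lines join each gene across the siRNAs and red bars mark the median, which is 1.59, 0.65 and −0.22.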

We note that many transcripts upregulated by ICE1 knockdown were not affected by MED26 knockdown. It was recently shown that ICE1 has a role in nonsense-mediated decay (NMD) of mRNAs outside the context of LEC^35^; thus, it is possible that ICE1 knockdown affects not only transcription of RDH and snRNA genes but also NMD, and perhaps other functions, at other genes. 

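Of the genes that rose more than 1.5-fold with ICE1 siRNA, 389 did not do so with MED26 siRNA, and 55 of these rose with MED26 siRNA by a smaller amount. The difference between both siRNAs itself passed the test for 262 of the 389 genes (limma). SLX1B, which encodes a subunit of a structure-specific endonuclease, rose by 2.32 on the log2 scale (SE 0.55, adjusted p = 0.0067, n = 3 each) with ICE1 siRNA. Of 30 transcripts subject to nonsense-mediated decay, 10 rose, 6 fell and 14 did not pass the test with ICE1 siRNA (11 higher and 6 lower when adjusted over the list alone). With AFF4 siRNA 11 of the 30 rose and 7 fell. Camera called that list as well with the preset correlation, but not with an estimated one. ICE1 mRNA was low there too, at 15.91 TPM against 16.88 TPM with ICE1 siRNA and 22.86 TPM with control siRNA. Whether the change of that list follows from less ICE1 thus stays open. With MED26 siRNA more of these transcripts fell than rose. Of 23 genes of the integrated stress and unfolded protein responses, 7 rose and 5 fell with ICE1 siRNA (8 and 5 when adjusted over the list alone). Among them ASNS, which makes asparagine, went from 93.1 to 151.5 TPM, a log2 rise of 0.70 (SE 0.082), and CHAC1, which degrades glutathione, rose by 0.99 (SE 0.16). The immediate early gene ARC rose by 0.69 (SE 0.16). Of 30 S phase genes, 21 fell and 4 rose (21 and 4 when adjusted over the list alone), with MCM6 down at −0.54 (SE 0.045) and CDT1 down at −0.58 (SE 0.095). Of 11 HEK293T marker genes 8 fell, and all 15 mitochondrial genes rose, both unchanged in number when adjusted over the list alone. VIM, which encodes vimentin, went from 310.3 to 160.3 TPM, a log2 change of −0.95 (SE 0.041).
In these libraries transcripts subject to nonsense-mediated decay gave a camera adjusted p of 0.00374 and adjusted p = 0.0612 with an estimated correlation. S phase genes (0.00374), stress response genes (0.0122) and mitochondrial genes (1.25e-10) gave adjusted p = 0.468, 0.501 and 0.185 with an estimated correlation. HEK293T markers (0.00374) gave adjusted p = 0.0612 with an estimated correlation. Replication-independent histone genes (4 of 11 higher, 2 lower, 0.0403), noncoding RNAs without a polyA tail (5 of 11 higher, 2 lower, 0.0253) and ribosomal protein genes (10 of 31 higher, 6 lower, 0.0226) gave adjusted p = 0.301, 0.119 and 0.589 with an estimated correlation. When adjusted over the list alone, their numbers were 4 and 2, 5 and 2, and 12 and 6. The noncoding RNAs gave adjusted p = 0.101 with median-of-ratios scaling.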

Taken together, our results support the idea that LEC, but not SEC, helps to regulate 3′-end processing and/or termination of RDH transcripts.

**Fig. 2:**
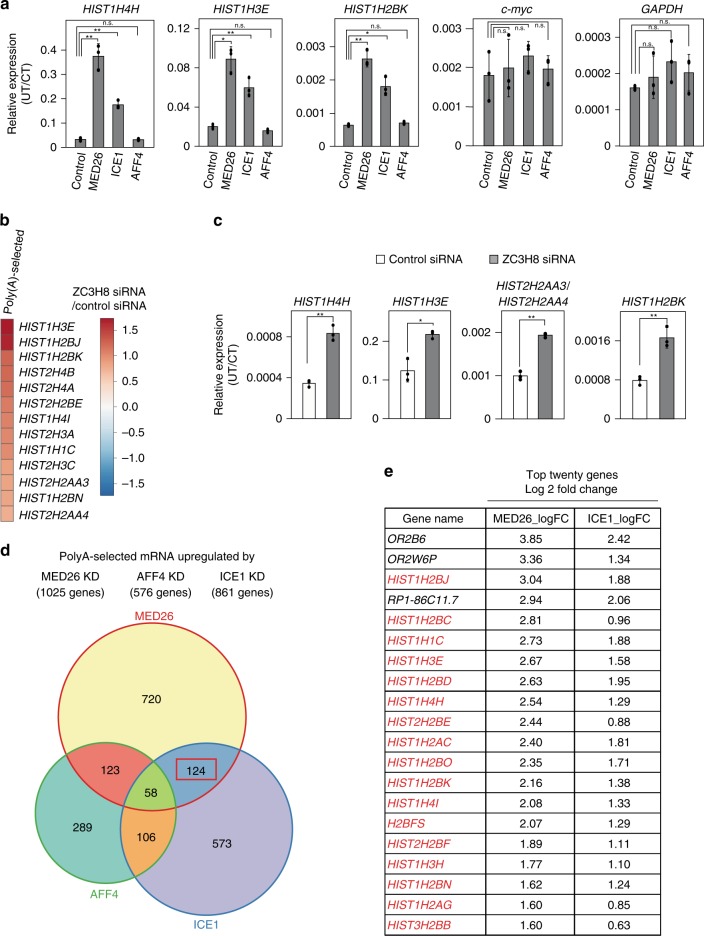
LEC, but not SEC, is required for efficient 3′-end processing of RDH genes. **a** Knockdown of MED26 and ICE1, but not AFF4, increased the ratio of unprocessed transcripts (UTs) to coding transcripts (CTs) of RDH genes, but not *c-myc* or *GAPDH* genes. Total RNAs were extracted from cells treated with control, MED26, ICE1, or AFF4 siRNAs, and unproccessed and coding regions were transfected and the ratio of UTs to CTs was measured by real-time qPCR. Data points are the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. Source data are provided as a Source Data file. **b** Heat map showing differences in transcript abundance in HEK293T cells transfected with either control or ZC3H8 siRNAs (log2 siRNA ZC3H8/control), determined by RNA-seq of polyA-selected libraries. **c** ZC3H8 knockdown increased the ratio of UTs and CTs of RDH genes. Data points are the average of three independent experiments and error bars show standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. Source data are provided as a Source Data file. **d** Venn diagram showing overlap of genes upregulated following knockdown of MED26, ICE1, and AFF4. The red box highlights a group of 124 genes increased by MED26 and ICE1 knockdown, but not by knockdown of AFF4. **e** The top 20 genes in groups affected by MED26 and ICE1 knockdown, but not by knockdown of AFF4, include many RDH genes. n.s., Not significant.

### MED26 contributes to LEC recruitment to RDH genes

Since we previously showed that MED26 contributes to LEC recruitment to and regulation of snRNA genes^24^, we considered the possibility that it also helps to recruit LEC to the RDH genes. Consistent with this idea, chromatin immunoprecipitation-sequencing (ChIP-seq) revealed that MED26 is present at both snRNA and RDH genes (Fig. 3a, b and Supplementary Data 3). To ask whether LEC is also present at MED26-occupied RDH genes, we compared our MED26 ChIP-seq dataset to published ChIP-seq datasets for ELL and the LEC-associated protein ZC3H8^31^. We identified 226 genes where MED26, ELL, and ZC3H8 co-occupied a region within 1 kb of the transcription start site (TSS) (Fig. 3c and Supplementary Data 3). Among these are both RDH and snRNA genes (Fig. 3c and Supplementary Fig. 3a–c). To address whether MED26 also plays a role in the recruitment of LEC to RDH genes, as well as snRNA genes, we tested whether the knockdown of MED26 affects the occupancy of LEC components at RDH genes. As shown in Fig. 3d, ELL occupancy at RDH genes is decreased following MED26 knockdown, as is occupancy of Pol II. Taken together, these and our previously published results^24^ indicate that MED26 plays a role in the recruitment of LEC to both RDH and snRNA genes.

**Fig. 3:**
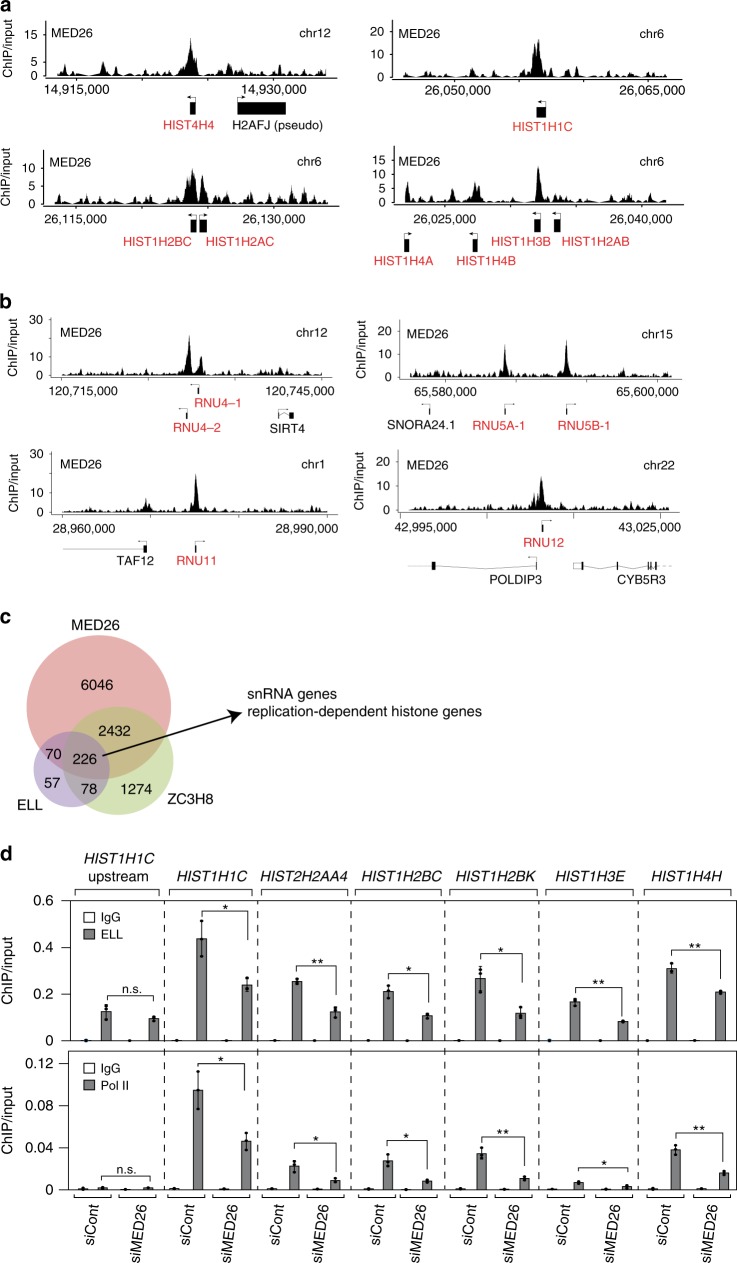
MED26 and LEC are present at RDH and snRNA genes. **a**, **b** ChIP-sequence analysis was performed using duplicate ChIP samples. Examples of ChIP-seq genome browser tracks showing the presence of MED26 at RDH genes (**a**), and snRNA genes (**b**), are depicted. **c** Venn diagram showing the overlap of MED26-, ELL-, and ZC3H8-occupied genes. ELL and ZC3H8 ChIP-seq datasets are from are from GEO GSE47938^31^. **d** ELL and Pol II occupancy (ChIP/Input) at RDH genes is decreased by MED26 knockdown. Ct values of each ChIP are normalized to that of the input. Each value is the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. n.s., Not significant. Source data are provided as a Source Data file.

To address the effect of LEC recruitment by MED26 on the transcription regulation of the genes, we used a CRISPR (clustered regularly interspaced short palindromic repeats)-generated, MED26 hypomorphic mutant HEK293T cell line. This cell line expresses mutant MED26 that lacks the NTD required for LEC interaction with Mediator (Supplementary Fig. 4a)^24^. Based on semi-quantitative mass spectrometry of Mediator enriched via its ability to bind the transcriptional activation domain of ATF6α, we estimate that in these cells, mutant MED26 is present in Mediator at 30–50% of the level of its wild-type counterpart (Supplementary Fig. 4b). The results of RNA-seq experiments further indicated that the MED26 mutation gave rise to similar changes in gene expression to those observed after siRNA-mediated MED26 knockdown (Supplementary Fig. 4c). Furthermore, as shown in Supplementary Fig. 5a, the majority of the RDH transcripts upregulated by the MED26 mutation in polyA-selected libraries were decreased in ribo-depleted libraries. 

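Ribo-depleted libraries from 4 samples of MED26 mutant cells, the clonal line HEK293T-D2G8, and 4 of wild-type HEK293T cells were compared, so the mutation is not separated from other differences of the clone. IGFBP7, which encodes a secreted protein that binds insulin-like growth factors, rose from 2.59 ± 0.34 to 16.2 ± 1.1 TPM in mutant cells (SD, n = 4 each), a log2 change of 2.44 (SE 0.11, adjusted p = 1.18e-08, limma). The zinc finger genes ZNF66, ZNF91 and ZSCAN18 rose by 2.35 (SE 0.14), 2.10 (SE 0.18) and 2.08 (SE 0.16). In MED26 mutant replicate 4, ZNF66 and ZSCAN18 lay apart from the other samples. SERPINF1, which encodes the secreted factor PEDF, went from 44.9 ± 2.8 to 8.19 ± 0.77 TPM and fell by 2.39 on the log2 scale (SE 0.090, adjusted p = 3.4e-09). UNCX, a homeobox gene, fell by 2.61 (SE 0.14), SNAI2, a repressor of epithelial genes, fell by 2.30 (SE 0.11), and CCND1, which encodes cyclin D1, fell by 2.06 (SE 0.17). Of 31 ribosomal protein genes 19 fell and 12 did not pass the test (19 lower when adjusted over the list alone), with RPS6 down from 2340 to 1121 TPM. Of 22 G2 and M phase genes 13 rose (15 higher and 1 lower when adjusted over the list alone). Of 29 p53 target genes 9 rose and 7 fell (9 and 7 when adjusted over the list alone), with TP53INP1 up by 1.13 (SE 0.084) and FAS, a death receptor, down at −0.75 (SE 0.13). MED26 mRNA was at 8.22 ± 0.48 TPM in mutant and 3.98 ± 0.16 TPM in wild-type cells, a log2 rise of 0.96 (SE 0.074, adjusted p = 8.86e-07). Mitochondrial transcripts took 0.54 to 0.61% of TPM in mutant and 0.48 to 0.57% in wild-type libraries.
The fit over ribo-depleted HEK293T libraries gave 5386 genes higher and 1826 lower in mutant cells. The median log2 change of all genes was 0.13, and changes are relative to that shift. Median-of-ratios scaling brought the median to −0.01 and gave 3476 higher and 3682 lower. This scaling takes most genes as unchanged, so it cannot show whether the excess of higher genes is a true shift. It moved the share of calls that were higher from 74.7 to 48.6%. Against the other genes, ribosomal protein genes moved down (camera adjusted p = 7.32e-13, adjusted p = 0.411 with an estimated correlation), as did stress response genes (6 of 23 higher and 8 lower, 7 and 10 when adjusted over the list alone, adjusted p = 0.019, adjusted p = 0.748 with an estimated correlation). G2 and M phase genes moved up (adjusted p = 0.0432, adjusted p = 0.894 with an estimated correlation), but with median-of-ratios scaling they gave adjusted p = 0.127.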

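MYC, which fell with MED26 siRNA, was also lower in MED26 mutant cells, at 12.2 ± 1.3 against 29.2 ± 1.5 TPM (SD, n = 4 each), a log2 change of −1.23 (SE 0.081, adjusted p = 2.85e-07, limma). HEXIM1 was higher in mutant cells by 0.92 (SE 0.096). MED11, a gene of another Mediator subunit, was lower in mutant cells at −1.31 (SE 0.067) and with MED26 siRNA at −0.97 (SE 0.077). OR2B6 was higher in mutant cells by 0.88 (SE 0.16) and with MED26 siRNA by 1.15 (SE 0.19). In ribo-depleted libraries 1343 genes were higher both with MED26 siRNA and in mutant cells, where 584.3 would be expected by chance (Fisher's exact test, p = 3.4e-307), and 730 were lower in both, where 176.1 would be expected (p = 1.83e-310). Fewer genes than chance gives moved in opposite directions, with 50 higher with siRNA and lower in mutant cells (198.1 by chance) and 159 lower with siRNA and higher in mutant cells (519.3 by chance). Of 2282 genes called in both, 2073 (90.8%) had the same sign, and of 8700 called in either, 6567 (75.5%). Across genes, which are not independent replicates, the log2 changes had a Pearson r of 0.374. Both comparisons have their own controls, and the cell line is HEK293T-pcDNA3.1 for the siRNA, the clonal line HEK293T-D2G8 for the mutant and HEK293T for the wild type. With median-of-ratios scaling 1331 genes were higher in both and 1538 lower in both. Without MED26 siRNA replicate 2, 883 genes were higher in both. The paper takes its RNA-seq results as a further sign that the mutation gave rise to similar changes in gene expression.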

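In ribo-depleted libraries 35 of 58 measured RDH genes were lower in MED26 mutant cells, 6 were higher and 17 did not pass the test (35 lower and 7 higher when adjusted over the list alone). HIST1H2AK was at 20.9 ± 4.9 TPM in mutant and 83.3 ± 1.6 TPM in wild-type cells (SD, n = 4 each), a log2 change of −2.001 (SE 0.15, adjusted p = 6.35e-07, limma). The linker histone gene HIST1H1D was lower at −1.19 (SE 0.072), and the H3 genes HIST1H3J at −1.43 (SE 0.11) and HIST1H3H at −1.08 (SE 0.085). HIST1H2BJ was at 809.7 ± 23 against 1202 ± 70 TPM, a log2 change of −0.57 (SE 0.069, adjusted p = 3.36e-05), with wild-type replicate 1 above the other samples of its group. HIST1H4H (log2 −0.56, SE 0.048), HIST1H1C (log2 −0.33, SE 0.056), HIST2H2BE (log2 −0.33, SE 0.065) and HIST1H2BK (log2 −0.20, SE 0.057) were lower, and HIST1H2BD (log2 −0.13, SE 0.069, adjusted p = 0.155) did not pass the test except with median-of-ratios scaling (log2 −0.29, adjusted p = 0.022). Of the 24 RDH genes that rose with MED26 siRNA in polyA-selected libraries, 14 were lower in mutant cells, 6 did not pass the test and 4 were higher. HIST1H4I (log2 0.74, SE 0.16), HIST1H2BH (log2 0.83, SE 0.17) and HIST2H4B (log2 1.33, SE 0.24), the latter sharing reads with HIST2H4A, were higher. HIST1H3E (log2 0.32, adjusted p = 0.0109), HIST4H4 (log2 0.25, adjusted p = 0.00524) and HIST3H2BB (log2 0.25, adjusted p = 0.022) did not pass with median-of-ratios scaling, at adjusted p = 0.142, 0.424 and 0.552. That scaling left 3 RDH genes higher and 38 lower. Of 21 Pol II snRNA and related small RNA genes 4 were lower (4 when adjusted over the list alone), with RNU4-1 at −1.07 (SE 0.29). Among genes occupied by MED26, ELL and ZC3H8, 35 of 191 were lower and 43 higher (35 and 43 when adjusted over the list alone).
The RDH list moved down (camera adjusted p = 3.55e-15, adjusted p = 0.411 with an estimated correlation), as did snRNA genes (adjusted p = 0.0015, adjusted p = 0.748 with an estimated correlation, adjusted p = 0.0797 with median-of-ratios scaling) and occupied genes (adjusted p = 0.00467, adjusted p = 0.748 with an estimated correlation). Without the RDH and snRNA genes on it, the list of occupied genes gave an unadjusted camera p of 0.565, with 42 higher and 16 lower. PolyA-selected libraries of mutant cells were not analysed here.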

Consistent with these results, RT-qPCR analysis revealed that the fraction of unprocessed RDH transcripts was significantly increased in the MED26 hypomorphic mutant cells (Supplementary Fig. 5b). Because RDH genes are transcribed in the S phase of the cell cycle^6,7^, we also examined the expression of RDH genes in the S phase in wild-type and MED26 hypomorphic mutant cells. We took advantage of aphidicolin (APH) to arrest the cell cycle at the S phase. 

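Summed over RDH genes, whose products are core and linker histones, TPM in ribo-depleted libraries was 18850 ± 1190 in MED26 mutant and 24650 ± 331 in wild-type HEK293T cells (SD, n = 4 each), a log2 ratio of −0.39. In HEK293T-pcDNA3.1 cells the corresponding sums with MED26 and control siRNA were 14150 ± 957 and 21060 ± 602 TPM (SD, n = 3 each), a log2 ratio of −0.57. Every mutant library lay below every wild-type library, and every library with MED26 siRNA below every one with control siRNA. A sum does not depend on how reads are divided between near-identical histone genes. Gene by gene, 34 RDH genes were lower both in mutant cells and with MED26 siRNA, 3 were higher in both, and 1 was lower with siRNA and higher in mutant cells (limma). The H2A gene HIST1H2AG was lower in mutant cells at −0.59 (SE 0.063, adjusted p = 1.25e-05). These cells were not released from aphidicolin.

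**Figure D6:**
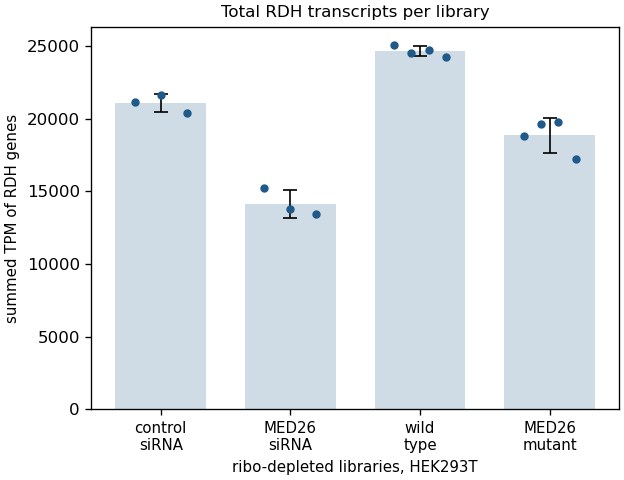
Summed TPM of RDH genes in ribo-depleted libraries of HEK293T-pcDNA3.1 cells with control or MED26 siRNA and of wild-type and MED26 mutant HEK293T cells. Bars show means, error bars the SD and points the libraries, and the mutant libraries lie below the wild-type ones.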

As shown in Supplementary Fig. 5c, induction of RDH genes after the release of the cells from the S phase by APH removal was decreased in MED26 hypomorphic mutant cells, consistent with the ribo-depleted RNA-seq results showing that total levels of many RDH transcripts were decreased in MED26 hypomorphic mutant cells (Supplementary Fig. 5a). Taken together, our data suggest that MED26 has at least two functions in the synthesis of RDH transcripts: to promote optimal transcription of RDH genes and to increase the efficiency of RDH transcripts 3′ processing.

### RDH and snRNA gene termination defects in MED26 hypomorph

Because defective 3′-end processing of RDH transcripts is often associated with defective transcription termination, we wished to determine whether MED26 contributes to proper termination at these and other genes. To do so, we performed Pol II ChIP-seq and precision nuclear run-on sequencing (PRO-seq) to compare the location of transcribing Pol II in wild-type and MED26 hypomorphic HEK293T cells. As shown in Fig. 4a–c and Supplementary Fig. 6a and 6c, inspection of browser tracks reveals an increase in Pol II ChIP-seq and PRO-seq signals downstream of multiple RDH genes in the mutant cells, suggesting that there is an increased level of read-through transcription past normal sites of transcription termination. Similarly, and consistent with our previous evidence that the MED26 NTD contributes to LEC recruitment to and proper expression of snRNA genes^24^, Pol II ChIP-seq and PRO-seq signals were increased downstream of snRNA and snoRNA genes, suggesting that read-through transcription at these genes was also higher in MED26 mutant cells (Fig. 4d–f and Supplementary Fig. 6b, d). In contrast, we detected no increase in either Pol II or PRO-seq reads downstream of the normal cleavage and polyadenylation site at a well-characterized SEC target gene, *c-myc*, in the MED26 hypomorphic cells (Fig. 4g).

**Fig. 4:**
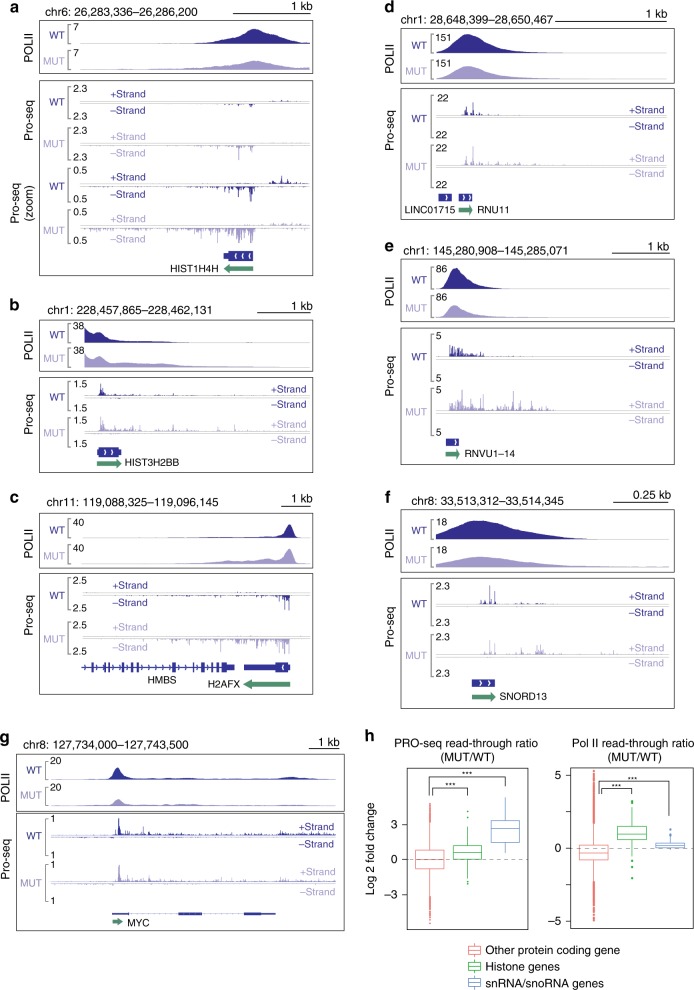
Increased read-through transcription at RDH genes and snRNA genes in MED26 hypomorphic mutant cells. **a**–**c** Genome browser tracks showing the distribution of PRO-seq reads at RDH genes in wild-type (WT) HEK293T and MED26 mutant (MUT) cells. **d**–**f** Genome browser tracks showing the distribution of PRO-seq reads at snRNA genes in wild-type (WT) HEK293T and MED26 mutant (MUT) cells. **g** Genome browser tracks showing the distribution of PRO-seq reads at *c-myc* genes in wild-type (WT) HEK293T and MED26 mutant (MUT) cells. **h** Left panel shows box plot representing PRO-seq read-through ratios of histone genes (*n* = 59), snRNA/snoRNA genes (*n* = 41), and other protein-coding genes (*n* = 8597) in wild-type (WT) HEK293T and MED26 mutant (MUT) cells. Right panel shows Pol II read-through ratios of histone genes (*n* = 68), snRNA/snoRNA genes (*n* = 40), and other protein-coding genes (*n* = 17809) in wild-type (WT) HEK293T and MED26 mutant (MUT) cells. Center line of each box plot represents the median. Upper fence and lower fence of each box plot represent upper and lower quartiles, respectively. The range of each whisker represents 1.5 times the interquartile range. *P* values for the indicated comparisons were determined by Student’s *t* test (***P < 0.001).

To address the possibility that the apparent increase in read-through transcription is simply a consequence of an increase in actively transcribing Pol II that reaches the 3′-end of the transcript coding sequence, we calculated a PRO-seq read-through ratio, defined as “the sum of reads from 500 to 1000 bp downstream of the 3′-end processing site (TES) divided by the sum of reads from TES to 50 bp upstream of TES.” As shown in Fig. 4h (left panel) and Supplementary Fig. 6e, the PRO-seq read-through ratios of RDH genes and snRNA genes in mutant cells were significantly higher than those in wild-type cells. In contrast, the PRO-seq read-through ratios of other protein-coding genes in wild-type and mutant cells were similar. In addition, we calculated the Pol II read-through ratio defined as “the sum of Pol II reads from TES to 1000 bp downstream of TES divided by the sum of Pol II reads from TSS to 1000 bp downstream of TES.” As shown in Fig. 4h (right panel), the Pol II read-through ratios of RDH genes and snRNA/snoRNA genes, but not other protein-coding genes, were significantly higher in mutant cells than in wild-type cells.

Of note, although we consistently observed increases in snRNA read-through transcripts in the MED26 mutant cells, following knockdown of MED26, we observed increased levels of just a few snRNA/snoRNA transcripts in our polyA-selected RNA-seq dataset (Supplementary Data 4), suggesting that, in contrast to RDH genes, the knockdown of MED26 caused only a little aberrant polyadenylation of snRNA/snoRNA genes. This result is consistent with the fact that conserved PAS sequences are not present at the downstream of most of snRNA genes in contrast to RDH genes^14^. 

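Of 2669 genes in the polyA-selected tables whose symbols mark them as snRNA, snoRNA or small Cajal body RNA genes (RNU, RNVU, SNORA, SNORD or SCARNA), 335 were measured, and with MED26 siRNA 10 rose and 10 fell at an adjusted p under 0.05 (3 higher and 6 lower when adjusted over the list alone; limma). At an adjusted p under 0.1 the numbers were 18 higher and 15 lower, and the median log2 change was 0.02. Genes of these classes with other symbols were not counted, such as the snoRNA gene ACA59, which rose by 2.17 (SE 0.605, adjusted p = 0.022). RNU6-652P, a U6 pseudogene, rose from 0.267 ± 0.46 to 3.19 ± 0.66 TPM (SD, n = 3 each), a log2 change of 2.41 (adjusted p = 0.00744). RNU4-60P, a U4 pseudogene, was at 2.07 ± 0.15 TPM with MED26 siRNA and listed at 0 with control siRNA. SCARNA14, which guides modification of spliceosomal RNA, rose by 1.55 (adjusted p = 0.0263). RNU4-1 was at 1.30 ± 1.2 TPM with MED26 siRNA (adjusted p = 0.0486) and listed at 0 with control siRNA, and it no longer passed the test without any 1 control siRNA replicate or MED26 siRNA replicate 1 or 2 (adjusted p = 0.106 without control siRNA replicate 1). SNORD17, a snoRNA, went from 64.1 ± 6.2 to 39.4 ± 6.8 TPM and fell by 0.71 (SE 0.15, adjusted p = 0.00483). SNORA7B fell by 1.75 (SE 0.43, adjusted p = 0.0111), SNORA23 fell by 1.48 and SNORA24 fell by 0.90. SNORA80B and SNORD12B were at 3.17 ± 1.3 and 4.95 ± 3.5 TPM with control siRNA and listed at 0 with MED26 siRNA. RNU6-652P and RNU4-60P were picked after their values were seen. Of 142 measured U snRNA genes and pseudogenes 8 rose and 2 fell. On the shorter list of Pol II snRNA genes 1 of 9 rose (0 when adjusted over the list alone; camera adjusted p = 0.575). The number that rose at an adjusted p under 0.05 was 6 without control siRNA replicate 2, MED26 siRNA replicate 1 or MED26 siRNA replicate 2, and among genes with a mean of at least 2 TPM 2 rose and 5 fell. Most of these levels lie near the low end of the values. The paper proposes that MED26 knockdown led to little aberrant polyadenylation of snRNA and snoRNA transcripts.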

Taken together, our results are consistent with the idea that MED26 plays a role in transcription termination of both RDH and snRNA genes. Although we cannot exclude the possibility that some of the observed effects were caused by a reduction in the absolute amount of MED26 in the mutant cells, our findings are consistent with the model that recruitment of LEC to RDH and snRNA genes via the MED26 NTD suppresses Pol II read-through and enhances normal transcription termination at both snRNA and RDH genes.

### LEC copurifies with CBCA, NELF/DSIF, HLF, and Integrator

If MED26 plays a role in transcription termination through the recruitment of LEC to the genes, it seemed possible that LEC would interact with additional factors that contribute to transcription termination. To address this possibility, we generated 293FRT cell lines that stably express FLAG-tagged ICE1 and purified LEC through anti-FLAG affinity purification. We thought it was possible that functional LEC might be resistant to solubilization from nuclei, since we and others have shown that LEC and MED26 are colocalized at Cajal bodies, which are nuclear speckles composed of factors including coilin and are known to be the sites for transcription of snRNA and RDH genes^24,31,36^. We therefore extracted nuclear proteins in the presence of benzonase to digest nucleic acids, including both DNA and RNA, and purified LEC through anti-FLAG affinity purification (Fig. 5a). As shown in Fig. 5b, FLAG-ICE1 copurified with a number of proteins. To identify these proteins, we performed both multidimensional protein identification technology (MudPIT)-based proteomics and gel-based mass spectrometry analyses. As expected, ICE1 copurified with other LEC components, including large amounts of ICE2, ELL, and EAF1. It also copurified with smaller amounts of ELL2, EAF2, and ZC3H8, suggesting that (i) the majority of LEC in these cells is associated with ELL and EAF1 rather than ELL2 and EAF2 and (ii) ICE1, ICE2, and ELL/EAF1 are core components of LEC, while ZC3H8 is associated with only a subfraction of the LEC we have isolated (Fig. 5c). This observation, together with the fact that the number of genes associated with ZC3H8 was much greater than the number associated with ELL in ChIP-seq analyses (Fig. 3c), raises the possibility that ZC3H8 has functions outside LEC.

**Fig. 5:**
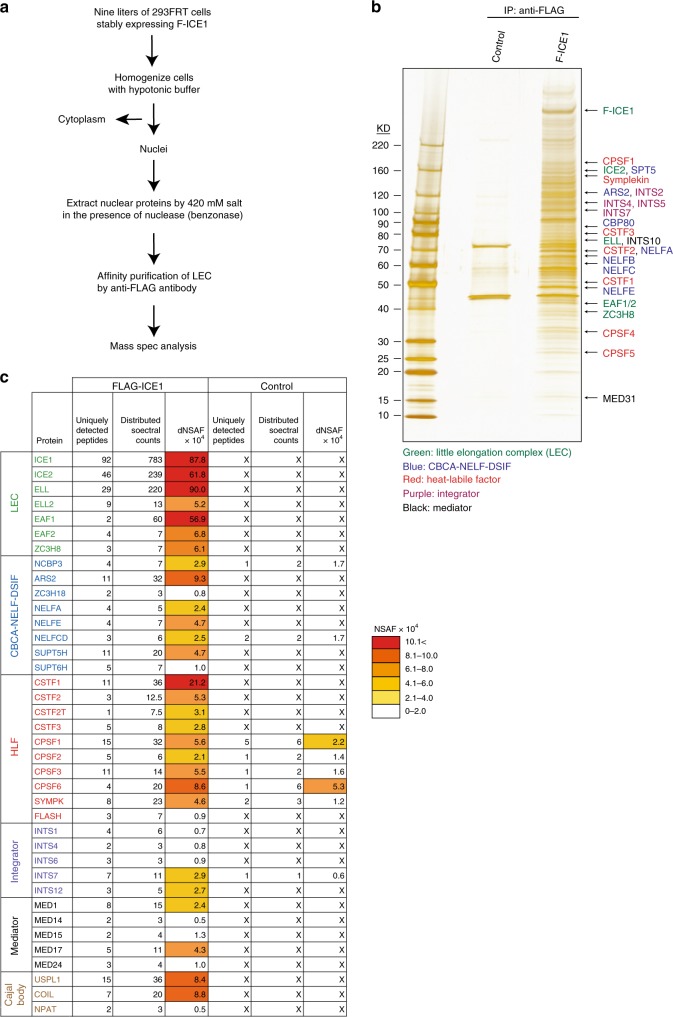
LEC copurifies with transcription termination factors including CBCA-NELF-DSIF, HLF, and Integrator. **a** Schematic representation of the strategy for purifying LEC-binding proteins. Nuclear extract fractions from parental 293FRT cells and 293FRT cells stably expressing FLAG-tagged ICE1 were prepared in the presence of Benzonase^®^ Nuclease. ICE1-binding proteins were purified from nuclear extracts through anti-FLAG affinity purification. **b** Silver staining of F-ICE1-binding proteins purified through anti-FLAG affinity chromatography. Each band of F-ICE1-binding proteins was cut out from the gels. Each gel was treated with trypsin and the resulting peptides from the gels were analyzed by mass spectrometry. **c** F-ICE1-binding proteins purified through anti-FLAG affinity chromatography or non-specific proteins present in negative FLAG control were identified through MudPIT (multidimensional protein identification technology)-based proteomic analysis. To estimate the relative protein levels, distributed normalized spectral abundance factors (dNSAF) were calculated for each detected protein^57,62–64^.

In addition to previously characterized LEC components, we identified Mediator subunits as LEC-interacting proteins. Although MED26 was not among the subunits detected in our mass spec datasets, it was readily detected by western blotting in FLAG-ICE1-immunopurified fractions (see Fig. 6a, b), consistent with our evidence that MED26-containing Mediator helps to recruit LEC to RDH and snRNA genes (Fig. 3d) and to regulate their transcription^24^. LEC also copurified with coilin and USPL1 (Fig. 5c), which are components of Cajal bodies, consistent with previous data showing that LEC and MED26 colocalize with Cajal bodies^24,31,37^. In addition, LEC copurified with nuclear protein co-activator of histone transcription, a marker of histone locus bodies (Fig. 5c). RDH gene loci are known to be present at histone locus bodies^7^. Furthermore, histone locus bodies are partly colocalized at Cajal bodies^6^.

**Fig. 6:**
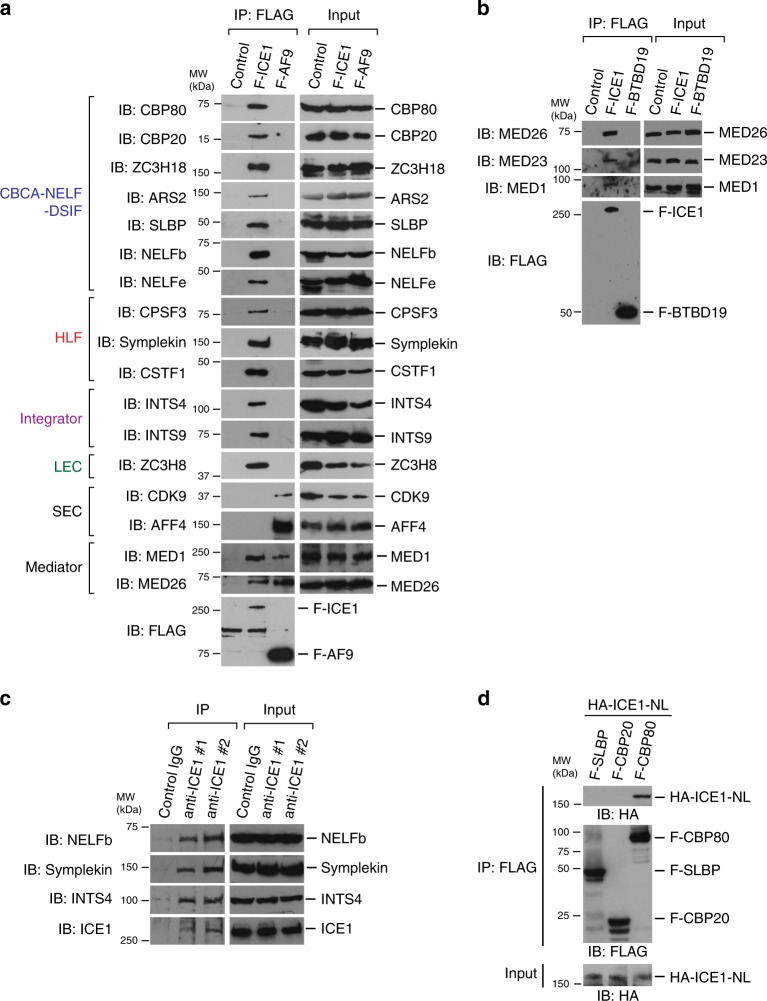
ICE1 copurified with transcription termination factors. **a** Western blotting for FLAG-immunopurified complexes from parental 293FRT cells (control) and 293FRT cells stably expressing FLAG-tagged ICE1 and FLAG-tagged AF9. Source data are provided as a Source Data file. **b** Western blotting analysis of FLAG-immunopurified complexes from parental 293FRT cells (control) and 293FRT cells stably expressing FLAG-tagged ICE1 and FLAG-tagged BTBD19. Source data are provided as a Source Data file. **c** Western blotting analysis of control IgG, anti-ICE (#1), and anti-ICE1 (#2) immunopurified complexes from nuclear extracts of HEK293T cells. Source data are provided as a Source Data file. **d** In vitro binding assays using baculovirally expressed FLAG-tagged SLBP, CBP80, CBP20, and HA-tagged N-terminal fragment of ICE1 (NL: 1-1190). Source data are provided as a Source Data file. MW (kDa) indicates molecular weight.

Finally, LEC copurified with a collection of proteins that have been implicated in termination and 3′-end processing of RDH and snRNA genes. Among these are components of HLF, including CPSF, CSTF, FLASH, and Symplekin; components of the Integrator, including INTS1, INTS4, INTS6, INTS7, and INTS12; components of the NELF, including NELFa, NELFb, NELFc, NELFd, and NELFe; components of DSIF, including SPT5 and SPT6; and components of CBCA, including CBP80, CBP20, ARS2, and ZC3H18 (Fig. 5c).

CBCA plays an important role in transcription termination of both snRNA and RDH genes and inhibits Pol II read-through at these genes^15^. It was also shown that NELF/DSIF regulates transcription termination through interaction with CBC-SLBP or Integrator and participates in the 3′-processing of RDH and snRNA genes, respectively^14,19^. It is thought that CBCA links the 5′ cap of nascent transcripts and elongating Pol II to inhibit Pol II read-through at snRNA and RDH genes. Our evidence that LEC specifically copurifies with transcription termination factors and 3′-end processing factors for RDH and snRNA genes is consistent with the model that LEC specifically regulates genes that encode non-polyadenylated transcripts and raises the possibility that LEC inhibits Pol II read-through by interacting with CBCA, NELF/DSIF, and then recruits HLF and Integrator to facilitate 3′-end processing at RDH and snRNA genes, respectively.

To confirm and extend the results of our proteomic experiments, we used western blotting to show that FLAG-ICE1 copurifies with components of CBCA, NELF/DSIF, HLF, Integrator, and Mediator (Fig. 6a). In contrast, FLAG-tagged AF9, a component of SEC, did not copurify with these factors (Fig. 6a), consistent with our evidence that LEC, but not SEC, regulates transcription termination and 3′-end processing at genes encoding non-polyadenylated transcripts. As shown in Fig. 6a, b, FLAG-tagged ICE1 copurified with Mediator subunits, including MED26, MED1, and MED23, while a control protein, F-BTBD19, did not. Of note, FLAG-tagged AF9 also copurified with Mediator subunits, including MED26 and MED1 (Fig. 6a), consistent with previous evidence that MED26 interacts with SEC^23^. We also immunopurified endogenous ICE1 and associated proteins using two kinds of anti-ICE1 antibodies. As shown in Fig. 6c, both anti-ICE1 antibodies #1 and #2 immunoprecipitated NELFb, Symplekin, and INTS4, indicating that endogenous ICE1 interacts with the components of NELF, HLF, and Integrator. These results strongly support our proteomic results showing that LEC interacts with the components of CBCA-NELF/DSIF, HLF, Integrator, and Mediator.

Both FLAG-tagged ICE1 and FLAG-tagged ZC3H8 copurified with CBP80 (Supplementary Fig. 7), raising the possibility that CBC directly binds to LEC. Since we previously showed that the C-terminal region of ICE1 (CL: 1191-2266) binds directly to ICE2 and ELL and is sufficient for the formation of core LEC composed of ICE1, ICE2, ELL, and EAF, we considered the possibility that the N-terminal region of ICE1 (NL: 1-1190) might contribute to interaction with CBC. To test this possibility, we performed an in vitro binding assay using recombinant CBP80, CBP20, SLBP, and ICE1-NL proteins expressed in a baculoviral expression system. As shown in Fig. 6d, ICE1-NL directly bound to CBP80 in vitro, but not to CBP20 and SLBP.

### Mediator, LEC, NELF and HLF colocalize at Cajal bodies

Cajal bodies are known to be sites not only for pre-mRNA splicing but also for transcription of snRNA genes^36,38^. RDH gene loci are known to be present at histone locus bodies^7^. As noted above, histone locus bodies are also partly colocalized at Cajal bodies, suggesting that transcription termination of non-polyadenylated snRNA and RDH transcripts is regulated in Cajal bodies^5,7^. Since we and others have previously shown that MED26 and components of LEC, NELF, and HLF were colocalized at Cajal bodies^7,19,24,32,38^, we investigated whether other components of Mediator were also colocalized at Cajal bodies similarly to LEC, NELF, and HLF. We performed immunostaining of the Mediator components MED26, MED24, and MED6, the LEC component ICE1, the NELF component NELFb, the HLF component CSTF64, and a molecular marker of Cajal bodies, coilin. Consistent with previous results, ICE1, MED26, MED24, MED6, NELFb, and CSTF64 were colocalized with coilin in Cajal bodies, but the SEC component AFF4 was not (Fig. 7a–g). Considering that Integrator has also been shown to be localized at Cajal bodies^34^, our results suggest that Mediator, LEC, NELF, HLF, and Integrator have a role in transcription termination of non-polyadenylated genes, including snRNA and RDH genes at Cajal bodies.

**Fig. 7:**
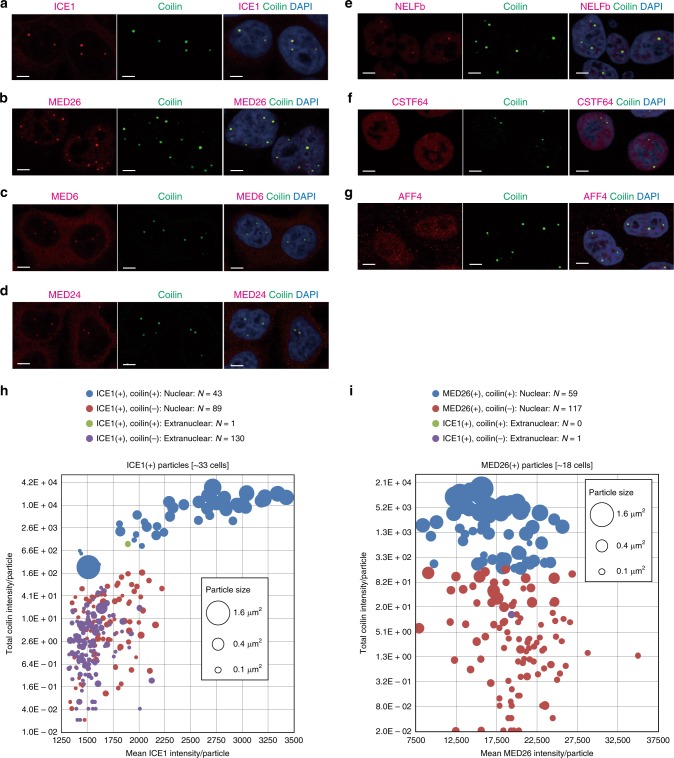
Colocalization of the components of Mediator, LEC, NELF and HLF in Cajal bodies. **a**–**g** HeLa cells were fixed by formaldehyde and stained with anti-ICE1 (magenta), anti-MED26 (magenta), anti-MED6 (magenta), anti-MED24 (magenta), anti-NELFb (magenta), anti-CSTF64 (magenta), anti-AFF4 (magenta), and anti-coilin (green) antibodies. Scale bars, 5 μm. **h** Quantification of the number and signal intensity of ICE1 particles in HeLa cells. **i** Quantification of the number and signal intensity of MED26 particles in HeLa cells.

To assess in more detail the nature of ICE1 and MED26-containing particles, we quantified the number of particles of ICE1 and MED26 colocalized or not colocalized with coilin and calculated their intensities. As shown in Fig. 7h, we found that 43 of 132 ICE1 particles identified in nuclei of 33 cells were colocalized with coilin at Cajal bodies and that the size of ICE1 particles colocalized with coilin was larger than that of another 89 ICE1 particles that did not colocalize with coilin. In addition, the signal intensity of ICE1 particles colocalized with coilin was much higher than that of particles not colocalized with coilin. Intriguingly, we observed the extranuclear regions of 33 cells and found that 130 ICE1 particles were present in the extranuclear area and that these particles had a much smaller size than particles colocalized with coilin in nuclei. Considering a recent report that ICE1 plays a role in NMD of mRNAs^35^, it is possible that ICE1 has a role in NMD of mRNAs in the extranuclear region. In addition, we found that 59 of 176 MED26 particles in 18 nuclei were colocalized with coilin and that the size of MED26 particles colocalized with coilin was larger than that of another 117 MED26 particles not colocalized with coilin (Fig. 7i). In contrast to ICE1, we found just one MED26 particle in the extranuclear region, consistent with the known nuclear function of Mediator. In contrast to ICE1, the intensity of MED26 nuclear particles colocalized with coilin was similar to that of particles not colocalized with coilin. Although the identity of the MED26 particles not colocalized with coilin remains to be determined, it is tempting to speculate that they may be involved in transcriptional regulation of SEC-targeted genes.

To investigate the localization of Mediator and LEC in Cajal bodies at higher resolution, we observed MED26, MED24, MED6, ICE1, and coilin using stimulated emission depletion (STED) super-resolution microscopy^39^. Although the strength of staining for individual proteins was different, in Cajal bodies, Mediator subunits, ICE1, and coilin formed similar bead-like structures in which each bead appeared connected to other beads (Fig. 8a–d). These bead-like structures containing ICE1 or Mediator subunits and coilin were readily detected in line scan analyses across Cajal bodies (Fig. 8e–h). We also observed other speckles stained by the anti-MED26 antibodies adjacent to Cajal bodies (Fig. 8f), consistent with our result that MED26 was also present at locations other than Cajal bodies (Fig. 7b, i). Taken together, this result also supports our idea that Mediator and LEC play roles in transcription regulation of non-polyadenylated genes in Cajal bodies.

**Fig. 8:**
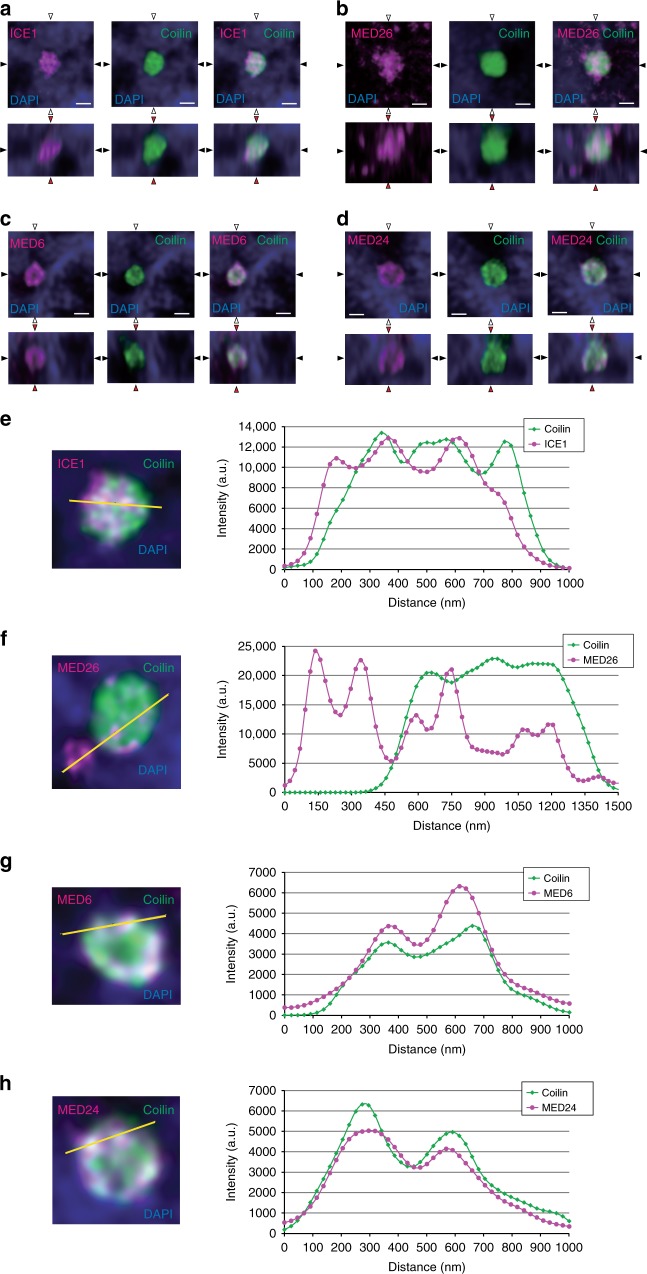
Super-resolution imaging of Mediator and LEC in Cajal bodies. **a**–**d** HeLa cells stained with anti-ICE1 (magenta), anti-MED26 (magenta), anti-MED6 (magenta), and anti-coilin (green) antibodies were observed by stimulated emission depletion (STED) microscopy. Scale bars, 0.5 μm. *X* axis, *Y* axis, and *Z* axis are represented by black triangle, white triangle, and red triangle, respectively. **e**–**h** Line intensity plots across Cajal bodies (shown in **a**–**d**) of HeLa cells stained with anti-ICE1 (magenta), anti-MED26 (magenta), anti-MED6 (magenta), and anti-coilin (green) antibodies.

### LEC supports the recruitment of HLF or Integrator to genes

The copurification of LEC with 3′-end processing factors for RDH and snRNA genes raised the possibility that LEC contributes to the recruitment of 3′-end processing factors to these genes. To examine this possibility, we investigated whether knockdown of ICE1 affected the occupancy of HLF at RDH genes and Integrator at snRNA genes. Because we found that the HLF component CPSF3 and Integrator component INTS9 copurified with FLAG-tagged ICE1 (Figs. 5c and 6a), we examined whether knockdown of ICE1 affected the occupancy of CPSF3 or INTS9 at RDH or snRNA genes, respectively. As shown in Fig. 9a, CPSF3 occupancy was decreased by knockdown of ICE1. Similarly, the occupancy of INTS9 was decreased by knockdown of ICE1 (Fig. 9b). Consistent with our notion that LEC contributes to recruitment of 3′-end processing factors, knockdown of ICE1 did not affect the protein levels of CPSF3, CSTF50, and INTS9 (Supplementary Fig. 8a). Next, we examined whether knockdown of ICE1 affected the occupancy of Pol II at the genes. As shown in Supplementary Fig. 8b, ICE1 knockdown did not affect the occupancy of Pol II at RDH genes, indicating that the decrease in CPSF3 recruitment by knockdown of ICE1 is not simply an indirect effect of a decrease in Pol II at RDH genes. In contrast, ICE1 knockdown moderately decreased the occupancy of Pol II at snRNA genes (Supplementary Fig. 8c); however, Pol II occupancy was reduced to a lesser degree than that of CPSF3 (Fig. 9b). Hence, our results argue that the decrease in INTS9 recruitment to snRNA genes cannot be attributed simply to an indirect effect of a decrease in Pol II, but also reflects a direct effect of the decrease in ICE1 at snRNA genes. Consistent with these results, ICE1 did not affect steady-state levels of total RDH transcripts, but moderately decreased the total transcripts of the U1 snRNA gene (Supplementary Fig. 8d). In addition, we found that knockdown of MED26 decreased CPSF3 and INTS9 occupancy at RDH and snRNA genes, respectively (Fig. 9c, d). These results suggest that knockdown of MED26 interferes with multiple processes, including transcription initiation, elongation, and termination and transcript 3′-processing, while knockdown of ICE1 is likely to interfere with transcription termination and 3′ processing only, consistent with the result of the polyA-selected RNA-seq showing that the transcription termination defect by MED26 knockdown was greater than that by ICE1 knockdown (Fig. 2a, e). Thus, these results show that LEC brought by MED26 supports recruitment of HLF or Integrator to RDH or snRNA genes, respectively.

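RDH genes rose more with MED26 siRNA than with ICE1 siRNA in polyA-selected libraries of HEK293T cells. In a direct test of the difference, 24 of 38 RDH genes were higher with MED26 siRNA and 14 did not pass (25 higher when adjusted over the list alone; limma, n = 3 each). HIST1H2BK, an H2B gene, differed by 0.95 on the log2 scale (SE 0.064, adjusted p = 8.97e-07). HIST2H4A differed by 1.83 (SE 0.10), HIST1H2BC by 1.69 (SE 0.26), HIST2H2BE by 1.43 (SE 0.15), HIST1H2BJ by 1.31 (SE 0.21) and HIST1H1C by 0.89 (SE 0.13). HIST2H4A shares reads with HIST2H4B. Of 25 RDH genes that rose with either siRNA, 25 had the larger log2 change with MED26 siRNA, with medians of 1.86 and 0.86. Of these genes 17 passed the test with both siRNAs and 7 with MED26 siRNA only, so their choice favours MED26 siRNA. Over all 38 RDH genes the medians were 1.59 and 0.65. Outside the 25 the order was mixed. HIST1H1E had log2 changes of 0.37 and 0.60, and HIST1H2AK of 0.39 and −0.73, with neither difference past the test. Across all genes 5765 were higher and 2671 lower with MED26 siRNA than with ICE1 siRNA. With median-of-ratios scaling 4171 were higher and 4481 lower, but this scaling takes most genes as unchanged and evens out the calls by construction. It thus cannot show whether the excess of higher genes is a true shift. That scaling left 20 RDH genes higher. Among genes with a mean of at least 2 TPM, 15 RDH genes were higher. MED26 siRNA lowered MED26 mRNA further than ICE1 siRNA lowered ICE1 mRNA, so the siRNAs also differ in the fall of the target mRNA. The paper checked both knockdowns as protein by western blot, and protein levels were not compared here. The paper proposes that MED26 knockdown interferes with more steps than ICE1 knockdown.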

**Fig. 9:**
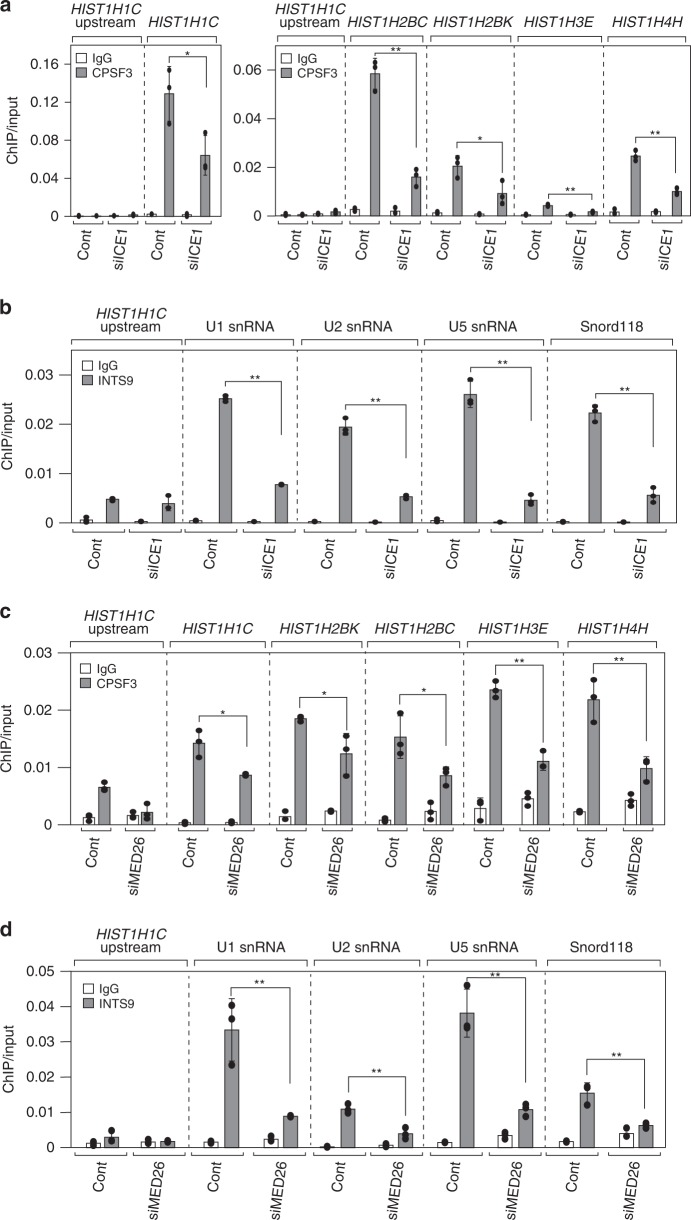
ICE1 is required for occupancy of the components of HLF and Integrator. **a** Knockdown of ICE1 decreased the occupancy of CPSF3 at RDH genes. Ct values of each ChIP were normalized to that of input. Each value is the average of three independent experiments and error bars show standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. Source data are provided as a Source Data file. **b** Knockdown of ICE1 decreased the occupancy of INTS9 at snRNA genes. Ct values of each ChIP were normalized to that of the input. Each value is the average of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. Source data are provided as a Source Data file. **c** Knockdown of MED26 decreased the occupancy of CPSF3 at RDH genes. The Ct values of each ChIP were normalized by that of the input. Each value is the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.1; **P < 0.05). *n* = 3 biologically independent samples. Source data are provided as a Source Data file. **d** Knockdown of MED26 decreased the occupancy of INTS9 at snRNA genes. The Ct values of each ChIP were normalized by that of the input. Each value is the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student’s *t* test (*P < 0.05; **P < 0.01). *n* = 3 biologically independent samples. Source data are provided as a Source Data file.

Because the snRNA promoter was shown to be required for proper transcription termination and 3′-processing of snRNA genes in *Drosophila*^40–42^. In addition, our results are consistent with the model that LEC recruited to the vicinity of RDH gene promoters by MED26-containing Mediator helps to regulate termination and 3′-processing of RDH transcripts, raising the possibility that these processes might be influenced by promoter sequences. To address this possibility, we examined how replacement of the HIST1H1C promoter with the cytomegalovirus (CMV) promoter, a well-characterized viral promoter that normally directs transcription of a polyadenylated transcript, affects 3′-end processing of an RDH transcript. For this, we performed a plasmid-based assay to determine the effects of promoter exchange in cells. As shown in Supplementary Fig. 9a, we generated two plasmids that contain either the HIST1H1C promoter or CMV promoter, the *HIST1H1C* gene region from TSS to 100 bp downstream of TES, including the *HIST1H1C* stem loop and PAS. In addition, we added a FLAG-tag sequence at the C-terminus of the *HIST1H1C* coding region to distinguish plasmid-encoded histone H1 from endogenous protein. We transiently transfected the plasmids and compared the levels of total transcript, unprocessed read-through transcript, and protein when transcription is driven by the *HISTH1C* or the CMV promoter. As shown in Supplementary Fig. 9b, c, replacing the HIST1H1C promoter with the CMV promoter increased the level of unprocessed read-through transcripts, but not total transcripts, suggesting that events occurring at the promoter region contribute to the decision to utilize the stem-loop-dependent or PAS-dependent 3′ processing and termination pathways. This result is consistent with our notion that LEC recruited by MED26-containing Mediator to RDH genes interferes with read-through of Pol II at these genes. Intriguingly, replacement of the HIST1H1C promoter with the CMV promoter also increased the protein levels of HIST1H1C-FLAG (Supplementary Fig. 9d), consistent with previous studies showing that polyadenylation of histone mRNAs increases their stabilities and can lead to increased levels of histone proteins^43^.

Our results provided hints toward answering the important question of the overall biological significance of Mediator and LEC regulation in 3′-end processing of RDH genes. Non-polyadenylated histone mRNAs were shown to be regulated to be stable only during the S phase to prevent harmful production of free histone proteins in cells outside S phase, because excess histone levels can lead to cytotoxicity through multiple mechanisms^7,44–47^. Degradation of SLBP by the ubiquitin-proteasome pathway outside S phase is associated with disappearance of histone mRNAs outside the S phase^7,48^. Considering that SLBP also copurified with ICE1 (Fig. 6a) and has been shown to associate with CBCA-NELF-DSIF^19^, our results suggest that LEC and SLBP could play a role in interfering with polyadenylation of RDH mRNAs to prevent inappropriate production of free histone proteins in cells outside the S phase.

Based on our results, we propose a model that (i) MED26 recruits LEC to snRNA and RDH genes and plays a role in transcription processes, including initiation and elongation, then (ii) LEC binds to CBCA-NELF-DSIF and cooperatively inhibits reading through by Pol II at the genes, and finally (iii) LEC promotes 3′-end processing of the RDH genes and snRNA genes through the recruitment of 3′-end processing factors for RDH genes or Integrator complex, respectively (Fig. 10).

**Fig. 10:**
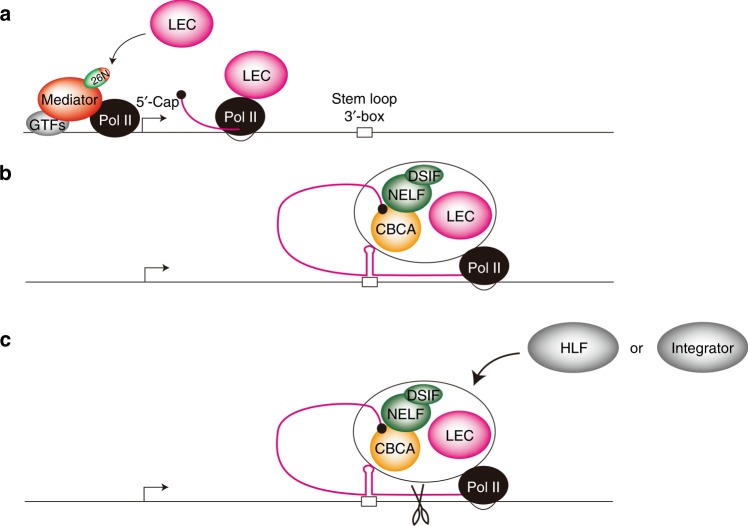
Model for the role of MED26 and LEC in transcription termination. **a** MED26 recruits LEC to snRNA and RDH genes. **b** LEC binds to CBCA-NELF-DSIF and cooperatively inhibits reading through by Pol II at the genes. **c** LEC promotes 3′-end processing of the RDH and snRNA genes through the recruitment of HLF or Integrator, respectively.

## Discussion

In this report, we present evidence that MED26-containing Mediator recruits LEC through interaction with the NTD of MED26 and regulates the transcription termination and 3′-end processing at a subset of genes that produce non-polyadenylated snRNA and RDH transcripts. We show evidence that both MED26 and LEC are present at snRNA and RDH genes. Intriguingly, we observed that transcription termination at snRNA and RDH genes is defective in cells expressing MED26 lacking its NTD, which we have shown previously is required for recruitment of LEC to snRNA genes^24^. Proteomic analysis revealed that LEC copurifies with CBCA, NELF and DSIF. Several reports have demonstrated that CBCA and NELF/DSIF play roles in terminating the transcription of snRNA and RDH genes^14,15,19^. In addition, we found that LEC copurified with HLF and Integrator, which are 3′-processing factors for the snRNA and RDH genes, respectively. Consistent with these results, we observed that components of Mediator, LEC, NELF, and HLF are colocalized at Cajal bodies, which are involved in transcription regulation of snRNA and RDH genes^7,19,31,34,38,49^. Super-resolution imaging revealed that Mediator and LEC formed similar structures in Cajal bodies, consistent with our proposal that Mediator and LEC play a role in transcription termination of non-polyadenylated genes at Cajal bodies. Of note, knockdown of ICE1 in cells decreased the recruitment of HLF to RDH genes and Integrator to snRNA genes. Based on our findings, we propose a model in which MED26 and LEC regulate termination of snRNA genes and RDH transcripts. In this model, LEC is recruited by MED26 to the gene. At the termination step of transcription, LEC binds to CBCA, NELF, and DSIF and inhibits the reading through of Pol II at the genes. Then, LEC recruits HLF or Integrator to the RDH or snRNA genes, respectively, to promote their 3′-end processing. Our results indicate that MED26 plays a role in the recruitment of LEC to specifically regulate the genes encoding non-polyadenylated transcripts. Considering that MED26 is a metazoan-specific subunit of the Mediator complex and conserved from *Drosophila melanogaster* to humans, but is not present in yeast, we expect that the mechanism uncovered in our study machinery is metazoan-specific.

Prior studies have provided evidence that yeast Mediator subunit MED18 contributes to recruitment of the cleavage and polyadenylation factors Rna15 and Pta^50^ and proper transcription termination at several genes. Our results showing that MED26 also promotes transcription termination and 3′ processing at snRNA and RDH genes, through the recruitment of LEC, provides further support for the idea that Mediator can modulate transcriptional events distal from the promoter.

This study and our previous research raise the possibility that NTD of MED26 plays a role in the recruitment of SEC to a subset of genes encoding mRNAs containing poly(A) tails and LEC to a subset of genes encoding mRNAs lacking poly(A). However, this hypothesis does not completely explain the mechanisms by which target genes of SEC and LEC are determined because EAF directly interacts with NTD of MED26 and is a shared component of both SEC and LEC^23,24^. It is conceivable that other components of SEC or LEC also contribute to determination of the target genes of SEC or LEC. A recent study showed that ENL, a component of SEC, functions as a chromatin reader and binds to H3K27ac and H3K9ac of the promoter via YEATS domain of ENL^51^. It is thought that MED26 and ENL cooperatively contribute to SEC recruitment to the target genes. It is also possible that an interactor or component of LEC functions as a chromatin reader and helps MED26 recruit LEC to its targets, including snRNA and RDH genes.

Our results indicate that LEC recruits HLF or Integrator and promotes the 3′-processing of RDH or snRNA transcript, respectively. However, it remains unclear how LEC recruits two distinct complexes to the different genes. In RDH genes, the stem-loop region located at the 3′ end of pre-mature mRNA is bound by SLBP and HDE is recognized by U7 snRNP^6,7^. Considering that SLBP and U7 snRNP can help to recruit HLF to genes^6,8^, it is speculated that LEC, SLBP, and U7 snRNP cooperatively recruit HLF to RDH genes. It has been shown that histone mRNAs are only stable during the S phase, because SLBP, which is only present during the S phase, binds to the stem-loop structure of RDH transcripts to prevent RDH mRNAs from undergoing degradation during the S phase^7^. Degradation of SLBP by the ubiquitin-proteasome system outside the S phase is associated with disappearance of histone mRNAs outside the S phase^47,48^. Furthermore, our plasmid-based assay revealed that replacement of a non-polyadenylated gene promoter (HIST1H1C promoter) with a polyadenylated gene promoter (CMV promoter) resulted in increased levels of read-through RDH transcripts and proteins. Considering that SLBP copurified with ICE1 (Fig. 6a) and was shown to be a component of CBCA-NELF-DSIF^19^, our results raise the possibility that MED26-containing Mediator and LEC play a role in interfering with polyadenylation of RDH mRNAs to prevent harmful production of free histone proteins in cells outside the S phase^43,45^. In the case of snRNA genes, it has been shown that the 3′-box element located at the 3′ end of pre-mature snRNAs is bound by Integrator^5,13^, indicating that LEC and the 3′-box element help to recruit Integrator to snRNA genes. In addition, substitution of the snRNA promoter with the actin promoter was shown to interfere with proper 3′-end formation of snRNA genes in *Drosophila*, indicating that the promoter is also required for proper transcription termination of snRNA genes^40^.

Based on our findings and previous reports, we propose a model in which (i) MED26 recruits LEC to snRNA and RDH genes and plays a role in transcription processes, including initiation and elongation, (ii) LEC binds to CBCA and NELF/DSIF to increase Pol II termination, and (iii) LEC promotes the 3′ processing of RDH or snRNA genes through the recruitment of HLF or Integrator, respectively.

## Methods

### Cell culture and cell lines

Human embryonic kidney 293T (HEK293T) cells and derivatives, HeLa S3 cells and their derivatives, and Flp-In 293 cells (Invitrogen, Carlsbad, CA) and their derivatives were cultured under an atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s medium (Sigma-Aldrich Corp., St. Louis, MO) supplemented with 10% (v/v) fetal bovine serum (Invitrogen), 55 μM β-mercaptoethanol (Gibco, Grand Island, NY), 2 mM l-glutamine, penicillin (10 U ml^−1^), and streptomycin (0.1 mg ml^−1^). No mycoplasma contamination in these cell lines was confirmed using a PCR Detection Kit (EZ-PCR™ Mycoplasma Detection Kit, Cat# 20-700-20; Biological Industries, CT, USA). Flp-In 293 cells stably expressing FLAG-tagged ICE1 and AF9 were generated previously^24^. The MED26 hypomorphic HEK293T cell line D2G8 was generated by applying two small guide RNAs (sgRNAs) complementary to regions of exon 3 in the MED26 gene to induce random sequence insertions and/or deletions. Both strands (sense and antisense) of sgRNA sequences targeting MED26 were chemically synthesized, annealed, phosphorylated using T4 polynucleotide kinase (NEB, #0201S), and ligated into the *Bbs*I site downstream of the U6 promoter in pX458/459 plasmids (Addgene, #48138/48139). Oligonucleotide sequences corresponding to the guide RNAs are included in the list of oligonucleotides in Supplementary Information. CRISPR-mediated mutagenesis was performed essentially as described^52^. The resulting MED26 hypomorphic clonal cell line, D2G8, contains an allele with a 140 bp deletion that removes sequences encoding MED26 NTD helix 4, which is critical for interaction with SEC and LEC components EAF1 or EAF2^23,53^. It also contains alleles with frameshift deletions in exon 3 that prevent expression of full-length MED26 but that contain in-frame CUG codons, which can support cryptic CUG/leucine initiation^54^, upstream of the most N-terminal MED26 peptide identified in Mediator enriched from these cells (Supplementary Fig. 4). HCT116 cells (ATCC, CCL-247) and HCT116-MED26-AID were cultured in McCoy’s 5A medium supplemented with 10% fetal bovine serum, penicillin–streptomycin (100 U ml^−1^ each), and Glutamax. HCT116-MED26-AID cells were additionally supplemented with puromycin (10 μg ml^−1^) and hygromycin (100 μg ml^−1^). The HCT116-MED26-AID cell line was established as described^55^. Briefly, HCT116 cells expressing auxin-dependent F-box protein TIR1 (HCT116-OsTIR1 cells) were generated by introducing OsTIR1 into the AAVS1 safe harbor locus in HCT116 cells by co-transfecting pMK232 (CMV-OsTIR1-PURO) and AAVS1 T2 CRISPR in pX330. After isolation of puromycin-resistant clones, OsTIR1 expression was confirmed by immunoblotting. The AID-hygromycin cassette in pMK287 (mAID-Hygro) was modified by inserting a DNA fragment encoding a linker sequence (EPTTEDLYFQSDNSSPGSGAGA) at its 5′ end to create linker-AID-hygromycin cassette. Standard molecular biology methods were used to generate a donor fragment for CRISPR-mediated homologous recombinational insertion of the linker-AID-hygromycin cassette at the 3′ end of the MED26 coding sequence in chromosome 19. HCT116-OsTIR1 cells were co-transfected with the donor fragment and pX459 derivative encoding Med26 gRNA (GUCGAUCCGCACGGCGACGAC). After hygromycin clonal selection, correct insertion of the linker-AID-hygromycin cassette into both Med26 alleles was confirmed by PCR and sequencing. pMX232 (Addgene, #72834), AAVS1 T2 CRISPR in pX330 (Addgene, #72833), and pMX287 (Addgene, #72825) were gifts from Masato Kanemaki, and pX459 (Addgene #62988) was a gift from Feng Zhang. To synchronize the cell cycle at the S phase, we cultured wild-type and MED26 hypomorphic HEK293T cells in medium containing 3 µg ml^−1^ APH (A0781; Sigma-Aldrich Corp.) for 24 h. The cells were subsequently released from the S phase by exchanging the medium and harvested at specified times.

### siRNA transfection

HEK293T cells in six-well tissue culture plates (~1 × 10^5^ cells per well) or 10-cm dishes (~2 × 10^6^ cells per dish) were transfected with 50 nM siRNAs targeting human MED26 (#1, s18074; #2, s18075; #3, s18076; Ambion/Life Technologies, ON-TARGET plus SMART pool, L-011948-00, Dharmacon, Pittsburgh, PA), siRNA targeting human ICE1 (ON-TARGET plus SMART pool, L-024272-02; Dharmacon), siRNA targeting human AFF4 (ON-TARGET plus SMART pool, L-020276-00; Dharmacon), siRNA targeting human CDK9 (ON-TARGET plus SMART pool, L-003243-00; Dharmacon), or with 50 nM siGENOME NON-TARGETING siRNA Pool #2 (D-001206-14; Dharmacon) using Lipofectamine™ RNAiMAX Transfection Reagent (Invitrogen).

### Production of recombinant proteins

N-terminally 6× His- and FLAG-tagged SLBP, CBP80, and CBP20 and N terminally 6× His- and HA-tagged ICE1-NL (1-1190) were subcloned into pFastBac HTb (Life Technologies, Carlsbad, CA) and expressed singly or together with the BAC-to-BAC system (Clontech).

### Western blotting

Anti-FLAG M2 antibodies (1:2000 dilution; Sigma-Aldrich Corp.), anti-HA antibodies (1:2000 dilution; Covance, Princeton, NJ), anti-MED26 antibodies (1:1000 dilution, sc-48776 X; Santa Cruz Biotechnology, Santa Cruz, CA), anti-MED26 antibodies (1:1000 dilution, 14950S; Cell Signaling), anti-MED1 antibodies (1:1000 dilution, sc-5334 X; Santa Cruz), anti-MED23 antibodies (1:1000 dilution, A300-425A; Bethyl Laboratories), anti-ICE1 antibodies (1:200 dilution, HPA054452; Sigma-Aldrich Corp.), anti-CBP80 antibodies (1:1000 dilution, 24964S; Cell Signaling Technology, Beverly, MA), anti-CBP20 antibodies (1:200 dilution, sc-48793; Santa Cruz), anti-ZC3H18 antibodies (1:1000 dilution, A304-682A; Bethyl Laboratories, Montgomery, TX), anti-ARS2 antibodies (1:1000 dilution, ab192999; Abcam, Cambridge, UK), anti-SLBP antibodies (1:1000 dilution, RN045P; Medical & Biological Laboratories Co., Ltd., Nagoya, Japan), anti-NELFb antibodies (COBRA1, D6K9A, #14894S; Cell Signaling Technology), anti-NELFe antibodies (1:200 dilution, ab170104; Abcam), anti-Symplekin antibodies (1:1000 dilution, ab80274; Abcam), anti-CPSF1 antibodies (1:200 dilution, ab81552; Abcam), anti-CSTF50 antibodies (1:1000 dilution, A301-250A; Bethyl Laboratories), anti-CSTF64 antibodies (1:1000 dilution, A301-092A; Bethyl Laboratories), anti-CPSF3 (CPSF73) antibodies (1:200 dilution, A301-091A; Bethyl Laboratories), anti-INTS4 antibodies (1:1000 dilution, ab75253; Abcam), anti-INTS9 antibodies (1:1000 dilution, 13945S; Cell Signaling Technology), anti-ZC3H8 antibodies (1:1000 dilution, ab97821; Abcam), anti-CDK9 antibodies (1:200 dilution, sc-13130; Santa Cruz), anti-nucleolin antibodies (1:1000 dilution, ab13541; Abcam), and anti-AFF4 antibodies (1:1000 dilution, A302-538A; Bethyl Laboratories) were used in western blots. As secondary anibodies, anti-mouse IgG antibodies (1:2000 dilution, A4416; Sigma), anti-rabbit IgG antibodies (1:3000 dilution, NA9340V; GE Healthcare), anti-goat IgG antibodies (1:3000 dilution, A4174; Sigma), anti-rabbit IgG antibodies (Dylight 800, 611-145-122; Rockland Immunochemicals Inc., PA), and anti-mouse IgG antibodies (Dylight 800, 610-145-121; Rockland Immunochemicals Inc.) were used.

### Immunoprecipitation and affinity purification

Protein complexes were purified from nuclear extract fractions of cell lines stably expressing FLAG-tagged proteins using anti-FLAG M2 agarose (E2220, Sigma-Aldrich Corp.)^24^. Briefly, nuclear extracts and S100 fractions were prepared in the presence of Benzonase® Nuclease (E8263; Sigma-Aldrich Corp.), basically in accordance with the method of Dignam et al.^56^ from parental HeLa cells or HEK293 FRT cells stably expressing FLAG-tagged proteins. Each of the nuclear extracts was incubated with 100 μl of anti-FLAG agarose beads for 2 h at 4 °C. The beads were washed five times with a 100-fold excess of a buffer containing 50 mM HEPES-NaOH (pH 7.9), 0.15 M NaCl, 0.1% Triton X-100, and 10% (v/v) glycerol and then eluted with 100 μl of a buffer containing 0.1 M NaCl, 50 mM HEPES-NaOH (pH 7.9), 0.05% Triton X-100, 10% (v/v) glycerol, and 0.25 mg ml^−1^ FLAG peptide. Endogenous ICE1-interacting proteins were affinity-purified using anti-ICE1 antibodies #1 (HPA054452; Sigma-Aldrich Corp.) or #2 (A304-276A; Bethyl Laboratories). Nuclear extracts of HEK293T cells were incubated with 10 μg of normal rabbit IgG (PM035; Medical and Biological Laboratories, Nagoya, Japan) or each of the ICE1 antibodies bound to protein A magnetic beads (161-4011; Bio-Rad, Hercules, CA) for 2 h at 4 °C. After washing the beads with a buffer (40 mM HEPES-NaOH, pH 7.9, 0.15 M NaCl, 0.1% Triton X-100), the immunoprecipitates were eluted from the beads by addition of sodium dodecyl sulfate (SDS) sample buffer and subjected to SDS-–polyacrylamide gel electrophoresis (SDS-PAGE) and western blot analysis.

### MudPIT analysis

FLAG immunoaffinity- (Fig. 5c) or glutathione affinity- (Supplementary Fig. 4) purified proteins and negative controls were treated with benzonase and trichloroacetic acid precipitated before analysis by MudPIT^57,58^. After denaturation, reduction, and alkylation, proteins were digested with endoproteinase LysC followed by trypsin (Promega). Peptides mixtures were analyzed through 10 multidimensional liquid chromatography steps implemented on a quaternary Agilent 1100 series HPLC in line with a Thermo linear ion trap mass spectrometer. Tandem mass (MS/MS) spectra acquired for the analyses of proteins purified by glutathione affinity (Supplementary Fig. 4) were interpreted using SEQUEST (v. 27)^59,60^ against a database of non-redundant human proteins downloaded from NCBI on 3-25-2015. The MS/MS dataset acquired for the analyses of proteins purified by FLAG immunoaffinity (Fig. 5c) were interpreted using ProLuCID (v. 1.3.3)^60^, against a database of NR proteins downloaded from NCBI on 6-10-2016. Both databases were complemented with sequences from usual contaminants (human keratins, IgGs, proteolytic enzymes). To estimate FDRs, each sequence was randomized keeping amino acid composition and length the same, and the resulting “shuffled” sequences were added to the forward sequences and searched at the same time. Mass tolerance for both precursor and fragment ions were set at 3 a.m.u. and 800 p.p.m. in the SEQUEST and ProLuCID searches, respectively, and to account for alkylation by CAM, 57 Da were added statically to the cysteines. The SEQUEST searches were performed without any peptide end requirements and differential modifications, while the ProLuCID searches were set up against a preprocessed database of tryptic peptides with K/R at both ends and with a differential modification of +16 Da on methionine residues. No maximum number of missed cleavages were specified. Peptide/spectrum matches were sorted and selected using DTASelect/CONTRAST (v. 1.9)^61^ in combination with an in-house software, *swallow* (v. 0.0.1, https://github.com/tzw-wen/kite), to filter spectra, peptides, and proteins at FDRs <0.5%. Combining all runs, proteins had to be detected by at least two such peptides or by one peptide with two independent spectra. To estimate relative protein levels, distributed normalized spectral abundance factors (dNSAFs) were calculated^57,62–64^. The dNSAF for a protein *k* is proportional to the amount of the protein present in the sample and is calculated by the formula:

1 $${\mathrm{dNSAF}}_i = \frac{{{\mathrm{dSAF}}_i}}{{\mathop {\sum}\nolimits_{i = 1}^N {{\mathrm{dSAF}}_i} }},$$

with

2 $${\mathrm{dSAF}}_i = \frac{{{\mathrm{uSpC}}_i + \frac{{{\mathrm{uSpC}}_i}}{{\mathop {\sum}\nolimits_{m - 1}^M {{\mathrm{uSpC}}_m} }} \times {\mathrm{sSpC}}_{it}}}{{{\mathrm{Length}}_i}},$$

in which shared spectral counts (sSpCs) are distributed based on spectral counts unique to each protein *i* (uSpC) divided by the sum of all unique spectral counts for the M protein isoforms that shared peptide *j* with protein *i*.

### ChIP assays

Cells from one 10-cm dish (~1 × 10^7^) of HEK293T cells grown to 80% confluence were used for immunoprecipitation. The cells were cross-linked with 2 mM DSG Crosslinker (c1104; ProteoChem, Loves Park, IL) in phosphate-buffered saline (PBS) for 30 min and then 1% formaldehyde in PBS for 20 min at room temperature. Then, the cells were resuspended and lysed in lysis buffer (0.2% or 0.5% SDS, 10 mM EDTA, 150 mM NaCl, 50 mM Tris-HCl, pH 8.0), and were then sonicated with a Bioruptor® Sonicator (Diagenode, Denville, NJ) 20 times for 30 s each at the maximum power setting to generate DNA fragments of ~150–500 bp. For Rpb1 ChIP, cells were cross-linked with 1% formaldehyde in PBS for 20 min at room temperature before quenching with glycine to a final concentration of 0.125 M, washed twice with ice-cold PBS, and resuspended in lysis buffer (15 mM HEPES, pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% NaDOC, 1% SDS, 0.5% *N*-lauroylsarcosine, 1 mM dithiothreitol (DTT) and 1:100 Protease inhibitor cocktail (Sigma). Mouse L cells (ATCC CRL-2648, 10% of human cell number) were added to the human cells as a spike-in control before sonication. Combined cells were sonicated using a Misonix 3000 sonicator at 4 °C using output 2.5 (9 w power) for 10 cycles (10 s ON/60 s OFF) to generate DNA fragments of ~150–500 bp. Sonicated chromatin was incubated at 4 °C overnight with 5–10 μg of normal IgG or specific antibodies. The specific antibodies used were as follows: MED26 (H-228, sc-48776 X; Santa Cruz), ICE1 (A304-276A; Bethyl Laboratories), ELL (A301-645A; Bethyl Laboratories), CPSF3 (A301-091A; Bethyl Laboratories), INTS9 (anti-RC74, A300-412A; Bethyl Laboratories), and Rpb1 (D8L4Y, 14958S; Cell Signaling Technology). Then, Dynabeads™ Protein A for Immunoprecipitation (10001D; ThermoFisher Scientific) was added and incubated for 2 h at 4 °C. The beads were washed two times with IP buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100), two times with high-salt buffer (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 2 mM EDTA, 1% Triton X-100), once with LiCl buffer (250 mM LiCl, 20 mM Tris-HCl, pH 8.0, 1 mM EDTA, 1% Triton X-100, 0.1% NP40, and 0.5% NaDOC), and two times with TE buffer. Bound complexes were eluted from the beads with 100 mM NaHCO_3_ and 1% SDS by incubation at 50 °C for 30 min with occasional vortexing. Crosslinking was reversed by overnight incubation at 65 °C. Immunoprecipitated DNA and input DNA were treated with RNase A and proteinase K by incubation at 45 °C. DNA was purified using the QIAquick PCR Purification Kit (28106; Qiagen) or MinElute PCR Purification Kit (28006; Qiagen). Immunoprecipitated and input material was analyzed by qPCR. The ChIP signal was normalized to the total input. Three biological replicates were performed for each experiment. Primer sets are detailed in the Supplementary Information.

### ChIP-seq and gene annotation

Sequencing reads were acquired through primary Solexa image analysis. Filtered reads were then aligned either to the human genome (hg38) for MED26 ChIP or to an mm10-hg38 combined genome for Rpb1 ChIP using the Bowtie alignment tool. Only those sequences that matched uniquely to the genome with up to two mismatches and mapped to fewer than three locations were retained for subsequent analyses. Sequence reads for each ChIP-sequence dataset and its associated whole-cell extract controls were used for input. ChIP-seq genome browser tracks depict the average sequence reads from duplicate ChIPs. The public data were downloaded from GEO database with accession ID GSE47938. Reads were aligned to human genome hg38 using Bowtie2 (version 2.2.4) with default settings. Peaks were called using MACS2 callpeak (version 2.1.1), default parameter, based on the corresponding input samples. Peaks with *q*-score <1e − 4 were used for downstream analysis.

### RNA-seq analysis and RT-qPCR

Total RNA was isolated using miRNeasy Mini Kit (217004; Qiagen). For RT-qPCR, total mRNA was reverse transcribed using the iScript Select cDNA Synthesis Kit (1708897; Bio-Rad). The threshold cycle (Ct) values were determined by real-time PCR reactions using an Applied Biosystems StepOne Real-time PCR System and Power SYBR Green PCR Master Mix (Life Technologies) and normalized by subtracting the Ct value of the CT from the Ct value of the UT (∆Ct = Ct^UT^ − Ct^CT^). The relative unprocessed and total transcript levels were then calculated using 2^−∆Ct^. Primer sequences are listed in the Supplementary Information. For oligo-dT selection-based RNA-seq analysis or ribo-depleted RNA-seq analysis, 1 μg of total RNA was subjected to oligo-dT selection or depletion of ribosomal RNA using the Ribo-Zero Kit (MRZH11124; Illumina, CA), and libraries were prepared using the TruSeq RNA Sample Prep Kit (Illumina). Raw reads from sequencing were demultiplexed allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were then mapped to human genome hg38 with STAR aligner (version 2.5.3a) default settings, using Ensembl 87 gene annotation models. Transcripts per kilobase million values were then generated using RSEM (version 1.3.0) function rsem-calculate-expression with option –estimate-rspd. Differential gene expression analysis was performed using R (v. 3.22.3) package edgeR (v. 3.5.0). Genes with FDR <0.05 and absolute fold change >1.5 were included for downstream analysis.

### PRO-seq analysis

Nuclei were isolated from HEK293T cells and mutant cell lines^65,66^. Briefly, 25 million cells were collected and washed with ice-cold PBS. To reduce sample processing bias, *D. melanogaster* Kc167 cells (10% of human cell number) were added to each sample as a spike-in control. The combined cells were resuspended in cold douncing buffer (10 mM Tris-HCl, pH 7.4, 300 mM sucrose, 3 mM CaCl_2_, 2 mM MgCl_2_, 0.1% Triton X-100, 0.5 mM DTT, 1:100 Protease inhibitor cocktail (Sigma) and 4 U ml^−1^ RNase inhibitor; SUPERaseIN) and dounced 30 times until 90% of cells were lysed. Isolated nuclei were pelleted, washed with douncing buffer, and resuspended in ice-cold storage buffer (10 mM Tris-HCl, pH 8.0, 25% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, and 5 mM DTT) to 2 × 10^7^ nuclei per 100 µl. Nuclear run-on (NRO) assays were performed with biotin-11-NTPs. In all, 2 × 10^7^ nuclei per 100 µl were thoroughly mixed with equal amount of preheated 2 × NRO reaction mixture (10 mM Tris-HCl, pH 8.0, 5 mM MgCl_2_, 300 mM KCl, 1 mM DTT, 1% Sarkosyl, 50 µM each of Biotin-11-A/G/C/UTP (PerkinElmer), 0.8 U µl^−1^ RNase inhibitor) and incubated at 37 °C for 3 min in a heat block. Nascent RNA was extracted, purified, and fragmented by base hydrolysis in 0.2 N NaOH on ice for 10 min. After neutralization, fragmented nascent RNA was bound to Dynabeads™ M-280 Streptavidin magnetic beads (ThermoFisher Scientific) and incubated for 20 min at 4 °C. The beads were sequentially washed twice in high salt (2 M NaCl, 50 mM Tris-HCl, pH 7.4, 0.5% Triton X-100), twice in medium salt (300 mM NaCl, 10 mM Tris-HCl, pH 7.4, 0.1% Triton X-100), and once in low salt (5 mM Tris-HCl, pH 7.4, 0.1% Triton X-100) wash buffers. Biotinylated RNA was extracted from the beads and precipitated in ethanol. 3′ RNA adaptors were ligated to biotinylated RNA and a second round of biotin-streptavidin purification was performed. The mRNA cap was then removed and the reverse 5′ RNA adaptor ligated. After the third round of biotin-streptavidin purification, adaptor ligated nascent RNA was reverse transcribed (RT) into complementary DNA (cDNA) using RP1 primer. cDNA was amplified with index primers and amplicons of 140–350 bp were selected using the Pippen Prep (Sage Science, Software: v.5.8) instrument. Equimolar concentrations of library fractions were then pooled together and sequenced using a high-output flow cell on the Illlumina NextSeq 500 platform. Raw reads from sequencing were demultiplexed allowing up to one mismatch using Illumina bcl2fastq2 v2.18. The adaptor sequence was removed, and reads were trimmed to 36 bp. After reverse complementing, reads were aligned to the dm6-hg38 combined genome using Bowtie2 (version 2.2.4) with default settings. The last base pair of the reads was used to generate BigWig files for visualization in a genome browser and for downstream analyses.

### Immunostaining

HeLa cells grown on glass coverslips were fixed for 15 min at room temperature with 2% paraformaldehyde. Then, the cells were incubated for 15 min with PBST containing PBS and 0.5% Triton X-100. After blocking cells with PBS containing 10% normal goat serum, they were incubated at room temperature with primary antibodies to coilin (ab11822; Abcam) at 1:2000 dilutions, MED26 (D4B1, 14950S; Cell Signaling Technology) at 1:500 dilution, MED6 (sc-9433; Santa Cruz Biotechnology) at 1:100 dilution, MED24 (C-16, sc5338; Santa Cruz Biotechnology) at 1:100 dilution, NELFb (D6K9A, #14894; Cell Signaling Technology) at 1:100 dilution; CSTF64 (A301-092A; Bethyl Laboratories) at 1:100 dilution; AFF4 (A302-539A; Bethyl Laboratories) at 1:100 dilution; and ICE1 (KIAA0947) (A304-276A; Bethyl Laboratories) at 1:200 dilution in PBST containing 0.1% bovine serum albumin. The cells were then incubated with Alexa 488-labeled goat polyclonal antibody to mouse IgG at 1:1000 dilution, Alexa 555-labeled goat polyclonal antibody to rabbit IgG at 1:1000 dilution or Alexa 555-labeled rabbit polyclonal antibody to goat IgG at 1:1000 dilution (Life Technologies), covered with a drop of Prolong Gold antifade reagent (Invitrogen), and then photographed with a ZEISS LSM 700 Laser Scanning Microscope. Three-dimensional super-resolution images were acquired using a Leica TCS SP8 STED 3X Gated 660 system with a ×100 objective lens (HC PL APO CS2 ×100/1.40 NA OIL). The excitation was provided by a white light laser and the depletion was from a 660 nm STED laser with the three-dimensional slider adjusted to 60%, and the fluorescence signal was acquired using a Leica HyDTM in time-gated mode^39^. All images were deconvolved and arranged using the Huygens software (Scientific Volume Imaging B.V., The Netherlands) and Photoshop (Adobe, USA), respectively. Quantification of the number and signal intensity of the MED26 and ICE1 particles was performed using the ImageJ Fiji software.

### Construction of plasmids containing the *HIST1H1C* gene

A plasmid containing the *HIST1H1C* gene with the HIST1H1C promoter was generated as follows. We defined minus (−) as before the TSS and plus (+) as after the TSS. The TSS was assigned the position of +1. The *HIST1H1C* gene region comprising the promoter (from −801 to −1), *HIST1H1C* gene region (from +1(TSS) to +762(TES)), and downstream region of the gene (from +763 to +881) containing the stem loop and PAS was amplified by PCR using the genome of HEK293T cells as a template. To distinguish the protein from endogenous histone protein, a FLAG-tag sequence was added to the end of the *HIST1H1C* coding region by PCR and subcloned into pBluescript II KS (Supplementary Fig. 9a). A plasmid containing the *HIST1H1C* gene with the CMV promoter was generated as follows. The *HIST1H1C* gene region comprising the *HIST1H1C* gene region (from +1(TSS) to +762(TES)) and downstream region of the gene (from +763 to +881) was amplified by genomic PCR. To distinguish the protein from endogenous histone protein, a FLAG-tag sequence was added to the end of the *HIST1H1C* coding region by PCR and subcloned into the CMV promoter-containing pcDNA3.1 hygro (−) (Supplementary Fig. 9a).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

ChIP-seq, RNA-seq, and PRO-seq data for are deposited in GEO under accession GSE121024. The mass spectrometric datasets have been deposited to the ProteomeXchange via the MassIVE repository MSV000083465 [ftp://massive.ucsd.edu/MSV000083465]. Original data underlying parts of this study performed at the Stowers Institute can be downloaded from the Stowers Original Data Repository (http://www.stowers.org/research/publications/LIBPB-1361). Source data are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: The role of Mediator and Little Elongation Complex in transcription termination
**Source:** Nat Commun. 2020 Feb 26;11:1063. doi: 10.1038/s41467-020-14849-1
**Supplement:** Supplementary file 2 — Supplementary Information

## **Inventory of Supplementary Information of Takahashi et al.**

### **The role of Mediator and Little elongation complex in transcription termination**

Hidehisa Takahashi, Amol Ranjan, Shiyuan Chen, Hidefumi Suzuki, Mio Shibata, Tomonori Hirose, Hiroko Hirose, Kazunori Sasaki, Ryota Abe, Kai Chen, Yanfeng He, Ying Zhang, Ichigaku Takigawa, Tadasuke Tsukiyama, Masashi Watanabe, Satoshi Fujii, Midori Iida, Junichi Yamamoto, Yuki Yamaguchi, Yutaka Suzuki, Masaki Matsumoto, Keiichi I. Nakayama, Michael P. Washburn, Anita Saraf, Laurence Florens, Shigeo Sato, Chieri Tomomori-Sato, Ronald C. Conaway, Joan W. Conaway, Shigetsugu Hatakeyama

#### **Supplementary Figures**

Supplementary Figure 1 is related to Figure 1.  
Supplementary Figure 2 is related to Figure 2.  
Supplementary Figure 3 is related to Figure 3.  
Supplementary Figure 4 is related to Figure 4.  
Supplementary Figure 5 is related to Figure 4.  
Supplementary Figure 6 is related to Figure 4.  
Supplementary Figure 7 is related to Figure 5.  
Supplementary Figure 8 is related to Figure 9.  
Supplementary Figure 9 is related to Figure 10.

#### **Supplementary Methods**

Oligonucleotides information of primers used for qPCR analysis and CRISPR vector construction

#### **Supplementary References**

## Supplementary Figures

### Supplementary Figure 1

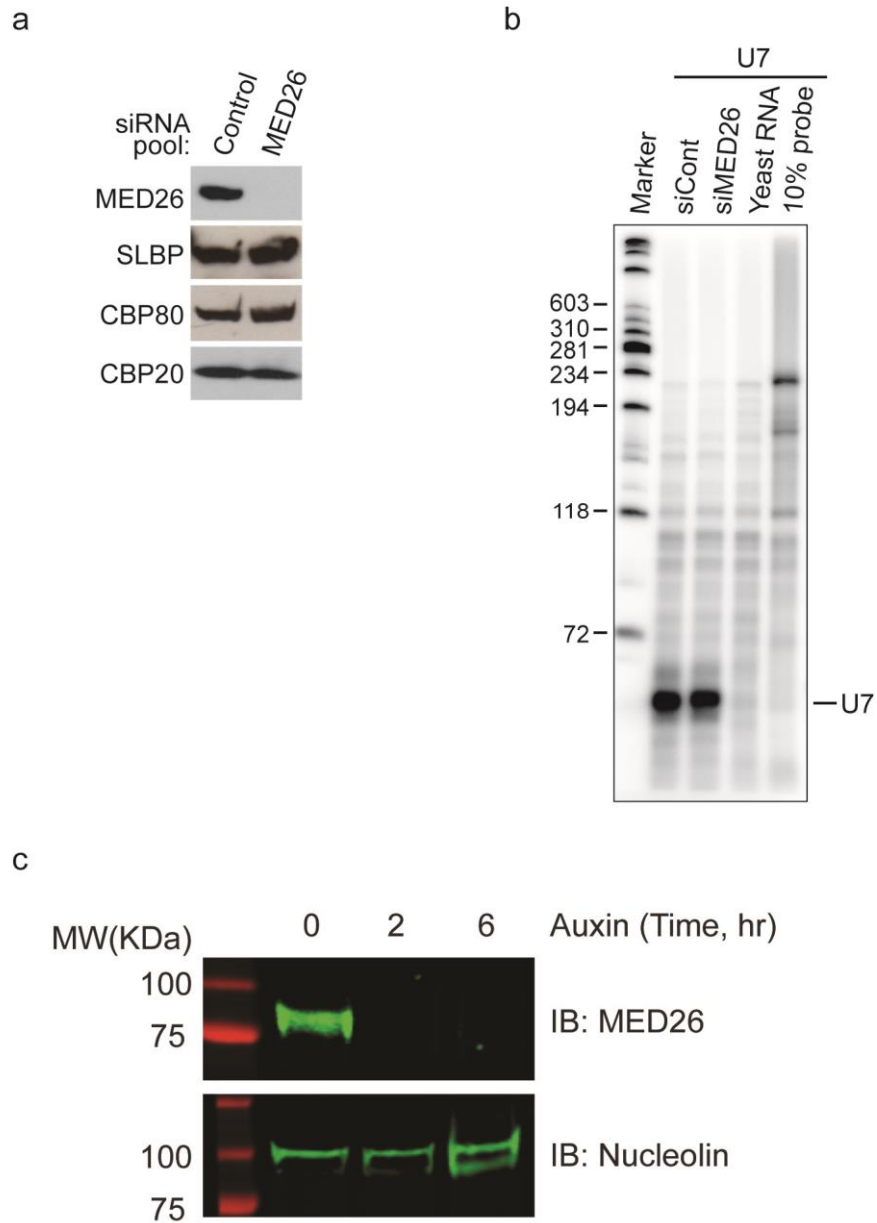

**Supplementary Figure 1. MED26 knockdown results in little change in the levels of transcription termination factors.** (a) Western blotting showing MED26, SLBP, CBP80, and CBP20 expression 48 h after transfection of nontargeting siRNA or siRNAs targeting MED26. (b) RNase protection assay of U7 snRNA. Knockdown of MED26 resulted in little change in the levels of U7 snRNA. (c) Western blotting showing MED26 and Nucleolin expression 2h or 6h after Auxin treatment of MED26-AID expressing cell lines.

Supplementary Figure 2

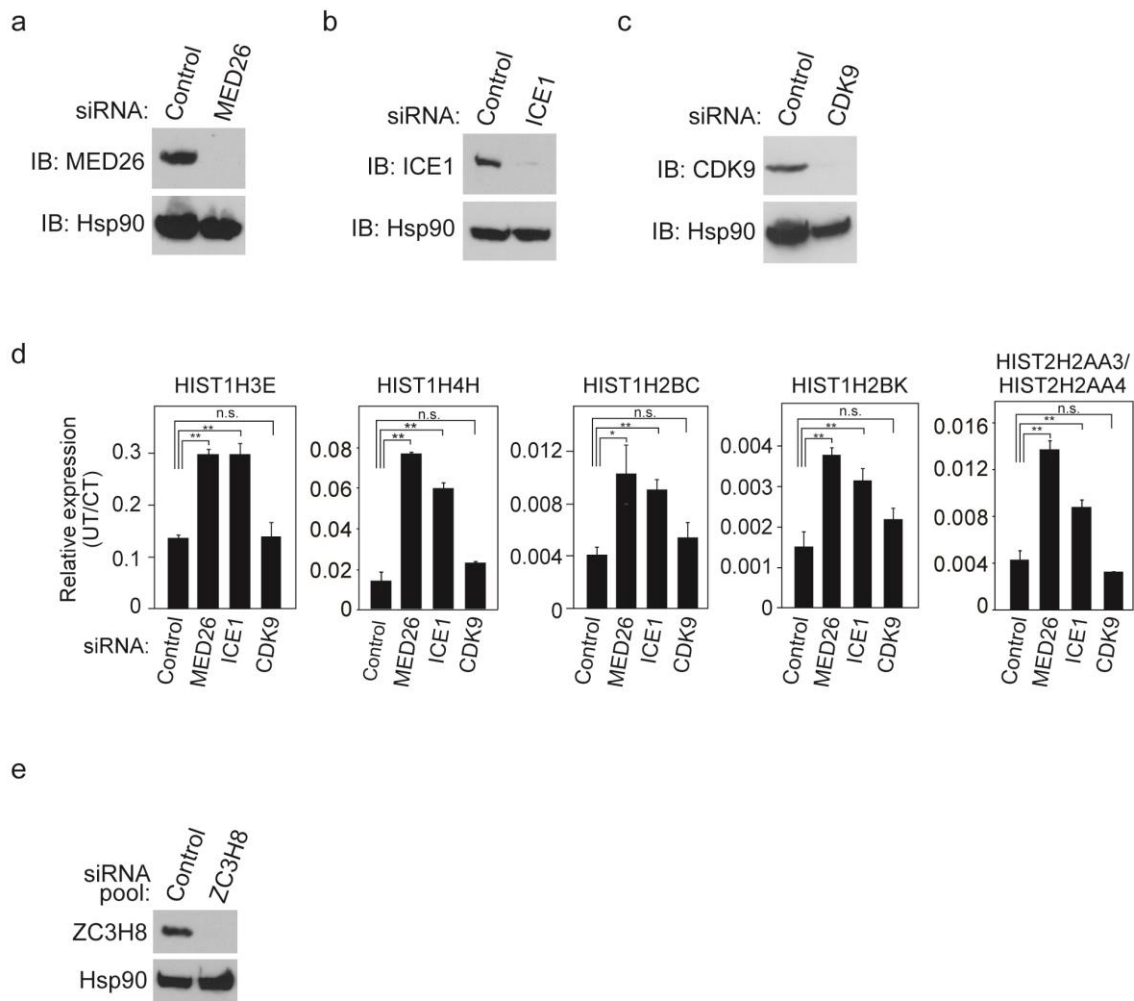

**Supplementary Figure 2. LEC, but not SEC, is required for efficient 3'-processing of RDH genes.** (a–c) Western blotting showing MED26, ICE1, CDK9, and Hsp90 expression 48 h after the transfection of nontargeting siRNA or siRNAs targeting each of MED26, ICE1, and CDK9. (d) Knockdown of MED26 and ICE1, but not CDK9, increased the ratio of unprocessed transcript (UT) and coding transcript (CT) of Replication-Dependent Histone (RDH) genes. Total RNAs were extracted from cells in which siRNA of each of control, MED26, ICE1, and CDK9 was transfected and the levels of the indicated transcripts were measured by real-time qPCR. Ct values were normalized to the coding transcript of the genes. Data points are the average of three independent experiments and error bars show standard deviation. The *P* values for the indicated comparisons were determined by Student's *t* test (\*, *P* < 0.05; \*\*, *P* < 0.01). n=3 biologically independent samples. (e) Western blotting showing ZC3H8 and Hsp90 expression 48 h after transfection of nontargeting siRNA or each of the siRNAs targeting ZC3H8.

Supplementary Figure 3

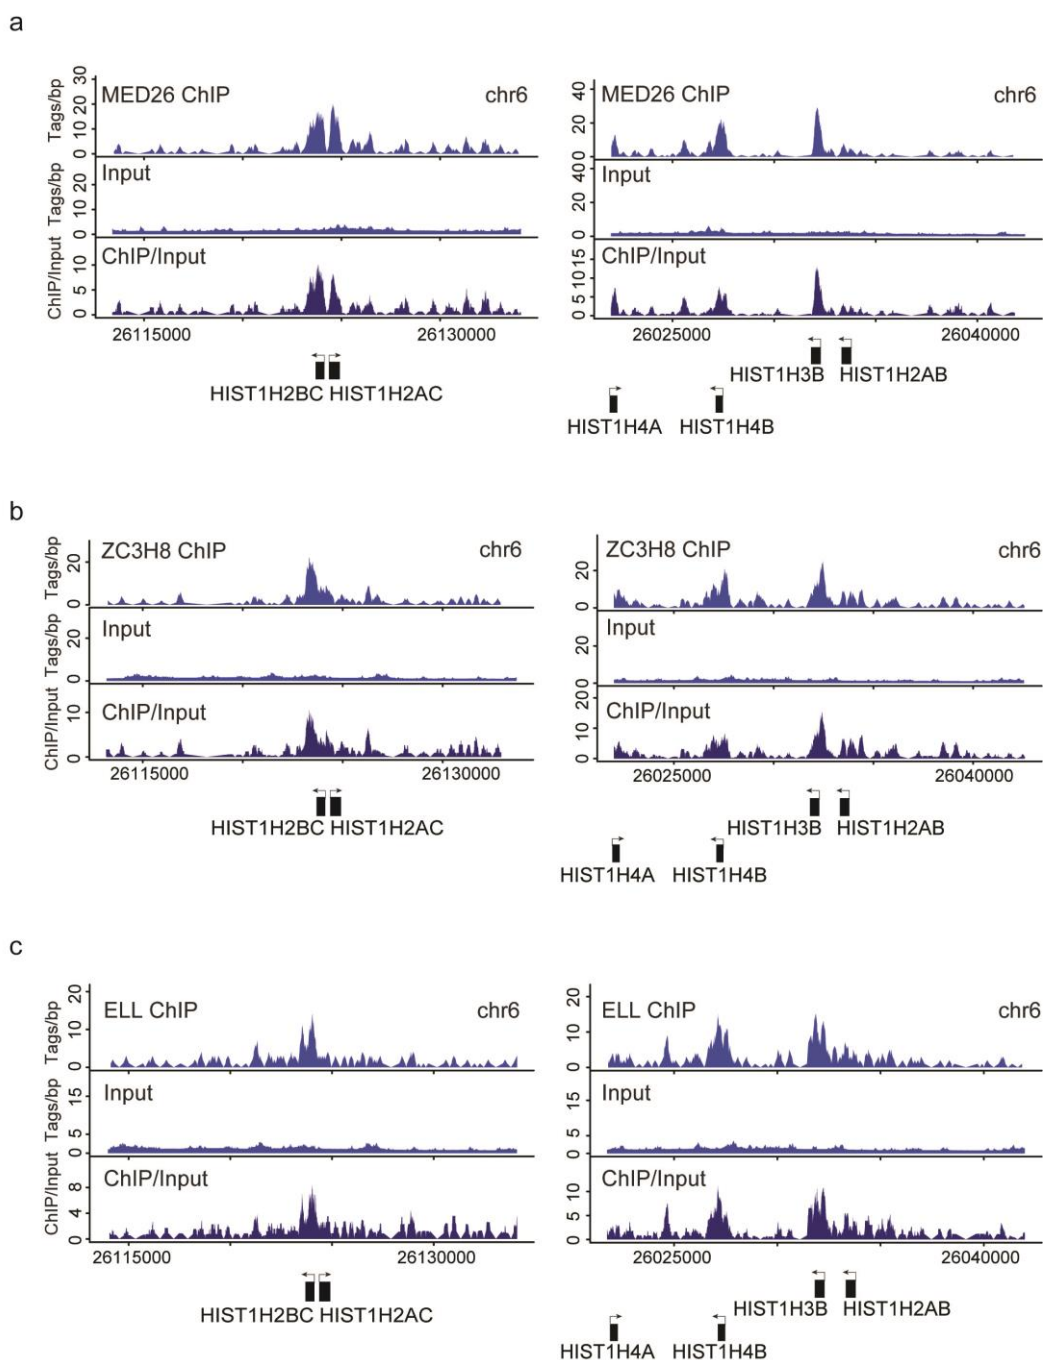

**Supplementary Figure 3. MED26 and LEC are present at RDH genes.** (a–c) Examples of ChIP-seq genome browser tracks showing the presence of MED26 (a), ZC3H8 (b), and ELL (c) at Replication-Dependent Histone (RDH) genes including *HIST1H2BC*, *HIST1H2AC*, *HIST1H3B*, *HIST1H2AB*, *HIST1H4A*, and *HIST1H4B*. ChIP-seq data of MED26 are from duplicate ChIP samples. ChIP-seq data of ELL and ZC3H8 are from encode data<sup>1</sup>.

Supplementary Figure 4

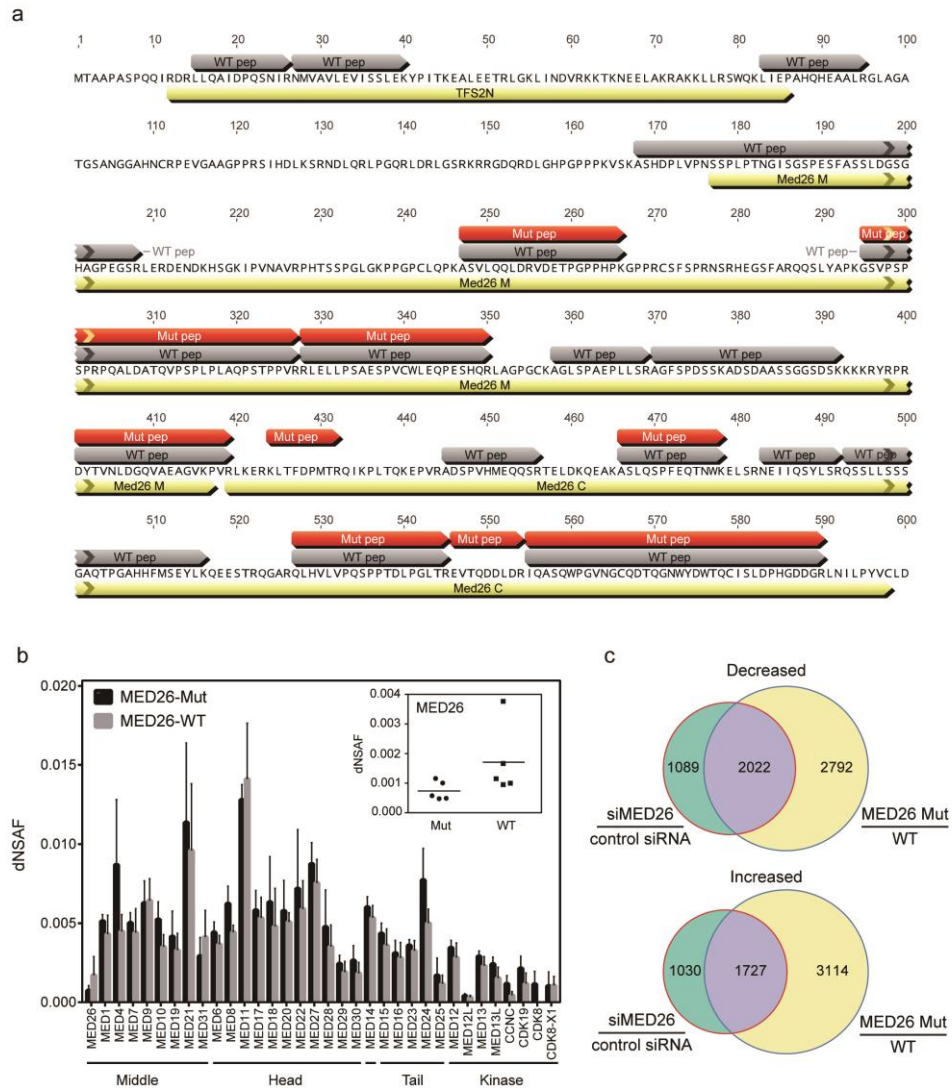

**Supplementary Figure 4. Mediator assembly from the MED26 NTD mutant cell line.** (a) MED26 sequence (NP\_004822.2) showing peptides identified in Mediator-enriched fractions from HEK293 cells expressing wild type or mutant MED26. WT pep, peptides from wild type cells; Mut pep, peptides from MED26 mutant cells. The yellow bars show the positions of annotated MED26 regions. MED26 C, MED26 C-terminal region that assembles into Mediator; MED26 M, MED26 middle region; TFS2N, TFIIS-like MED26 NTD that interacts with LEC and SEC. (b) Comparison of Mediator from wild type and MED26 mutant cells. Mediator was enriched from lysates of wild type or MED26 mutant HEK293T cells on glutathione-Sepharose, using a GST a fusion protein containing the Mediator-binding activation domain of ATF6 $\alpha$  (GST-ATF6 $\alpha$ [1-150]) and analyzed by MudPIT mass spectrometry as described<sup>2</sup>. In a MudPIT dataset, the number of spectra from peptides of that protein is a function of its length and abundance. The relative abundance of a protein in different samples can be estimated from a normalized spectral abundance factor, or dNSAF<sup>3</sup>. The graph shows the mean and standard deviation of Mediator subunit dNSAFs from 5 independent affinity purifications. (c) Venn diagram showing overlap between genes that exhibit significant up- or down-regulation ( $FDR \leq 0.05$ ) after siRNA-mediated knockdown of MED26 or MED26 mutation, out of a total of 16,005 genes measured. The overlap in both cases is highly significant (hypergeometric tests of overlap,  $p \approx 0$ ).

Supplementary Figure 5

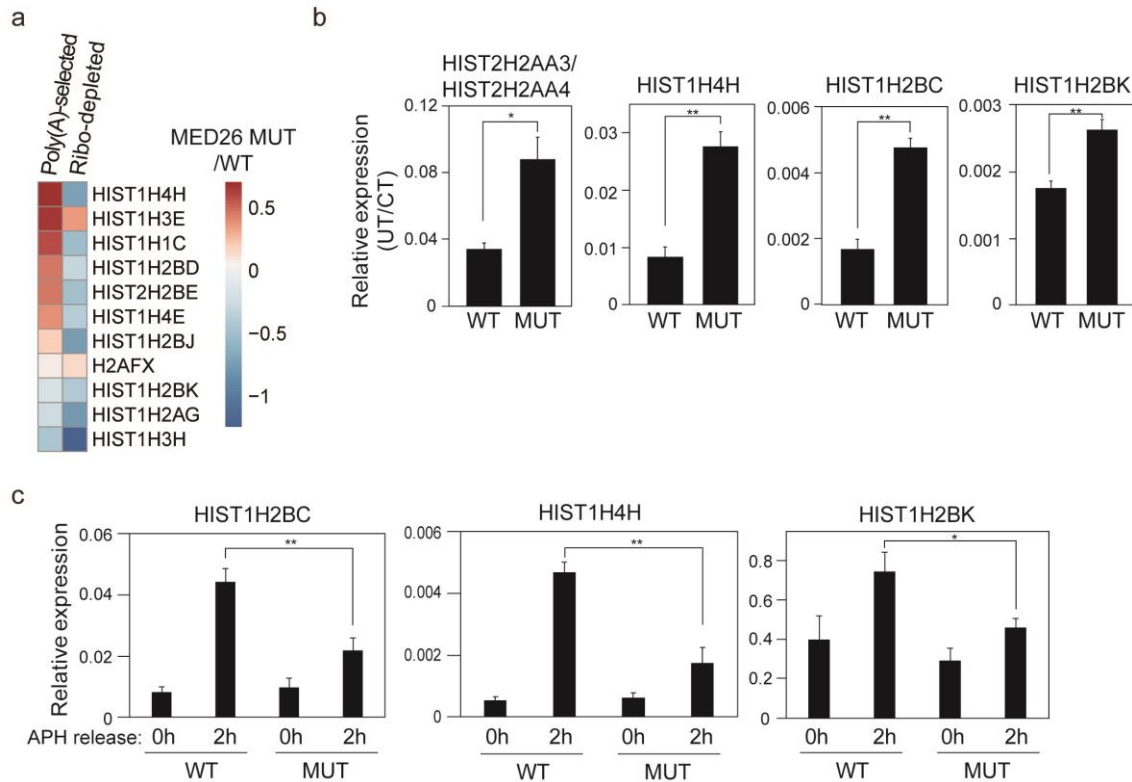

**Supplementary Figure 5. The effect of MED26 NTD deletion on RDH genes transcription.** (a) Heat map showing the differences in transcript abundance in wild-type (WT) and MED26 hypomorphic mutant (MUT) HEK293T cells ( $\log_2$  MED26 MUT/WT), determined by RNA-seq of poly A-selected or ribo-depleted libraries. (b) The ratio of unprocessed transcripts (UT) and coding transcripts (CT) of RDH genes was increased in MED26 hypomorphic mutant (MUT) cells compared with wild-type cells. Data points are the mean of three independent experiments and error bars show the standard deviation. The  $P$  values for the indicated comparisons were determined by Student's  $t$  test (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ).  $n=3$  biologically independent samples. (c) Induction of RDH genes at S-phase was decreased in MED26 hypomorphic mutant cells. Wild-type (WT) and hypomorphic mutant (MUT) HEK293T cells were arrested at S-phase by aphidicolin (APH). After release from S-phase by removing APH, the cells were harvested at the indicated time. Total RNA was extracted from the cells and the ratio of RDH transcripts to GAPDH transcripts was measured by real-time qPCR. Data points are the mean of three independent experiments and error bars show the standard deviation. The  $P$  values for the indicated comparisons were determined by Student's  $t$  test (\*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ).  $n=3$  biologically independent samples.

Supplementary Figure 6

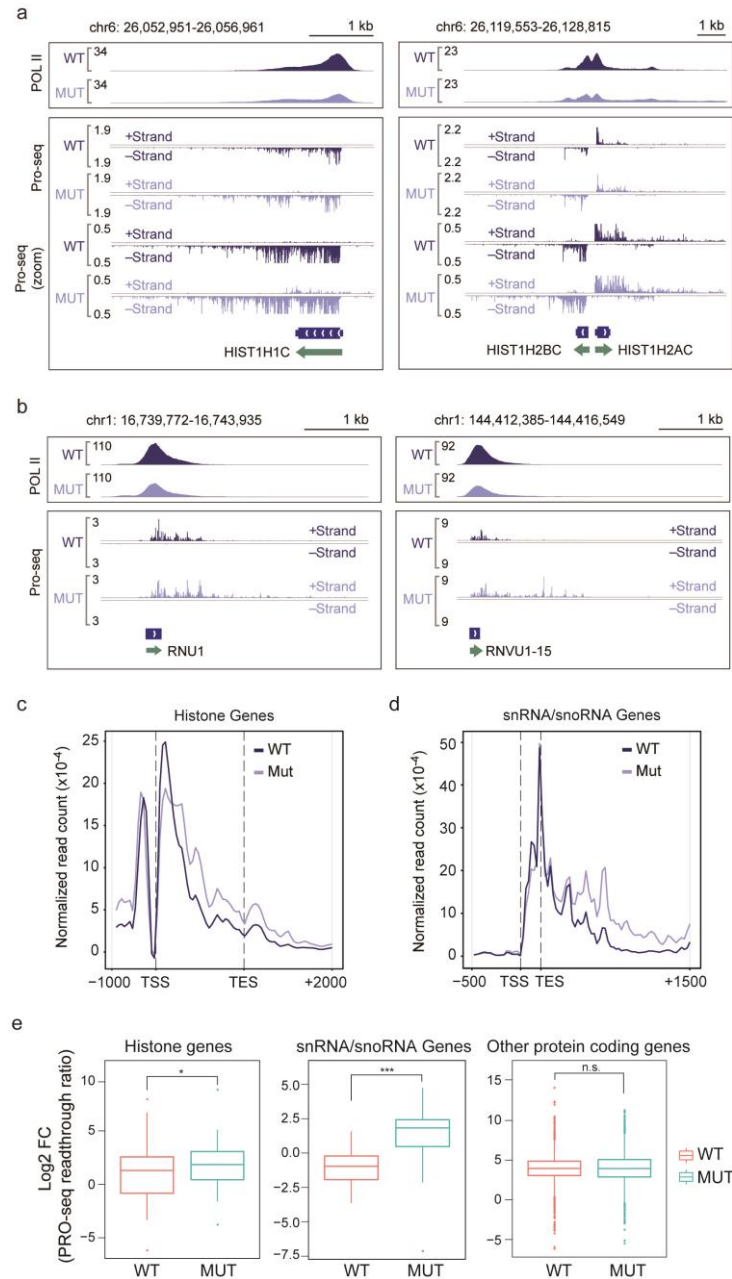

**Supplementary Figure 6. Increased read-through transcripts of RDH genes and small nuclear RNA (snRNA) genes in cells expressing a MED26 hypomorph.** (a, b) Precise run-on sequence analysis using HEK293T cells and mutant (MUT) cells. PRO-Seq genome browser tracks showing examples of Replication-Dependent Histone (RDH) genes (a) and snRNA genes (b) from wild-type or MED26 hypomorphic mutant cells. (c) Average gene plots of PRO-seq reads at RDH genes, showing increased PRO-seq reads downstream of TES in MED26 hypomorphic mutant (MUT) cells. (d) Average gene plots of PRO-seq reads at LEC-occupied snRNA and snoRNA genes, showing increased read-through transcripts in MED26 mutant (MUT) cells. (e) Calculation of PRO-seq readthrough ratios of transcripts for RDH, snRNA, snoRNA, and other protein-coding genes in HEK293T cells and MED26 hypomorphic mutant (MUT) cells. The  $P$  values for the indicated comparisons were determined by Student's  $t$  test (\*,  $P < 0.07$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ). n.s.; not significant. Center line of each box plot represents the median. Upper fence and lower fence of each box plot represents upper and lower quartiles, respectively. The range of each whisker represents 1.5 times the interquartile range.

Supplementary Figure 7

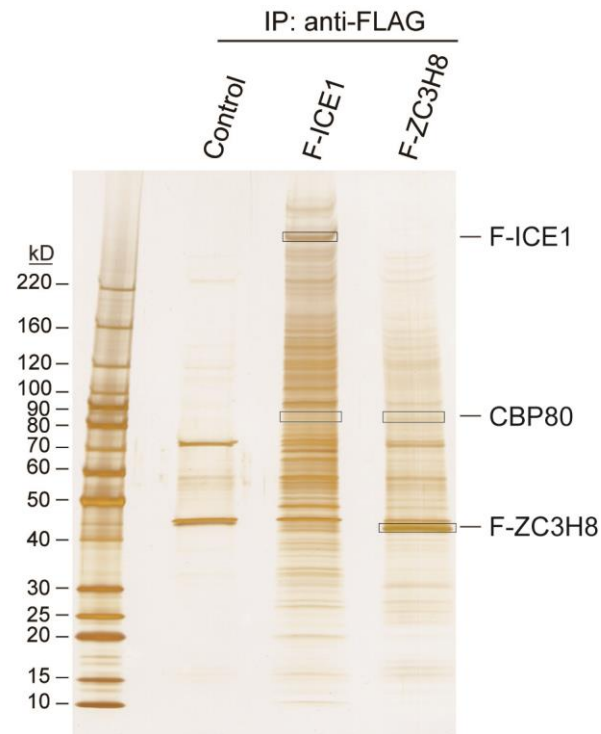

**Supplementary Figure 7. Silver staining of F-ICE1 and F-ZC3H8 binding proteins purified by anti-FLAG affinity chromatography.** The bands enclosed in the square were cut out from the gels and subjected to mass spectrometry analysis. The proteins identified by mass spectrometry are indicated.

Supplementary Figure 8

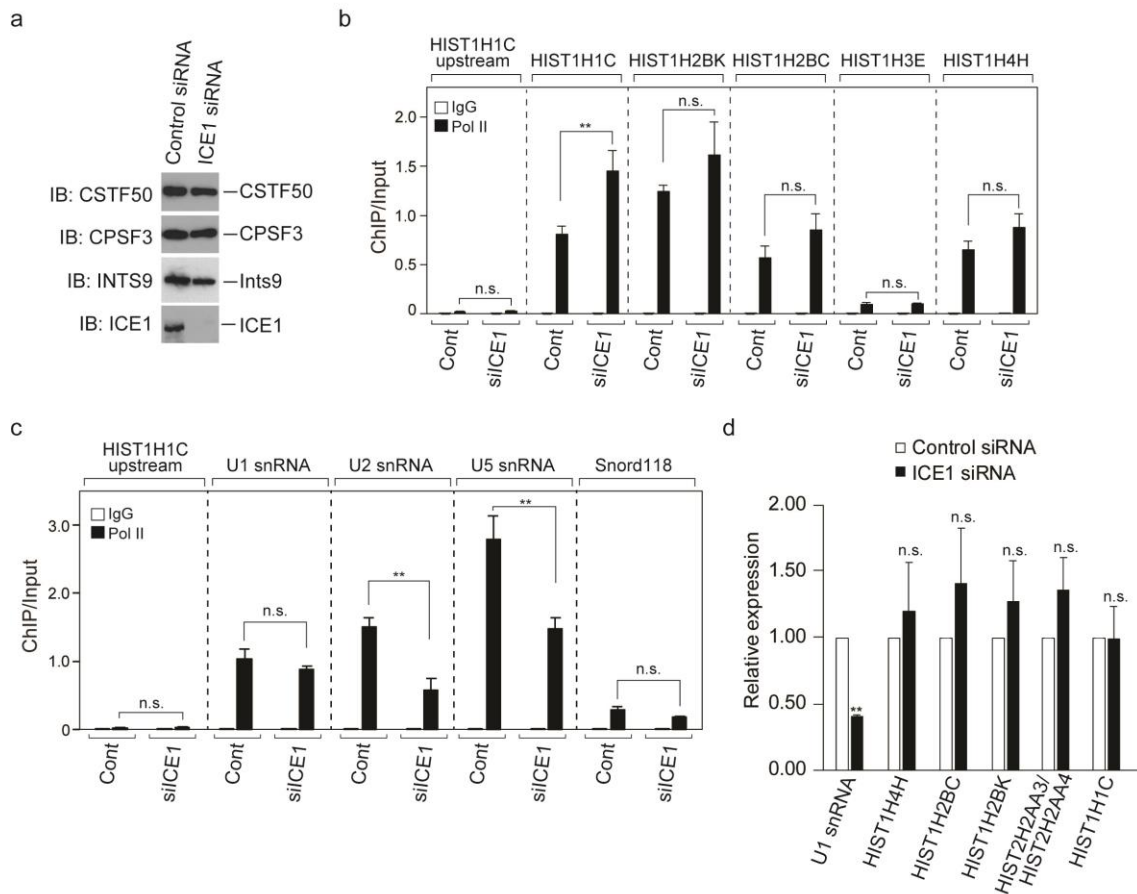

**Supplementary Figure 8. Effect of ICE1 knockdown on occupancy of Pol II at RDH and snRNA genes.** (a) Knockdown of ICE1 did not affect the expression of CSTF50, CPSF73, and INTS9. Western blotting analysis showed CSTF50, CPSF73, INTS9, and ICE1 expression at 48 h after transfection of non-targeting siRNA or siRNAs targeting ICE1. (b) Knockdown of ICE1 did not affect the occupancy of Pol II at RDH genes. The Ct values of each ChIP were normalized by that of the input. Each value is the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student's *t* test (\*, *P* < 0.05; \*\*, *P* < 0.01). *n*=3 biologically independent samples. (c) Knockdown of ICE1 moderately decreased the occupancy of Pol II at snRNA genes. The Ct values of each ChIP were normalized by that of the input. Each value is the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student's *t* test (\*, *P* < 0.05; \*\*, *P* < 0.01). *n*=3 biologically independent samples. (d) Knockdown of ICE1 did not affect the total transcripts of RDH genes, but moderately decreased the total transcripts of the U1 snRNA gene. Data points are the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student's *t* test (\*, *P* < 0.05; \*\*, *P* < 0.01). *n*=3 biologically independent samples.

Supplementary Figure 9

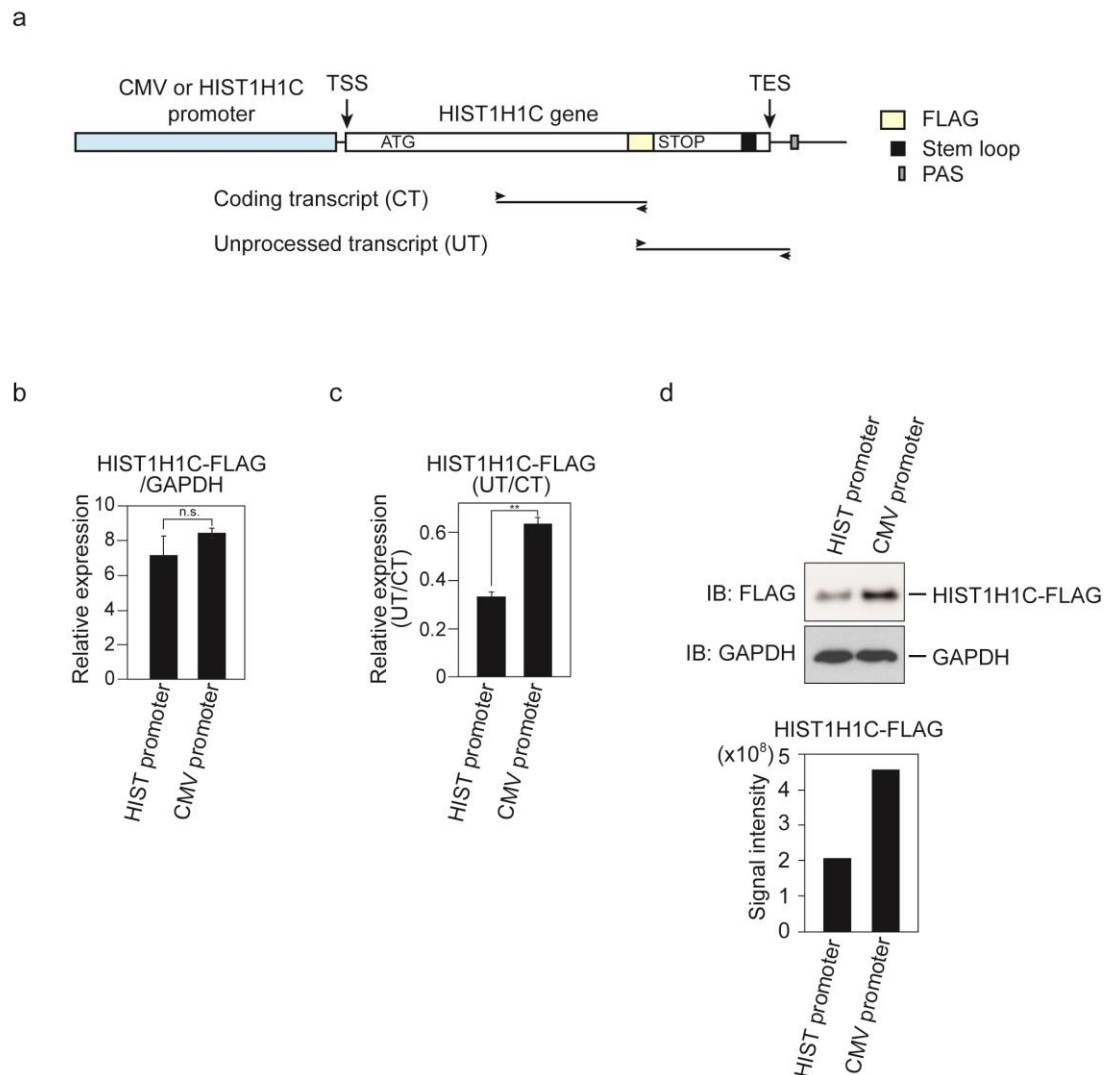

**Supplementary Figure 9. Effect of replacing the RDH promoter with the CMV promoter on transcription termination of RDH genes.** (a) Organization of the HIST1H1C gene with the HIST1H1C promoter or CMV promoter and amplified regions of coding transcripts (CT) and unprocessed transcripts (UT) in quantitative real-time PCR analysis. The 3'-end processing sites of RDH transcripts are localized between their stem-loop regions and downstream polyadenylation sites (PAS). A FLAG-tag sequence was added to the end of the HIST1H1C-coding region. (b) HEK293T cells were transiently transfected with each of the two plasmids encoding the HIST1H1C gene with the HIST1H1C promoter or CMV promoter. Total RNA was extracted from cells and the ratio of HIST1H1C-FLAG transcripts to GAPDH transcripts was measured by real-time qPCR. (c) The ratio of unprocessed transcripts (UT) to total transcripts (coding transcripts, CT) from each of the HIST1H1C-FLAG plasmids was measured by real-time qPCR. Data points are the mean of three independent experiments and error bars show the standard deviation. The *P* values for the indicated comparisons were determined by Student's *t* test (\*, *P* < 0.05; \*\*, *P* < 0.01). *n*=3 biologically independent samples. (d) Western blotting analysis showing HIST1H1C-FLAG and GAPDH expression at 48 h after transfection of each of the HIST1H1C-FLAG plasmids (upper panel). The signal intensity of the HIST1H1C-FLAG based was measured by ImageJ software (lower panel).

## Supplementary Methods

Oligonucleotides information of primers used for qPCR analysis and CRISPR vector construction

Primers used for qPCR analysis

### **Human HIST2H2AA3/HIST2H2AA4 (CT)**

5'-GCTCGGGACAACAAGAAGA-3' (forward)

5'-CAGTACGGCCTGGATGTTAG-3' (reverse)

### **Human HIST2H2AA3/HIST2H2AA4 (UT)**

5'-TCCCTAAGAAGACGGAGAGT-3' (forward)

5'-CAGCATTAACAACCTCTTTTATTTG-3' (reverse)

### **Human HIST1H4H (CT)**

5'-CAAGCGAATTTCTGGCCTTATC-3' (forward)

5'-TTTGGCGTGCTCTGTGTAA-3' (reverse)

### **Human HIST1H4H (UT)**

5'-GACAGCAATGGATGTGGTCTA-3' (forward)

5'-TAACAAGATGTCTGCTCTTTTATG-3' (reverse)

### **Human HIST1H2BK (CT)**

5'-CTCTAAGGCCATGGGAATCAT-3' (forward)

5'-GTCGAGCGCTTGTTGTAATG-3' (reverse)

### **Human HIST1H2BK (UT)**

5'-TGTCCGAGGGCACCAAG-3' (forward)

5'-CACGTGTTTACAGCTCTAATATCG-3' (reverse)

### **Human HIST1H2BC (CT)**

5'-GACACTGGCATCTCTTCCAA-3' (forward)

5'-GTCGAGCGCTTGTTGTAATG-3' (reverse)

**Human HIST1H2BC (UT)**

5'-CACCAGCTCCAAGTAAACATTC-3' (forward)

5'-CACAGCTCTTTTAGTGGGT-3' (reverse)

**Human HIST1H3E (CT)**

5'-GCGAGAAATAGCTCAGGACTT-3' (forward)

5'-CACGCGTTTGGCATGAATAG-3' (reverse)

**Human HIST1H3E (UT)**

5'-GTGCGCTATTCATGCCAAAC-3' (forward)

5'-ATTACAGCCCTTTTCACGGAC-3' (reverse)

**Human HIST1H1C upstream**

5'-ATTCAGAGCTCTTAGGCGAAAT-3' (forward)

5'-CATTGACACATACACAAGCTCAC-3' (reverse)

**Human HIST1H1C promoter**

5'-AATGAAGAGCATGAAGCCCGAGG-3' (forward)

5'-AACTCGGGTACAAGTGGCAAAGC-3' (reverse)

**Human HIST2H2AA4 promoter**

5'-GGTGTGTGTGCTCTCCTAAA-3' (forward)

5'-GGCCATTTAACACCTCAGT-3' (reverse)

**Human U1 snRNA**

5'-ATACCATGATCACGAAGGTGGTT-3' (forward)

5'-CAGTCCCCCACTACCACAAATTA-3' (reverse)

**Human U2 snRNA**

5'-CTTCTCGGCCTTTTGGCTAAGAT-3' (forward)

5'-GTACTGCAATACCAGGTCGATGC-3' (reverse)

**Human U5 snRNA**

5'-CTCTGGTTTCTCTTCAGATCGCA-3' (forward)

5'-TTGGGTAAAGACTCAGAGTTGTTCC-3' (reverse)

**Human SNORD118**

5'-GAGGGCAGATTAGAACATGATGA-3' (forward)

5'-GCAATCAGGGTGTTGCAAGT-3' (reverse)

**Human GAPDH**

5'-TCGACAGTCAGCCGCATCTTCTTT-3' (forward)

5'-GCCCAATACGACCAAATCCGTTGA-3' (reverse)

Primers used for plasmid based HIST1H1C qPCR analysis

**FLAG-HIST1H1C (UT)**

5'-ATGCCAGACTACAAGGACGATGAT-3' (forward)

5'-AAGTAACAGGGCAGAACAAAGAAAAG-3' (reverse)

**FLAG-HIST1H1C (CT)**

5'-GCCAAAAGTGCTGCTAAGGCTGT-3' (forward)

5'-ATCATCGTCCTTGTAAGTCTGGCAT-3' (reverse)

Oligonucleotides used for CRISPR vector construction

**MED26 sgRNA2-Sense**

CACCGCGGTCGCACGGCGTTGACG

**MED26 sgRNA2-Antisense**

AAACCGTCAACGCCGTGCGACCGC

**MED26 sgRNA3-Sense**

CACCGCTTGGCGAGCTCCTCGTTCT

**MED26 sgRNA3-Antisense**

AAACAGAACGAGGAGCTCGCCAAGC

### Supplementary References

1. Hu D, *et al.* The little elongation complex functions at initiation and elongation phases of snRNA gene transcription. *Mol Cell* **51**, 493-505 (2013).
2. Sela D, *et al.* Endoplasmic reticulum stress-responsive transcription factor ATF6alpha directs recruitment of the Mediator of RNA polymerase II transcription and multiple histone acetyltransferase complexes. *The Journal of biological chemistry* **287**, 23035-23045 (2012).
3. Zybaylov B, Mosley AL, Sardi ME, Coleman MK, Florens L, Washburn MP. Statistical analysis of membrane proteome expression changes in *Saccharomyces cerevisiae*. *Journal of proteome research* **5**, 2339-2347 (2006).

# Supplementary material for: The role of Mediator and Little Elongation Complex in transcription termination
**Source:** Nat Commun. 2020 Feb 26;11:1063. doi: 10.1038/s41467-020-14849-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Supplementary Data 1 is related to Figure 1. RNA-seq of PolyA-selected and ribodepleted libraries from HEK293T cells transfected with either control siRNA or MED26 siRNA or HEK293T cells expressing wild type MED26 or MED26 mutants lacking the NTD. The data includes transcripts exhibiting increased abundance ( $\log_2 \geq 1.5$ ,  $\text{FDR} \leq 0.05$ ) in polyA-selected libraries.

**File Name:** Supplementary Data 2

**Description:** Supplementary Data 2 is related to Figure 2. Oligo-dT selection-based RNA-seq analysis using HEK293T cells transfected with either control siRNA, MED26 siRNA, ICE1 siRNA or AFF4 siRNA.

**File Name:** Supplementary Data 3

**Description:** Supplementary Data 3 is related to Figure 3. Gene annotation of MED26, ZC3H8 and ELL ChIP-sequence analysis.

**File Name:** Supplementary Data 4

**Description:** Supplementary Data 4 is related to Figure 4. RNA-seq of polyA-selected libraries from HEK293T cells transfected with control siRNA or MED26 siRNA. The data includes snRNA/snoRNA transcripts exhibiting significance ( $\text{FDR} \leq 0.1$ ) in polyA-selected libraries.

# Supplementary material for: The role of Mediator and Little Elongation Complex in transcription termination
**Source:** Nat Commun. 2020 Feb 26;11:1063. doi: 10.1038/s41467-020-14849-1
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

All data were collected by the experiments indicated in the manuscript.

#### Data analysis

For ChIP-seq analysis, sequencing reads were acquired through primary Solexa image analysis. Filtered reads were then aligned either to the human genome (hg38) for MED26 ChIP or to an mm10-hg38 combined genome for Rpb1 ChIP using the Bowtie alignment tool. Only those sequences that matched uniquely to the genome with up to two mismatches and mapped to fewer than three locations were retained for subsequent analyses. The public data were downloaded from GEO database with accession ID GSE47938. Reads were aligned to human genome hg38 using Bowtie2 (version 2.2.4) with default settings. Peaks were called using MACS2 callpeak (version 2.1.1), default parameter, based on the corresponding input samples.

For RNA-seq analysis, raw reads were demultiplexed allowing up to one mismatch using Illumina bcl2fastq2 v2.18. Reads were then mapped to human genome hg38, with STAR aligner (version 2.5.3a) default settings, using Ensembl 87 annotation gene models. Transcripts per kilobase million (TPM) values were then generated using RSEM (version 1.3.0) function rsem-calculate-expression with option --estimate-rspd. Differential gene expression analysis was performed using R (v3.22.3) package edgeR (v3.5.0).

For PRO-seq analysis, raw reads were demultiplexed allowing up to one mismatch using Illumina bcl2fastq2 v2.18. The adaptor sequence was removed, and reads were trimmed to 36 bp. After reverse-complementing, reads were aligned to the dm6-hg38 combined genome using Bowtie2 (version 2.2.4) with default settings.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ChIP-seq, RNA-seq and PRO-seq data for are deposited in GEO under accession GSE121024.  
(<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121024>).

A list of Figures that have associated raw data.

293T-D2G8-MED26-MUT\_Rpb1\_Input\_Rep1.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-D2G8-MED26-MUT\_Rpb1\_Input\_Rep2.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-D2G8-MED26-MUT\_Rpb1-IP\_Rep1.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-D2G8-MED26-MUT\_Rpb1-IP\_Rep2.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-WT\_Rpb1\_Input\_Rep1.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-WT\_Rpb1\_Input\_Rep2.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-WT\_Rpb1\_IP\_Rep1.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T-WT\_Rpb1\_IP\_Rep2.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T\_Input\_MED26\_ChIP\_Rep1.fastq.gz: Figure 3a-c, Figure S3a, Table S3  
 293T\_Input\_MED26\_ChIP\_Rep2.fastq.gz: Figure 3a-c, Figure S3a, Table S3  
 293T\_Med26\_ChIP\_Rep1.fastq.gz: Figure 3a-c, Figure S3a, Table S3  
 293T\_Med26\_ChIP\_Rep2.fastq.gz: Figure 3a-c, Figure S3a, Table S3  
 Proseq\_293T\_D2G8-MED26-MUT\_Rep1.fastq.gz: Figure 4a-h, Figure S5b-d  
 Proseq\_293T\_D2G8-MED26-MUT\_Rep2.fastq.gz: Figure 4a-h, Figure S5b-d  
 Proseq\_293T\_WT\_Rep1.fastq.gz: Figure 4a-h, Figure S5b-d  
 Proseq\_293T\_WT\_Rep2.fastq.gz: Figure 4a-h, Figure S5b-d  
 293T\_AFF4\_KD\_polyA\_Rep1.fastq.gz: Figure 2c,d, Table S2  
 293T\_AFF4\_KD\_polyA\_Rep2.fastq.gz: Figure 2c,d, Table S2  
 293T\_AFF4\_KD\_polyA\_Rep3.fastq.gz: Figure 2c,d, Table S2  
 293T\_Control\_polyA\_Rep1.fastq.gz: Figure 1a, Figure 2c,d, Figure S5a, Table S1, Table S2  
 293T\_Control\_polyA\_Rep2.fastq.gz: Figure 1a, Figure 2c,d, Figure S5a, Table S1, Table S2  
 293T\_Control\_polyA\_Rep3.fastq.gz: Figure 1a, Figure 2c,d, Figure S5a, Table S1, Table S2  
 293T\_KIAA0947-ICE1\_KD\_polyA\_Rep1.fastq.gz: Figure 2c,d, Table S2  
 293T\_KIAA0947-ICE1\_KD\_polyA\_Rep2.fastq.gz: Figure 2c,d, Table S2  
 293T\_KIAA0947-ICE1\_KD\_polyA\_Rep3.fastq.gz: Figure 2c,d, Table S2  
 293T-D2G8-MED26-MUT\_Ribodep\_Rep1.fastq.gz: Figure S5a, Table S1  
 293T-D2G8-MED26-MUT\_Ribodep\_Rep2.fastq.gz: Figure S5a, Table S1  
 293T-D2G8-MED26-MUT\_Ribodep\_Rep3.fastq.gz: Figure S5a, Table S1  
 293T-D2G8-MED26-MUT\_Ribodep\_Rep4.fastq.gz: Figure S5a, Table S1  
 293T\_MED26\_KD\_polyA\_Rep1.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_MED26\_KD\_polyA\_Rep2.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_MED26\_KD\_polyA\_Rep3.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_MED26\_KD\_Ribodep\_Rep1.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_MED26\_KD\_Ribodep\_Rep2.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_MED26\_KD\_Ribodep\_Rep3.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_Control\_Ribodep\_Rep1.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_Control\_Ribodep\_Rep2.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_Control\_Ribodep\_Rep3.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_WT\_Ribodep\_Rep1.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_WT\_Ribodep\_Rep2.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_WT\_Ribodep\_Rep3.fastq.gz: Figure 1a, Figure S5a, Table S1  
 293T\_WT\_Ribodep\_Rep4.fastq.gz: Figure 1a, Figure S5a, Table S1

The mass spectrometric datasets have been deposited to the ProteomeXchange via the MassIVE repository.  
(<ftp://massive.ucsd.edu/MSV000083465>).

Original data underlying parts of this study performed at the Stowers Institute can be downloaded from the Stowers Original Data Repository.  
(<http://www.stowers.org/research/publications/LIBPB-1361>)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Triplicate samples were used for all of the experiments except ChIP-seq analysis. Duplicate samples were used for ChIP-seq analysis.        |
| Data exclusions | There is no data excluded from the analysis.                                                                                                |
| Replication     | We performed at least 3 times experiments to verify the reproducibility of each experiment. We confirmed that all attempts were successful. |
| Randomization   | Randomization is not relevant to our research, since this research is not relevant to clinical trial study.                                 |
| Blinding        | Blinding is not relevant to our research, since this research is not relevant to clinical study.                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Western blotting.

Anti-FLAG M2 antibodies (1:2000 dilution; Sigma-Aldrich Corp.), anti-HA antibodies (1:2000 dilution; Covance), anti-MED26 antibodies (1:1000 dilution, sc-48776 X; Santa Cruz Biotechnology), anti-ICE1 antibodies (1:200 dilution, HPA054452; Sigma-Aldrich Corp.), anti-CBP80 antibodies (1:1000 dilution, 24964S; Cell Signaling Technology), anti-CBP20 antibodies (1:200 dilution, sc-48793; Santa Cruz), anti-ZC3H18 antibodies (1:1000 dilution, A304-682A; Bethyl Laboratories), anti-ARS2 antibodies (1:1000 dilution, ab192999; Abcam), anti-SLBP antibodies (1:1000 dilution, RN045P; Medical & Biological Laboratories Co., Ltd.), anti-NELFb antibodies (1:2000 dilution, sc-5334 X; Santa Cruz), anti-NELFe antibodies (1:200 dilution, ab170104; Abcam), anti-Symplekin antibodies (1:1000 dilution, ab80274; Abcam), anti-CPSF1 antibodies (1:200 dilution, ab81552; Abcam), anti-CSTF50 antibodies (1:1000 dilution, A301-250A; Bethyl Laboratories), anti-CSTF64 antibodies (1:1000 dilution, A301-092A; Bethyl Laboratories), anti-CPSF73 antibodies (1:200 dilution, A301-091A; Bethyl Laboratories), anti-INTS4 antibodies (1:1000 dilution, ab75253; Abcam), anti-INTS9 antibodies (1:1000 dilution, 13945S; Cell Signaling Technology), anti-ZC3H8 antibodies (1:1000 dilution, ab97821; Abcam), anti-CDK9 antibodies (1:200 dilution, sc-13130; Santa Cruz), anti-nucleolin antibodies (1:1000 dilution, ab13541; Abcam) and anti-AFF4 antibodies (1:1000 dilution, A302-538A; Bethyl Laboratories) were used.

ChIP assays.

The specific antibodies used were as follows: MED26 (H-228, sc-48776 X; Santa Cruz), ICE1 (A304-276A; Bethyl Laboratories), ELL (A301-645A; Bethyl Laboratories), CPSF73 (A301-091A; Bethyl Laboratories), INTS9 (anti-RC74, A300-412A; Bethyl Laboratories), and Rpb1 (D8L4Y, 14958S; Cell Signaling Technology).

Immunostaining.

Primary antibodies to coilin (1:2000 dilution, ab11822, abcam), MED26 (1:500 dilution, D4B1, 14950S, Cell Signaling Technology), MED6 (1:100 dilution, sc-9433, Santa Cruz Biotechnology), MED24 (1:100 dilution, C-16, sc5338, Santa Cruz Biotechnology), NELFb (1:100 dilution, D6K9A, #14894, Cell signaling Technology), CSTF64 (1:100 dilution, A301-092A, Bethyl Laboratories), AFF4 (1:100 dilution, A302-539A, Bethyl Laboratories) and ICE1 (KIAA0947) (1:200 dilution, A304-276A, Bethyl Laboratories) were used in PBST containing 0.1% BSA.

### Validation

Validation of each primary antibody are stated in manufacturer's website. We used each antibody following to the application stated in manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                   |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Human embryonic kidney 293T cell lines (HEK293T), Flp-In 293 cell lines, HeLa cell lines, HCT116 cell lines                                                                       |
| Authentication                                                    | All of the cell lines used in experiments are not found in the cell lines registered as misidentified cell lines in the International Cell Line Authentication Committee (ICLAC). |
| Mycoplasma contamination                                          | We confirmed that all of the cell lines were negative for mycoplasma contamination.                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | There is no commonly misidentified cell lines in this research.                                                                                                                   |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | ChIP-seq, RNA-seq and PRO-seq data for are deposited in GEO under accession GSE121024.<br>( <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121024">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121024</a> ).                                                                                                                                                                                                                                           |
| Files in database submission                                       | 293T-D2G8-MED26-MUT_Rpb1_Input_Rep1.fastq.gz<br>293T-D2G8-MED26-MUT_Rpb1_Input_Rep2.fastq.gz<br>293T-D2G8-MED26-MUT_Rpb1-IP_Rep1.fastq.gz<br>293T-D2G8-MED26-MUT_Rpb1-IP_Rep2.fastq.gz<br>293T-WT_Rpb1_Input_Rep1.fastq.gz<br>293T-WT_Rpb1_Input_Rep2.fastq.gz<br>293T-WT_Rpb1_IP_Rep1.fastq.gz<br>293T-WT_Rpb1_IP_Rep2.fastq.gz<br>293T_Input_MED26_ChIP_Rep1.fastq.gz<br>293T_Input_MED26_ChIP_Rep2.fastq.gz<br>293T_Med26_ChIP_Rep1.fastq.gz<br>293T_Med26_ChIP_Rep2.fastq.gz |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | <a href="http://genome.ucsc.edu/s/shc/GSE121024">http://genome.ucsc.edu/s/shc/GSE121024</a>                                                                                                                                                                                                                                                                                                                                                                                      |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | In each experiment, two replicates samples are subjected to ChIP-seq analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Sequencing depth        | ChIP-seq of Rpb1<br>293T-D2G8-M26_Input_Rep1: Total number of reads 80838688, uniquely mapped reads 53911223, 75 single-end<br>293T-D2G8-M26_Input_Rep2: Total number of reads 66399306, uniquely mapped reads 46210009, 75 single-end<br>293T-D2G8-M26_IP_Rep1: Total number of reads 59878912, uniquely mapped reads 41650000, 75 single-end<br>293T-D2G8-M26_IP_Rep2: Total number of reads 61577954, uniquely mapped reads 44766389, 75 single-end<br>293T-WT-M26_Input_Rep1: Total number of reads 64375789, uniquely mapped reads 40899326, 75 single-end<br>293T-WT-M26_Input_Rep2: Total number of reads 63245460, uniquely mapped reads 41705577, 75 single-end<br>293T-WT-M26_IP_Rep1: Total number of reads 52019368, uniquely mapped reads 35202922, 75 single-end<br>293T-WT-M26_IP_Rep2: Total number of reads 62753864, uniquely mapped reads 43976538, 75 single-end<br><br>ChIP-seq of MED26<br>293T_Input_MED26_ChIP_Rep1, Total number of reads 70347697, uniquely mapped reads 47699411, 36 single-end<br>293T_Input_MED26_ChIP_Rep2, Total number of reads 70519977, uniquely mapped reads 47027208, 36 single-end<br>293T_Med26_ChIP_Rep1, Total number of reads 27687998, uniquely mapped reads 16426392, 36 single-end<br>293T_Med26_ChIP_Rep2, Total number of reads 27784793, uniquely mapped reads 16610123, 36 single-end |
| Antibodies              | MED26 (H-228, sc-48776 X; Santa Cruz)<br>Rpb1 (D8L4Y, 14958S; Cell Signaling Technology)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Peak calling parameters | Peaks were called using MACS2 callpeak (version 2.1.1), default parameter, based on the corresponding input samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data quality            | Peaks with q score < 1e-4 were used for downstream analysis.<br>All of the ChIP-seq samples have more than 75% unique mapped reads to the genome.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Software                | Reads were aligned to human genome hg38 using Bowtie2 (version 2.2.4) with default settings. Peaks were called using MACS2 callpeak (version 2.1.1), default parameter, based on the corresponding input samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

How the deposited data were processed for this re-analysis (not part of the article)

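Levels of RNA were taken from the processed tables of 38 RNA-seq libraries. PolyA-selected libraries came from HEK293T cells with control, MED26, ICE1 or AFF4 siRNA (3 libraries each). Ribo-depleted libraries came from cells that the sample labels name HEK293T-pcDNA3.1 with control or MED26 siRNA (3 each) and from wild-type HEK293T cells and the MED26 mutant clone HEK293T-D2G8 (4 each). PolyA-selected and ribo-depleted libraries came from HCT116-MED26-AID cells with auxin for 6 h or without it (3 each). PolyA-selected libraries of mutant and wild-type cells, libraries of parental HCT116 cells and of ZC3H8 siRNA, ChIP-seq and PRO-seq were not analysed here.

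The deposited values are TPM per gene, which the authors made with bcl2fastq 2.18, STAR 2.5.3a and RSEM 1.3.0 on hg38 with Ensembl 87. The labels of the HCT116 libraries name these tools without the versions of STAR and RSEM. TPM carries no read counts, so the depth per library is unknown and no counting interval can be given. ERCC spike-ins were added to the RNA of HEK293T cells, but the tables hold no ERCC genes. The HCT116 tables also hold Drosophila genes, which were left out of the test without rescaling the human values and used for an alternative scaling. Each table holds 57992 human genes, of which 98.2% had coordinates in GENCODE 44 on GRCh38.

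Log2(TPM + 0.5) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes with a trend), and p-values were adjusted by Benjamini-Hochberg over the genes with a mean of at least 0.5 TPM across the libraries of a fit. A gene was called higher or lower at an adjusted p under 0.05. One fit held the polyA-selected HEK293T libraries, another the ribo-depleted HEK293T-pcDNA3.1 and HEK293T ones, and each HCT116 library type had its own, with a joint fit for the difference of the auxin effect between library types. The direct contrast of MED26 with ICE1 siRNA came from the polyA-selected fit. Thresholds of a log2 ratio of 1.5 and of 1.5-fold followed the paper. The authors' own comparisons used edgeR. Values are means with the SD between libraries, and errors of log2 changes are the standard errors from limma's fit.

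Gene lists, 21 in all, were fixed before the deposited tables were examined, but with the study's supplementary tables, which come from the same libraries, in view: RDH genes, replication-independent histones, Pol II snRNA and related small RNAs, noncoding RNAs without a polyA tail, Mediator subunits, LEC and SEC components, histone 3′-end processing and cap-binding factors, Integrator subunits, p53 targets, S phase genes, G2 and M phase genes, immediate early and SEC-regulated genes, transcripts subject to nonsense-mediated decay, stress response genes, cholesterol synthesis genes, interferon response genes, ribosomal protein genes, mitochondrial genes, colon and HEK293T marker genes, and the genes of Supplementary Data 3. In polyA-selected libraries with MED26 siRNA, colon markers (2 of 5 higher, 1 lower, adjusted p = 0.434) and the genes of Supplementary Data 3 (25 of 161 higher, 29 lower, adjusted p = 0.575) gave no call; adjusted over the list alone the numbers were 2 and 1, and 28 and 30. Lists were tested with camera at a preset correlation of 0.01, again with the correlation estimated, and with fry. The genes named in the text for each comparison are MED26, ICE1 and AFF4, the genes the study names in its text, in Fig. 1a, 1d and 2e or in Supplementary Fig. 5a, the 10 largest rises and 10 largest falls at an adjusted p under 0.05 in which every library lay beyond every control (genes without a symbol, clone names and pseudogenes left out), and up to 4 members of each list with the largest change. The study's supplementary values had been seen when these rules were written.

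Overlaps were compared with the product of both counts over the number of genes, with Fisher's exact test, and with 100 simulations in which comparisons share their controls. Stem-loops were searched within 300 bp of the stop codon and polyadenylation signals within 5000 bp after the stem-loop. The fits were tested on simulated data with 100 genes changed by a log2 value of 1 and 100 by 0.585 in each comparison, of which 72 to 96% and 50 to 83% were called, while unchanged genes made up 1.4 to 7% of the calls. Alternatives were a pseudocount of 0.1 or 1 TPM, no filter on low values or a mean of at least 2 TPM, median-of-ratios scaling, scaling to the Drosophila genes, other sets of groups in the fit, the replicate number as a block and leaving out each replicate. Other splits of the same libraries were counted, all of them or 100 drawn ones.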

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

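All tests of an explanation in this part were chosen after the results were seen, while the scalings and the filter that some of them use were set before.

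The share of Drosophila spike-in transcripts in HCT116-MED26-AID libraries, which the paper does not report, was 2.50 ± 0.18% without and 1.41 ± 0.076% with auxin in polyA-selected libraries, a ratio of 0.565, and 4.28 ± 0.18% and 2.40 ± 0.16% in ribo-depleted ones, a ratio of 0.562 (SD, n = 3 each). Every auxin library lay below every library without auxin. A fault of 1 library preparation is argued against by the like ratio in both library types, of which the larger was 0.565. More human RNA per cell after auxin, or less Drosophila RNA added to those samples, may each lower the share, and they cannot be told apart, since 0 tables give the amount of Drosophila or human RNA per sample.

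CYP1A1 and CYP1B1, on which the paper does not comment, rose with auxin in HCT116-MED26-AID cells by log2 values of 4.066 and 3.288 in polyA-selected and 4.077 and 3.36 in ribo-depleted libraries. A rise of like size with partial loss of MED26 in any cell line is argued against by the HEK293T and HEK293T-pcDNA3.1 cells, in which the largest log2 change plus 2 SE was 0.831 (limma, CYP1B1 at 0.352, −0.069 and 0.307 and CYP1A1 at 0.381, with adjusted p from 0.222 to 0.863). With siRNA, MED26 mRNA fell there only from 10.58 to 4.71 and from 3.01 to 2.16 TPM, and the paper calls the mutant hypomorphic. These cells thus do not test a fuller or faster loss, as with the degron. A smaller rise stays open: CYP1A1, which the filter on low values left out of the ribo-depleted libraries, was at 0.625 TPM in mutant and 0.3275 TPM in wild-type cells, and without that filter it was higher in mutant cells by 0.445 (SE 0.117, adjusted p = 0.0206), against 0.158 (SE 0.135, adjusted p = 0.63) with MED26 siRNA. A response of the aryl hydrocarbon receptor to auxin, an indole compound, may be the source: of 9 other target genes 8 rose in polyA-selected libraries, and the larger p of camera in both library types was 1.87e-05, with 0.0253 and 0.116 with an estimated correlation. Auxin was given only to cells with the degron in these libraries, so its own effect and that of MED26 loss in this cell line stay open.

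RDH genes fell in ribo-depleted libraries after loss of MED26 in HEK293T-pcDNA3.1 cells with siRNA, in MED26 mutant HEK293T cells and in HCT116-MED26-AID cells with auxin. Reads shared between paralogs are argued against as the cause by the summed RDH TPM, whose log2 ratio was at most −0.387. Median-of-ratios scaling kept at least 95.2% of the RDH genes called lower in HEK293T and HEK293T-pcDNA3.1 cells, so the calls do not hang on that choice. It takes most genes as unchanged and cannot show a shift of all genes. In HCT116-MED26-AID cells it likewise kept 39 of 39. Only 2.6% stayed lower there when scaled to the Drosophila genes, whose share itself changed. Scaling thus cannot be told apart from a fall in HCT116-MED26-AID cells. It stays open in HEK293T and HEK293T-pcDNA3.1 cells, whose tables hold no spike-in genes. A smaller share of cells in S phase may also contribute: the S phase list had a smallest adjusted p of 0.348, but the phases were not measured and a p that misses the threshold does not show that they were alike, so this stays open beside a direct effect on RDH genes.

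Differences between groups were found in 2 tests. For 29 RDH genes the effect of auxin was higher in polyA-selected than in ribo-depleted HCT116-MED26-AID libraries, but 14 of them lay below the filter in polyA-selected libraries, so that their difference largely restates the fall in ribo-depleted ones. For the other 15, measured in both library types, a count as large came from 1 of 100 drawn splits, the real one, with 4 as the highest other. The other splits mix auxin and not treated libraries, which widens the spread and keeps their counts low. They thus do not decide on chance for the difference between library types. Chance differences between cultures also stay open, since the replicates may be technical. For all 29 the share of splits and the highest other were the same. The number 29 was 18 without a filter on low values, 17 with a pseudocount of 0.1 TPM and 14 when scaled to the Drosophila genes, and the number 15 was 12, 13 and 11 in the same order. With the replicate number as a block they were 18 and 12. Leaving out 1 replicate at a time, they ranged from 17 to 33 and from 12 to 17. The effect of MED26 siRNA differed from that of the MED26 mutant in ribo-depleted libraries for 625 genes with a higher and 1696 genes with a lower value with siRNA, of which 13 of the latter were RDH genes. The median log2 change of all genes was 0.134 in mutant cells, which shifts these differences.

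Samples that lay apart from the others of their group were found in 4 of 86 groups of 4 that were examined, and chance gives about 1 in 20 groups. HIST1H2BJ was at 1306 TPM in wild-type replicate 1 and at 1158 to 1177 TPM in the others, a gap of 0.872 of the range. In MED26 mutant cells ZNF66 (8.6 against 6.47 to 6.83 TPM, 0.831 of the range) and ZSCAN18 (9.29 against 6.83 to 6.99 TPM, 0.935 of the range) lay apart in replicate 4 and MED11 (9.73 against 8.19 to 8.44 TPM, 0.838 of the range) in replicate 2.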

How the results depend on the processing

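All alternatives below were chosen before the data were examined, except the ratio of mean TPM without a pseudocount, and the splits of the libraries given elsewhere after. Scaling to ERCC spike-ins was not run for HEK293T libraries, since the tables hold no ERCC genes. Of the log2 changes of named genes, 242 in all, none reversed under the alternatives other than scaling to the Drosophila genes. Not each of them could be run under each alternative, with 211 compared among genes with a mean of at least 2 TPM, all on the same side of the test. With median-of-ratios scaling 232 stayed on the same side of the test, 7 no longer passed and 3 newly passed. The numbers on the same side were 242 with a pseudocount of 0.1 TPM, 240 with a pseudocount of 1 TPM, 236 without a filter, 235 with another set of groups and 239 with the replicate block. Leaving out 1 replicate at a time, 1490 values stayed on the same side, 36 no longer passed and 4 newly passed. Those that no longer passed were ICE1 (without control or MED26 siRNA replicate 1 or 2), AFF4 (without any 1 replicate) and RNU4-1 (without any control siRNA replicate or MED26 siRNA replicate 1 or 2) with MED26 siRNA in polyA-selected libraries, HIST1H2BN with AFF4 siRNA (without any control siRNA replicate or AFF4 siRNA replicate 1 or 2), RNU5A-1 with MED26 siRNA in ribo-depleted libraries (without control siRNA replicate 1 or 2 or MED26 siRNA replicate 3), HIST3H2BB (without mutant or wild-type replicate 2 or 3) and RNU5D-1 (without mutant replicate 4) in mutant cells, HIST2H2BE with auxin in polyA-selected libraries (without not treated or auxin replicate 1 or 2) and HIST1H2BK with auxin in ribo-depleted ones (without not treated replicate 2 or any auxin replicate). Those that newly passed were HIST1H4E with MED26 siRNA (without MED26 siRNA replicate 3) and HIST1H2BJ with AFF4 siRNA (without control siRNA replicate 1) in polyA-selected libraries, and MED26 (without not treated replicate 1) and HIST1H2BE (without not treated replicate 3) with auxin in ribo-depleted ones. The ratio of mean TPM without a pseudocount, chosen after the values were seen, kept the direction of the log2 changes that were compared with the paper's. Depth is unknown, and genes at low TPM are the ones whose changes the pseudocount moves.

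With scaling to the Drosophila genes 44 log2 changes in HCT116-MED26-AID cells stayed on the same side of the test, 8 no longer passed, 1 newly passed and 9 reversed. Those that no longer passed, all in ribo-depleted libraries, were HIST1H2BL (−0.24), HIST1H1E (−0.216), HIST2H2BF (−0.125), HIST1H4A (−0.113), HIST2H2BE (−0.061), HIST1H1C (−0.032), RNU4-2 (−0.119) and H1F0 (−0.241), and HIST1H2BE (0.881) newly passed there. The 9 that reversed follow. In polyA-selected libraries MED26 went to 0.811, HIST1H2AC to 0.263, HIST3H2A to 0.288, CCNB1 to 0.097 and MYC to 0.423, and in ribo-depleted libraries MED26 went to 0.687, HIST1H2BK to 0.449, HIST1H2BD to 0.271 and MYC to 0.475. The scaling follows by construction from the lower share of Drosophila transcripts with auxin. It gave 14368 genes higher and 472 lower, with 26 RDH genes higher and 0 lower, in polyA-selected libraries (limma). In ribo-depleted libraries it gave 14871 higher and 227 lower, with 16 RDH genes higher and 1 lower. The number of RDH genes whose auxin effect was higher in polyA-selected libraries, 29, went to 14, and among those measured in both library types it went from 15 to 11.

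With median-of-ratios scaling the genes higher with ICE1 siRNA numbered 3522, and those with AFF4 siRNA 2573 higher and 2616 lower. Genes lower with MED26 siRNA in ribo-depleted libraries numbered 2803, and those in MED26 mutant cells 3476 higher and 3682 lower, with 3 RDH genes higher. Genes lower with auxin in ribo-depleted HCT116-MED26-AID libraries numbered 4891, with 1 RDH gene higher. Past 1.5-fold, 784 genes were higher with ICE1 and 453 with AFF4 siRNA, and 1538 genes were lower both with MED26 siRNA and in mutant cells. By construction this scaling moves all genes of a library by 1 factor.

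Among genes with a mean of at least 2 TPM, where fewer genes are tested, the polyA-selected libraries gave 15 RDH genes higher with MED26 siRNA, 24 genes past the log2 ratio of 1.5 of which 13 were RDH genes, 320 genes past 1.5-fold with ICE1 siRNA, 15 RDH genes higher with MED26 than with ICE1 siRNA, and 2 snRNA and snoRNA genes higher and 5 lower. In HCT116-MED26-AID cells 6 RDH genes were higher in polyA-selected and 1 in ribo-depleted libraries. Without a filter, 3 RDH genes were lower with AFF4 siRNA, and 18 RDH genes had a higher auxin effect in polyA-selected libraries. With only the compared groups in the fit, 2 RDH genes were lower with AFF4 siRNA and 1172 genes were lower with MED26 siRNA in ribo-depleted libraries. A pseudocount of 0.1 TPM gave 87 genes past the log2 ratio of 1.5 and 17 RDH genes with a higher auxin effect in polyA-selected libraries. A pseudocount of 1 TPM gave 33 genes past that ratio and 45 in the overlap of MED26 and ICE1 without AFF4 siRNA. For results not explained by the construction of an alternative, the cause was not tested.

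The residuals of equally numbered replicates correlated between −0.093 and 0.127. With MED26 siRNA in ribo-depleted libraries, 3 of 3 correlated most with the control of their own number (0.064 to 0.097), so a weak pairing stays open there. In the other comparisons the numbers did not pair all libraries. With the replicate block the number of RDH genes with a higher auxin effect in polyA-selected libraries was 18, and the other 40 counts stayed within 1.5 times. Immediate early genes with MED26 siRNA in polyA-selected libraries (camera adjusted p = 0.0457) went to 0.0533 and G2 and M phase genes in mutant cells (0.0432) to 0.0559 with the block. Of the list tests, 53 gave a call with the preset correlation, 5 with an estimated correlation and 84 with fry, which does not compare a list with other genes.

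Leaving out 1 replicate at a time, genes higher and lower with MED26 siRNA ranged from 1719 to 1893 and from 2136 to 2432 in polyA-selected libraries, with ICE1 siRNA from 1694 to 1812 and 4496 to 5081, and with AFF4 siRNA from 936 to 1071 and 3425 to 3809. In ribo-depleted libraries they ranged with MED26 siRNA from 1240 (without MED26 siRNA replicate 2) to 1732 and from 1223 to 1859, and in mutant cells from 4285 to 5490 and 1537 to 1987. With auxin they ranged from 4734 to 5141 and 5332 to 5915 in polyA-selected and from 2704 to 4184 and 2072 to 4739 (without not treated replicate 1) in ribo-depleted libraries. RDH genes higher and lower ranged from 24 to 26 and 0 to 0 with MED26 siRNA, from 15 to 17 and 0 to 1 (1 without control siRNA replicate 1 or 3) with ICE1 siRNA and from 0 to 0 and 3 to 6 (3 without AFF4 siRNA replicate 2 or control siRNA replicate 3) with AFF4 siRNA. In ribo-depleted libraries they ranged from 3 to 4 and 38 to 40 with MED26 siRNA and from 5 to 7 and 32 to 36 in mutant cells, and with auxin from 11 to 12 and 3 to 3 in polyA-selected and from 0 to 2 (2 without not treated replicate 1 or 3) and 36 to 44 in ribo-depleted libraries. Genes past the log2 ratio of 1.5 ranged from 50 to 62, of which 17 to 22 were RDH genes. Past 1.5-fold the ranges were 609 to 675 with MED26, 427 to 468 with ICE1 and 237 to 265 with AFF4 siRNA, and 59 to 78 in the overlap, of which 14 to 17 were RDH genes. RDH genes higher with MED26 than with ICE1 siRNA ranged from 19 to 23. The snRNA and snoRNA genes ranged from 6 (without control siRNA replicate 2, MED26 siRNA replicate 1 or MED26 siRNA replicate 2) to 11 higher and 8 to 11 lower. Genes higher both with MED26 siRNA and in mutant cells ranged from 883 (without MED26 siRNA replicate 2) to 1480, and those lower in both from 579 to 811. RDH genes with a higher auxin effect in polyA-selected libraries ranged from 17 (without ribo-depleted auxin replicate 1, 2 or 3) to 33 (without ribo-depleted not treated replicate 1).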

Differences from the paper's values

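No tests were chosen for this part. Of 73 values compared with those of the paper, 46 differ. A log2 change differs when it lies further from the paper's value than the SD between replicates. It is reached when it lies within that SD. A count differs when it lies outside the factor given with the counts below. Close values can thus differ, such as CDKN1A with MED26 siRNA in polyA-selected libraries (2.198, here 2.108, SD 0.066). The paper used edgeR and limma was used here, and whether this causes the differences was not tested. Alternatives named below were set before the data were examined, and those not named for a value left it apart. The ratio of mean TPM without a pseudocount, chosen after the values were seen, is given at the end of each paragraph on log2 changes. It has no test and so calls no gene, and words such as alone or no alternative leave it aside.

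The paper gives 124 genes higher with MED26 and ICE1 but not AFF4 siRNA, against 73 here at the paper's thresholds. Median-of-ratios scaling (91) and a pseudocount of 0.1 TPM (86) come within 1.5 times, and the other alternatives do not. In Fig. 2d, read by eye where parts were added up, the genes past 1.5-fold are about 860 with ICE1 siRNA (486 here, 784 with median-of-ratios scaling) and about 580 with AFF4 siRNA (291 here, 453 with that scaling). The figure gives about 570 with ICE1 siRNA alone (355 here), about 290 with AFF4 siRNA alone (170 here) and about 110 with ICE1 and AFF4 siRNA (34 here). That scaling brings each of these within 1.5 times, as does another set of groups in the fit for AFF4 siRNA alone. It gives about 120 with MED26 and AFF4 siRNA (63 here) and about 58 with all siRNAs (24 here), which no alternative reaches. In each of these, alternatives not named do not come within 1.5 times.

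In Supplementary Fig. 4c, genes decreased both with MED26 siRNA and in the mutant number about 2000 (730 here, 1538 with median-of-ratios scaling) and those decreased in the mutant alone about 2800 (1096 here, and within 1.5 times with that scaling), and other alternatives stay apart. Genes increased with MED26 siRNA alone number about 1000 (653 here), which a pseudocount of 0.1 TPM, that scaling, leaving out MED26 mutant replicate 4 or leaving out wild-type replicate 2 bring within 1.5 times, while the rest do not. Supplementary Data 4 of the paper lists 5 snRNA and snoRNA transcripts higher and 6 lower at an FDR of at most 0.1, against 18 and 15 here at an adjusted p under 0.1. Among genes with a mean of at least 2 TPM the numbers are 7 and 8, and the other alternatives stay apart.

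Log2 changes in the paper's tables and here follow, the paper's first. In polyA-selected libraries with MED26 siRNA the paper's values for OR2B6 (3.837, here 2.711), GDF15 (3.514, here 1.668), OR2W6P (3.344, here 1.782), HIST2H2BF (1.88, here 0.789) and HIST1H4E (1.511, here 0.7) are reached by no alternative. The last of these, HIST2H2BF and HIST1H4E, did not pass the test here, except HIST1H4E without MED26 siRNA replicate 3. A pseudocount of 0.1 TPM reaches the paper's values for HIST1H2BC (2.794, here 2.27), HIST1H3E (2.648, here 2.031) and HIST2H2BE (2.419, here 2.077) as the only alternative. It does so for HIST1H2BD (2.612, here 2.389) together with leaving out control siRNA replicate 2 or MED26 siRNA replicate 1, and for CDKN1A (2.198, here 2.108) together with leaving out control siRNA replicate 1. The ratio of mean TPM without a pseudocount, chosen after the values were seen, reaches the paper's values for OR2B6 (3.826), GDF15 (3.611), OR2W6P (3.227), HIST1H4E (1.428), HIST1H2BC (2.703), HIST1H3E (2.765), HIST1H2BD (2.607), HIST2H2BE (2.441) and CDKN1A (2.153), but not for HIST2H2BF (1.187).

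With ICE1 siRNA the paper's value for OR2B6 (2.425, here 1.341) is reached by no alternative. Median-of-ratios scaling alone reaches those for HIST1H2BK (1.383, here 1.229) and HEXIM1 (0.708, here 0.595), and a pseudocount of 0.1 TPM alone those for HIST2H2BE (0.88, here 0.65), HIST1H2BD (1.948, here 1.526) and HIST1H4H (1.293, here 0.62). For HIST1H2BC (0.96, here 0.582) both of these and leaving out control siRNA replicate 2 or ICE1 siRNA replicate 3 do so. The ratio of mean TPM, chosen after the values were seen, reaches those for OR2B6 (2.244), HIST2H2BE (0.838), HIST1H2BD (1.719), HIST1H2BC (0.781) and HIST1H4H (1.264), but not for HIST1H2BK (1.235) or HEXIM1 (0.605).

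In ribo-depleted libraries with MED26 siRNA the paper's values for HIST1H3E (0.419, here 0.165) and HIST2H2BF (−1.268, here −1.051) are reached by no alternative. A pseudocount of 0.1 TPM alone reaches those for OR2B6 (2.064, here 1.151) and TP53INP1 (1.453, here 1.176). For HIST1H2BK (−0.423, here −0.28) median-of-ratios scaling and leaving out MED26 siRNA replicate 1 or 2 or control siRNA replicate 1 do so. The ratio of mean TPM, chosen after the values were seen, reaches those for OR2B6 (2.093) and TP53INP1 (1.404), but not for HIST1H3E (0.173), HIST2H2BF (−1.053) or HIST1H2BK (−0.279), and it moves HIST1H4I (1.313, the paper's 1.049) apart.

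In MED26 mutant cells median-of-ratios scaling alone reaches the paper's values for HIST1H2BJ (−0.731, here −0.568), HIST1H1C (−0.497, here −0.334), HIST1H4H (−0.698, here −0.562), HIST2H2BE (−0.477, here −0.334), HIST1H2BK (−0.405, here −0.203) and HIST1H2AG (−0.753, here −0.589), and it does so for HIST1H2BD (−0.281, here −0.13) together with leaving out MED26 mutant replicate 2. A pseudocount of 0.1 TPM alone reaches those for OR2B6 (1.715, here 0.883), IGFBP7 (2.69, here 2.437) and HIST1H2BH (1.259, here 0.828). For HIST1H4I (0.227, here 0.736) a pseudocount of 1 TPM, median-of-ratios scaling and leaving out MED26 mutant replicate 4 do so. The ratio of mean TPM, chosen after the values were seen, reaches those for OR2B6 (1.845), IGFBP7 (2.644) and HIST1H2BH (1.425), but for none of the others.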

Other observations

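Tests of reading through from upstream RDH genes and all splits of the libraries were chosen after the results were seen.

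In each of 5 comparisons of MED26 loss (polyA-selected and ribo-depleted MED26 siRNA, ribo-depleted mutant, and auxin in both HCT116-MED26-AID library types), 187 of 13602 genes tested in all were higher, where 4.57 would be expected if the comparisons were independent, and 136 were lower, where 2.24 would be expected. Comparisons within a cell line are not independent, and with median-of-ratios scaling the numbers were 203 and 449. POLR2A, which encodes the largest subunit of Pol II, was higher by 1.05 to 1.72 on the log2 scale, HEXIM1 by 0.81 to 1.49, the cell surface hyaluronidase gene TMEM2 by 0.79 to 1.33, the histone chaperone gene ASF1B by 0.62 to 1.06, CCNE2, which encodes cyclin E2, by 0.51 to 1.29 and the matrix protein gene CYR61 by 0.60 to 1.37. MED11, a gene of another Mediator subunit, lay at −0.77 in polyA-selected MED26 siRNA libraries and at −1.39 in polyA-selected auxin libraries, and CUTC and KDM8 were lower as well. Scaled to the Drosophila genes in HCT116-MED26-AID cells, MED11 (−0.618 and −0.444), CUTC (−1.248 and −0.796) and KDM8 (−0.332 and −0.59) stayed negative in both library types, while SNHG3 and NBN, also lower in all 5, went to 0.082 and 0.127 in ribo-depleted libraries.

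The 3′-end processing factors that the paper measured as proteins had mRNA changes with MED26 siRNA in polyA-selected libraries of −0.03 for SLBP (SE 0.058, adjusted p = 0.809), 0.00 for NCBP1 (−0.003, SE 0.061, adjusted p = 0.98) and −0.34 for NCBP2 (SE 0.074, adjusted p = 0.00554; limma, n = 3 each). H1F0, a replication-independent linker histone gene, rose in polyA-selected HEK293T libraries with MED26 siRNA and fell with auxin in HCT116-MED26-AID cells, and the difference between the cell lines was not tested.

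OR2B6, an olfactory receptor gene among the largest rises with MED26 siRNA, lies 63.4 kb downstream of HIST1H2BO, and OR2W6P 43.6 kb. A hypothesis is that reading through from RDH genes raises genes downstream. Of 7 other genes not on the RDH list within 10 kb downstream of an RDH gene on the same strand 3 rose (42.9%), against 2288 of 20589 other genes (11.1%, 1-sided Fisher's exact test, p = 0.0341). The 7 include HIST2H2BD, which carries a histone symbol and did not pass the test (limma, log2 1.44, adjusted p = 0.334). The clone-named genes RP1-86C11.7 (log2 2.31), RP11-196G18.22 (1.47) and RP11-174G6.5 (0.77), named after their values were seen, were the 3. RP11-196G18.22 is annotated as a pseudogene, and whether it shares reads with histone genes was not tested. Without RP1-86C11.7, 2 of 6 rose (Fisher's exact test, p = 0.137). Leaving out either of the other risen genes would give the same 2 of 6, so the result rests on each of the 3. Neither olfactory receptor gene lies within the 10 kb, and the result may stem from few genes.

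Other splits of the libraries into groups of the same sizes were compared with the real one. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and the real split was the only 1 of the 10 with a count as large. The numbers of genes past the test in the real split and the highest of the other splits were 5067 and 2 with MED26 siRNA, 7296 and 2 with ICE1 siRNA, 5768 and 2 with AFF4 siRNA, 3770 and 4 with MED26 siRNA in ribo-depleted libraries, and 11197 and 0 in polyA-selected and 6599 and 1 in ribo-depleted libraries with auxin. Genes past the log2 ratio of 1.5 numbered 56 and 2. RDH genes numbered 24, 18, 6, 45, 14 and 39 in the same comparisons and 24 for MED26 against ICE1 siRNA, with 0 in every other split. For mutant against wild-type cells only 1 of 35 splits, the real one, reached 7212 genes (highest other 3) or 41 RDH genes (highest other 0). This argues against a chance division of these libraries. The other splits mix the true groups, which widens the spread and keeps their counts low. Chance differences between cultures or clones stay open, since the replicates may be technical and the mutant is a clonal line. The same holds for the 2073 genes changed the same way with MED26 siRNA and in mutant cells (1 of 100 drawn splits, highest other 209). The overlap of 73 genes was reached by 2 of 100 drawn splits of the 12 libraries, but 1 that mixed the siRNA groups gave 239 genes. This points to the structure of the samples, since such a split sets true groups against each other, so these splits do not decide on chance for that overlap.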
